# Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration

**DOI:** 10.1093/hmg/ddv381

**Published:** 2015-09-18

**Authors:** Thomas C. Roberts, Henrik J. Johansson, Graham McClorey, Caroline Godfrey, K. Emelie M. Blomberg, Thibault Coursindel, Michael J. Gait, C.I. Edvard Smith, Janne Lehtiö, Samir EL Andaloussi, Matthew J.A. Wood

## Abstract

Duchenne muscular dystrophy (DMD) is a classical monogenic disorder, a model disease for genomic studies and a priority candidate for regenerative medicine and gene therapy. Although the genetic cause of DMD is well known, the molecular pathogenesis of disease and the response to therapy are incompletely understood. Here, we describe analyses of protein, mRNA and microRNA expression in the tibialis anterior of the *mdx* mouse model of DMD. Notably, 3272 proteins were quantifiable and 525 identified as differentially expressed in *mdx* muscle (*P* < 0.01). Therapeutic restoration of dystrophin by exon skipping induced widespread shifts in protein and mRNA expression towards wild-type expression levels, whereas the miRNome was largely unaffected. Comparison analyses between datasets showed that protein and mRNA ratios were only weakly correlated (*r* = 0.405), and identified a multitude of differentially affected cellular pathways, upstream regulators and predicted miRNA–target interactions. This study provides fundamental new insights into gene expression and regulation in dystrophic muscle.

## Introduction

The classical monogenic disease Duchenne muscular dystrophy (DMD) is a progressive muscle wasting disorder and the most prevalent muscular dystrophy affecting children. DMD is caused by loss of function mutations in the *DMD* gene, which encodes the dystrophin protein (1,2). Dystrophin is a sub-sarcolemmal structural and signalling protein that acts as an organizing centre for the dystrophin-associated protein complex (DAPC) (3), which serves as a mechanical link between the extracellular matrix and the actin cytoskeleton (4). Loss of dystrophin sensitises muscle fibres to contractile damage (5), leading to chronic cycles of myofibre degeneration and regeneration.

The *DMD* gene consists of 79 exons, many of which code for redundant structural domains (6). DMD is thus amenable to antisense oligonucleotide-mediated splice correction therapy whereby the selective exclusion of one or more exons results in restoration of the translation reading frame. First generation exon skipping therapies show promise in clinical trials (7–11) and second generation peptide-phosphorodiamidate morpholino oligonucleotide (P-PMO) conjugates induce high levels of exon skipping and dystrophin protein restoration in dystrophic *mdx* mice (12–15). Dystrophy in the *mdx* mouse is caused by a nonsense mutation in *Dmd* exon 23 (16,17).

The analysis of gene expression in the *mdx* mouse has the potential to identify (i) novel genes involved in disease pathophysiology, (ii) potential therapeutic targets and (iii) candidate disease biomarkers relevant to DMD. With the rapid development of DNA microarray technology and next-generation sequencing methodologies, analysis of the transcriptome is now commonplace. In contrast, proteomic analysis is substantially more difficult given the increase in biochemical complexity when considering proteins as opposed to nucleic acids. Fibrous tissues, such as muscle, are especially difficult to analyse by mass spectrometry due to high levels of actin and myosin which mask the signals generated by less abundant proteins (18). Similarly, some methodologies, such as two-dimensional gel electrophoresis, are limited only to highly expressed and soluble proteins (19,20). To simplify complex proteomes, we have developed a method based on high resolution isoelectric focusing (HiRIEF) of peptides before nano-LC-MS/MS (liquid chromatography-tandem mass spectrometry) which previously enabled deep proteome coverage in both human and mouse cells (21,22). A number of studies have investigated the proteome in *mdx* mice (summarized in Supplementary Material, Table S1) although these have typically sampled only a small fraction of the proteome due to technical limitations.

Although gene expression studies can be highly informative, their biological interpretation is subject to several limitations. For example, the majority of transcriptomic studies utilizing microarray or RNA-seq methodologies assume that changes in mRNA abundance are matched by corresponding alterations in protein expression, which is often not the case (23–29). As a result, multi-level analyses which simultaneously investigate the proteome and transcriptome have greater potential for providing an understanding of gene regulation and cellular metabolism that might not be possible with any single level of analysis (30). Of particular interest are a class of small RNAs, the microRNAs (miRNAs), which act as regulators of gene expression by binding to target sequences within the 3′ untranslated regions of mRNAs to modulate transcript stability and translation efficiency (31). The importance of miRNAs in shaping the transcriptome and proteome has been widely recognized (32–35), and we have previously investigated differential miRNA expression in the *mdx* mouse (36). However, relatively little is known about miRNA function in dystrophic muscle. miRNA prediction algorithms typically return many hundreds or thousands of predicted targets, and are blind as to whether the miRNA and target mRNA are expressed in the same cell, if at all (37,38). There is therefore a need for empirical validation of mRNA–target interactions due to the high false-positive rates of target prediction algorithms (39,40). The combination of miRNA and mRNA/protein expression data is one method of addressing this problem (41).

In this study, we have used HiRIEF–LC-MS/MS proteomics to profile protein expression in wild-type, *mdx* and P-PMO-treated *mdx* mice with high resolution. In parallel, we have performed mRNA and microRNA arrays in order to provide an integrated proteomic-transcriptomic-miRNomic description of gene expression in the *mdx* mouse.

## Results

### Proteomics analysis of dystrophic muscle

To investigate the proteome in dystrophic muscle, we performed LC-MS/MS and quantification by iTRAQ (isobaric Tags for Relative and Absolute Quantification). Protein was extracted from serial sections of the tibialis anterior (TA) muscle harvested from 8-week-old male *mdx* mice (*n* = 4) and C57 wild-type controls (*n* = 4). A total of 2869 proteins were identified, of which 2648 (92%) were quantifiable (Supplementary Material, Fig. S1). A Peptide Spectrum Match (PSM) cumulative frequency plot shows that a subset of only 14 highly abundant proteins (e.g. actins, myosins and titin) make up 50% of the protein mass measured (Supplementary Material, Fig. S2). Five hundred and twenty-five proteins (20%) were significantly changed (*P* < 0.01, *q* < 0.05) between *mdx* and C57 (298 up-regulated and 227 down-regulated). Experimental groups formed clearly differentiated clusters with low inter-replicate variation as determined by both hierarchical clustering (Fig. 1A) and Principal Component Analysis (PCA) (Fig. 1A) of statistically significant expression ratios. Similar results were observed using unsupervised analyses (Supplementary Material, Fig. S3). Proteins which exhibited large, highly statistically significant changes in expression were visualized by volcano plot (Fig. 1C). The most down-regulated protein detected was dystrophin (Dmd), which was reduced by ∼81% in the *mdx* samples (*P* = 0.000151) (Supplementary Material, Fig. S4). The muscles of DMD patients and *mdx* mice express low levels of dystrophin on account of endogenous alternative splicing events in a small number of ‘revertant’ myofibres (42,43) and the short isoforms of dystrophin protein are unaffected in *mdx* muscle, meaning that a complete absence of dystrophin protein peptides is not expected. Furthermore, the difference in Dmd expression between C57 and *mdx* muscle is likely an underestimation, as the iTRAQ method suffers from a distortion effect caused by contaminating non-target protein-derived near-isobaric ions which compresses expression ratios towards a value of 1 (44).

**Figure 1.**
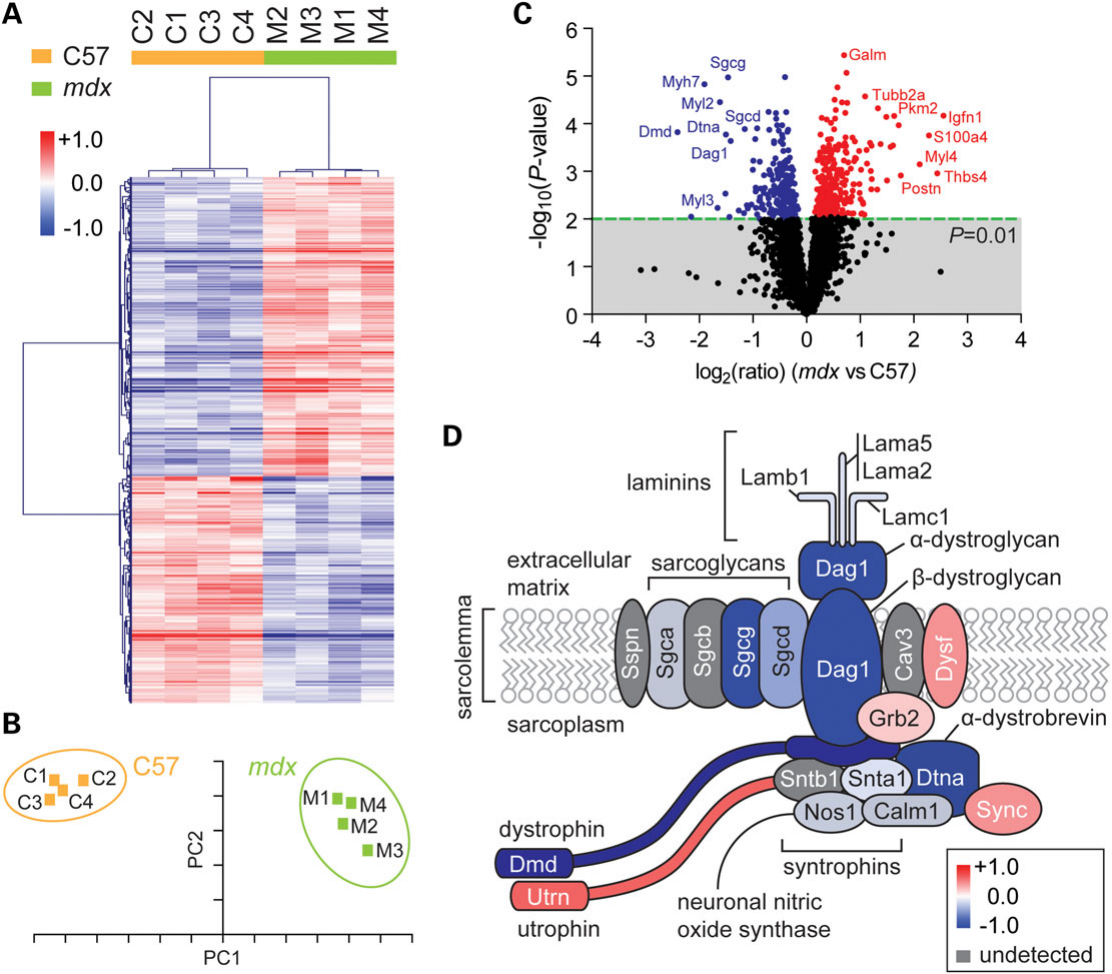
Analysis of the dystrophic proteome. Protein lysates prepared from the TA muscles of 8-week-old C57 and *mdx* mice (*n* = 4) were analysed by LC-MS/MS. Significantly different (*P* < 0.01, *q* < 0.05, *t*-test) proteins were analysed by (**A**) unsupervised hierarchical clustering and (**B**) PCA (the first two components represent 90.9% of the data). (**C**) Identification of differentially expressed genes by volcano plot. (**D**) Schematic of the DAPC. Dystrophin, dystrobrevin, dystroglycans, sarcoglycans, laminins, syntrophin and neuronal nitric oxide synthase are significantly down-regulated. Red indicates up-regulated proteins and blue indicates down-regulated proteins. Grey indicates undetected proteins. Scale bars represent row *Z*-scores.

Dystrophin was identified based on 108 PSMs, ∼14% protein coverage with 71 unique peptides and 38 PSMs used for quantification, indicating high confidence in dystrophin protein measurement (Supplementary Material, Fig. S1). Notably, the majority of DAPC components were significantly down-regulated, including dystroglycans, sarcoglycans, dystrobrevins, syntrophins, laminins, neuronal nitric oxide synthase and calmodulin-1 (Fig. 1D).

### Partial restoration of the dystrophic proteome by exon skipping therapy

To investigate the response of the dystrophic proteome to exon skipping, we performed a second proteomics experiment comparing 14-week-old C57 (*n* = 2), *mdx* (*n* = 2) and *mdx* mice treated with a single intravenous 12.5 mg/kg dose of a P-PMO conjugate (Pip6e-PMO) (*n* = 4) to restore dystrophin protein expression (Fig. 2A). This time point was selected in order to model muscle in which dystrophic pathology is already established. A total of 3057 proteins were identified, of which 2819 (92%) were quantified. Dystrophin was again detected with high confidence based on 129 PSMs, 10% sequence coverage with 57 unique peptides and 60 PSMs used for quantification (Supplementary Material, Fig. S5) and was the most down-regulated protein in *mdx* muscle (Supplementary Material, Fig. S6).

**Figure 2.**
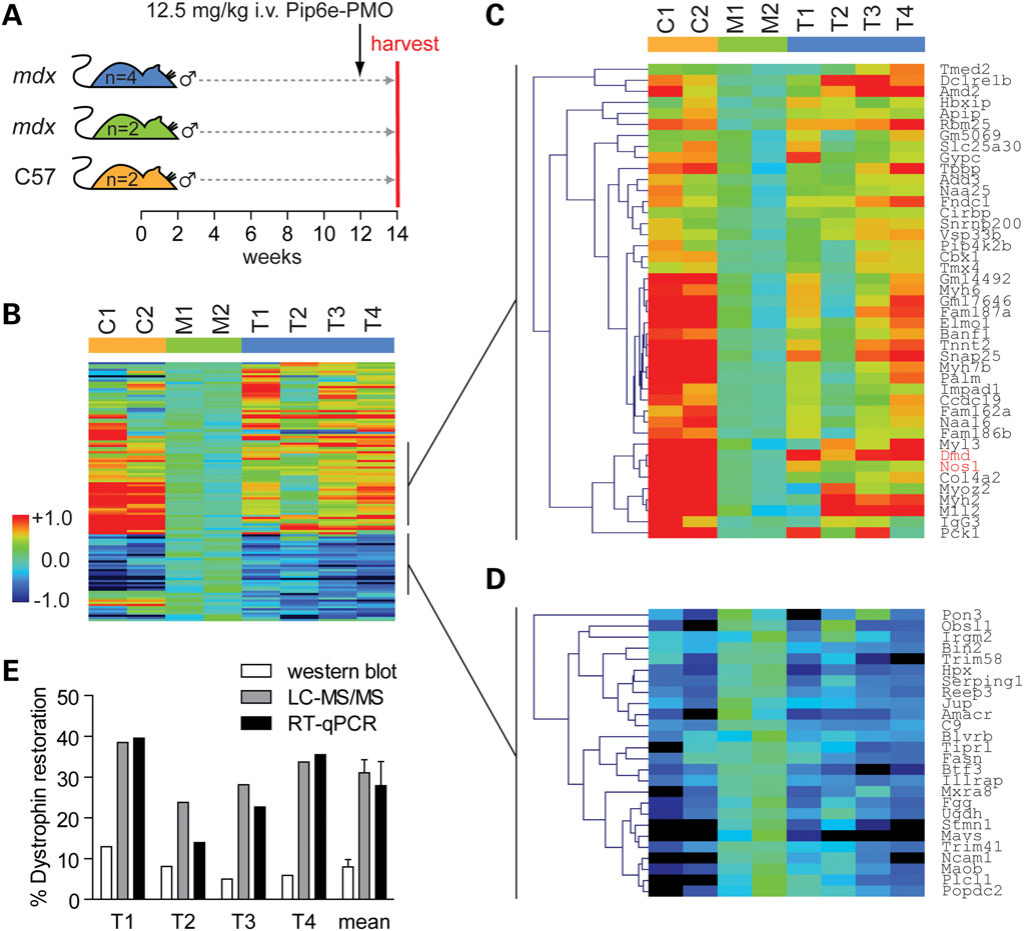
Restoration of the dystrophic proteome by antisense oligonucleotide-mediated exon skipping therapy. (**A**) 12-week-old *mdx* mice (*n* = 4) were injected with a single 12.5 mg/kg intravenous dose of Pip6e-PMO and harvested 2 weeks later. Age-matched (14-week old) C57 and *mdx* controls (*n* = 2) were harvested in parallel. Protein was harvested from TA muscle sections and analysed by LC-MS/MS. (**B**) Heatmap showing protein-clustered protein expression data. Protein expression data were filtered based on inter-replicate variation, leaving 119 proteins. Treatment with Pip6e-PMO resulted in a shift in the dystrophic proteome towards a wild-type-like expression profile. Two clusters show clear proteomic restoration. (**C**) Restored proteins that were down-regulated in *mdx* muscle. Dmd and the DAPC component Nos1 are highlighted in red. (**D**) Restored proteins that were up-regulated in *mdx* muscle. Red and blue indicate up- and down-regulated protein expression, respectively. Green and light blue indicate intermediate protein expression levels. The scale bar represents the row *Z*-score. (**E**) Determination of therapeutic efficacy in individual-treated samples by western blot, LC-MS/MS and RT-qPCR. Values are mean + SEM.

Multiplexing was limited to eight samples per experiment, and so filtering expression ratios based on statistical significance was not possible due to low *n* numbers. The data were instead filtered by removing proteins with large differences in expression ratio between replicates (Supplementary Materials and Methods), after which 119 proteins remained. Treatment with Pip6e-PMO led to widespread restoration of the dystrophic proteome towards a more wild-type expression profile (Fig. 2B). Although the degree of proteomic restoration following exon skipping therapy was relatively modest, it was commensurate with the magnitude of dystrophin protein rescue. In particular, two clusters of proteins showed a marked response to Pip6e-PMO treatment (Fig. 2C and D). Proteomic restoration was limited in the sample ‘T2’. The therapeutic efficacy of treatment in each individual sample is shown in Figure 2E. Dystrophin protein expression is shown as determined by LC-MS/MS and western blot densitometry, and the percentage of correctly skipped Δexon23 *Dmd* transcripts was assessed by RT–qPCR. RT–qPCR and LC-MS/MS results were tightly correlated (Pearson's *r* = 0.986, *P* = 0.014), and therapeutic efficacy was lowest in sample ‘T2’ as determined by both methods, consistent with the whole proteome LC-MS/MS data. Western blot data were not significantly correlated with the values measured by RT–qPCR or LC-MS/MS (Fig. 2E) although densitometry is less quantitative than the other methodologies.

The protein expression ratios for 8 and 14 weeks proteomics datasets were positively correlated (Pearson's *r* = 0.681, *P* < 0.0001) (Supplementary Material, Fig. S7A) and 2191 proteins were commonly detected in both datasets (Supplementary Material, Fig. S7B). Given this similarity, expression ratios from both experiments were combined, thereby allowing for statistical analysis by one-way ANOVA. Statistically significant (*P* < 0.01) proteins were sorted by PCA (Supplementary Material, Fig. S7C) and hierarchical clustering (Supplementary Material, Fig. S7D) with samples clustering according to their respective experimental groups. Most notably, a cluster of proteins showed clear therapeutic restoration (labelled † in Supplementary Material, Fig. S7D). Remarkably, this cluster (Fig. 3A) contained Dmd and the DAPC components Snta1, Sgcd, Sgcg, Dtna and Dag1 which were all highly down-regulated in *mdx* muscle and partially restored following treatment with Pip6e-PMO (Fig. 3B). These data show that restoration of dystrophin protein is accompanied by rescue of the expression of DAPC proteins.

**Figure 3.**
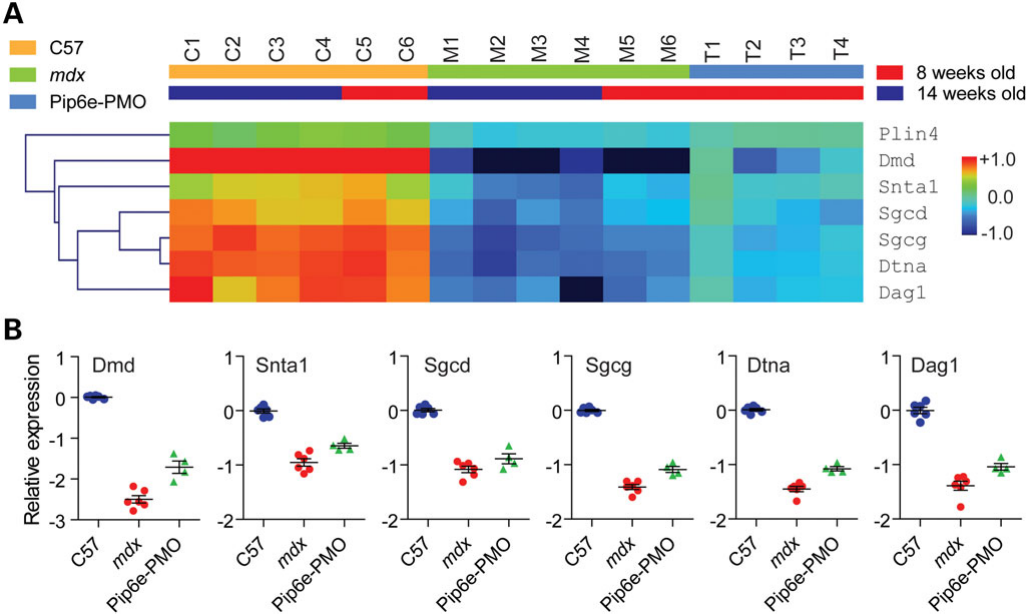
Therapeutic restoration of DAPC components. (**A**) A cluster of significantly differently expressed proteins (labelled † in Supplementary Material, Fig. S7) includes six proteins from the DAPC that shows restoration following therapeutic dystrophin re-expression. Red and blue indicate up- and down-regulated protein expression, respectively. Green indicates an intermediate protein expression level. The scale bar represents row *Z*-scores. (**B**) Plots of individual log_2_ expression ratios for each protein of interest. Values are mean +/− SEM.

### Transcriptomics analysis of dystrophic muscle

To investigate the relationship between the dystrophic proteome and transcriptome, we performed mRNA microarray analysis on the same tissues used in the 14-week-old proteomics study (additional samples were included to increase *n* numbers for the C57 and *mdx* groups). 

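RNA from the TA of 3 C57 mice, 4 untreated *mdx* mice and 4 *mdx* mice treated with Pip6e-PMO, a peptide-conjugated morpholino oligonucleotide that restores dystrophin by exon skipping, was hybridized to Affymetrix Mouse Gene ST arrays, a separate array for each mouse. All 11 mice were 14 weeks old, and the treated mice had been injected with 12.5 mg/kg at 12 weeks of age. The authors made the values with RMA background correction, sketch-quantile normalization across arrays and median polish, and deposited them as intensities on the linear scale. The table holds 28350 probe sets, all of the main category, of which 25254 have a gene symbol, and its positions come without a named genome build. The stated removal of probe sets with a signal below 30 in all groups had not been applied to it. The median intensity was 27.5 to 27.7 per array in C57, 27.9 to 28.6 in *mdx* and 28.2 to 28.6 in treated mice, and 48.2 to 49.2% of the probe sets reached 30 on each array. The number of arrays limits the precision of every value from them. For the comparisons, the removal was applied as a mean signal of at least 30 in at least 1 group, which left 14494 probe sets (51.1%) for 11844 gene symbols. The intensities were taken to log2 and fitted with limma, with 1 mean for each of the 3 groups and a variance shared by all 11 mice, and every test was two-sided. A probe set counted as changed at the paper's threshold, an unadjusted p under 0.01 with a change of at least 1.5-fold. Single genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested, and a gene with several probe sets was read at the probe set with the highest mean log2 signal. Signals and differences between means are given on the log2 scale.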

Resulting mRNA expression ratios were analysed by volcano plot (Fig. 4A), which showed that more mRNAs were up-regulated in *mdx* muscle than were down-regulated. 

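In *mdx* against C57 muscle, 1094 probe sets for 945 gene symbols passed the paper's threshold, 744 of them higher and 350 lower in *mdx*, so that 68.0% were higher. The largest adjusted p among them was 0.0695. With an adjusted p under 0.05 in place of the unadjusted p, 1045 probe sets passed, 710 higher and 335 lower. Over all probe sets tested, the 4 *mdx* mice all lay on the same side of the 3 C57 mice in 24.3%, against the 5.71% that chance gives for 3 mice against 4. Some probe sets carry the same 11 values as another, and the 1094 came to 1012 when such copies were counted once. The share of changed probe sets that were higher in *mdx* stayed between 61.9% (each array centred on its median) and 72.1% (1 probe set per gene) over the alternatives. The alternative that moved the count most was a minimum signal of 100 in place of 30, which tests fewer probe sets and left 668. With each mouse left out in turn, 991 to 1163 probe sets passed. The median difference over all probe sets tested was -0.01.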

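Among probe sets with a gene symbol, the largest rise in *mdx* muscle was that of the mitochondrial gene ND6 (probe set 10598087, chromosome M, 13552 to 14070, minus strand), with a log2 signal of 4.38 ± 0.27 (SD, n = 3) in C57, 8.73 ± 0.27 (SD, n = 4) in *mdx* and 4.73 ± 0.57 (SD, n = 4) in treated mice. Its difference of 4.35 from C57 (standard error 0.26) had an adjusted p of 2.3e-06 in limma, and it stayed between 4.22 and 4.49 with each mouse left out in turn. The C57 and treated means of ND6, 20.8 and 26.4 on the linear scale, lie under the minimum signal of 30, so background limits the size and the rank of this difference; the C57 means of Spon2 and Ust and the *mdx* means of Frzb and Odf3l2 lie under it too. An unnamed probe set of the same mitochondrial strand was high in the *mdx* mice alone as ND6 was, while 10 coding probe sets of the other strand had a median difference of 0.02. Those 10 have C57 means of 11.86 to 13.19, near the highest signals of the arrays, which limits how far a rise could show. Timp1 (probe set 10598976, chromosome X, 20447292 to 20451863) measured 5.71 ± 0.45 (SD, n = 3) in C57, 9.22 ± 0.70 (SD, n = 4) in *mdx* and 7.68 ± 0.71 (SD, n = 4) in treated mice, a rise of 3.51 in *mdx* (adjusted p = 2.7e-04). Snord116, Spon2, Tmem8c, Ust, Ankrd1, Npas2, Pcbd1 and Serpina3n also rose, so that all 10 of the rises named with ND6 and Timp1 were called, with differences of 2.67 to 4.35. The rise of Snord116, 4.34 (standard error 0.38), was so close to that of ND6 that the order of these genes is not resolved. The probes of Snord116 and Ust match more than 1 transcript, and the mean of the 2 probe sets of Ust rose by 1.54. The largest fall among probe sets with a gene symbol was that of Gm129 (probe set 10373452, chromosome 10, 127986956 to 127987628), now named Ciart, with 9.63 ± 0.09 (SD, n = 3) in C57, 6.35 ± 0.50 (SD, n = 4) in *mdx* and 6.71 ± 0.51 (SD, n = 4) in treated mice. Its difference from C57 was -3.28 (standard error 0.28, adjusted p = 2.5e-05), and its treated mean includes 1 mouse, T4, at 5.95 against 6.93 to 6.99 in the others. Ces1d, Dusp26, Ppp1r1a, Per2, Hlf, Frzb, Odf3l2 and Bdh1 fell as well, with differences from -3.09 to -1.82, and with Gm129 these 9 were all called. Both counts were unchanged when adjusted over the list alone, 10 of 10 and 9 of 9, which is not independent evidence because the genes were chosen on these mice. Slc5a5 (probe set 10579442) did not reach the minimum signal and was not tested; its log2 signal was 4.77 ± 0.03 (SD, n = 3) in C57, 4.68 ± 0.15 (SD, n = 4) in *mdx* and 4.72 ± 0.06 (SD, n = 4) in treated mice. Gm129, Per2, Hlf and Npas2 belong to the circadian clock, and all 8 of the day-phase clock genes outside these were lower in *mdx* too. Npas2 had 1 treated mouse, T4, at 7.87 against 7.45 to 7.52. In treated against *mdx* mice, all 10 rises were smaller, with 4 called and 7 when adjusted over the list alone, and 0 of the 9 falls were called back by limma. ND6 is 1 of these 4, and at ND6 a batch that held the *mdx* samples alone cannot be told apart from an effect that treatment undoes.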

The most differentially expressed mRNAs are shown in Supplementary Material, Figure S8. mRNAs that were significantly (*P* < 0.01) changed by at least 1.5-fold were analysed by hierarchical clustering (Fig. 4B) and PCA (Fig. 4C). Experimental groups were well separated by both analyses, although the treated sample ‘T2’ showed the least restoration and was more closely clustered with *mdx* samples than the other treated samples. 

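Over the 1094 changed probe sets, row-centred and with no test, the first and second principal components held 76.0 and 10.8% of the variance, 86.8% together, and the next held 2.79%. The distance to the centre of the *mdx* group in the plane of both components was 21.3 for T1, 8.05 for T2, 16.7 for T3 and 21.7 for T4, and that to the centre of the C57 group was 30.0, 39.9, 34.4 and 31.6. With all probe sets past the minimum signal in place of the changed ones, the alternative that moved it most, both components held 66.0%. Hierarchical clustering of row Z-scores with 3 clusters placed the C57 mice together, T1, T3 and T4 together, and T2 with the 4 *mdx* mice, for Pearson and Euclidean distance with average and complete linkage alike. With 4 clusters, T2 stood alone in 3 of these 4 combinations, and under Euclidean distance with complete linkage it joined *mdx* replicates 1 and 3. T2 also lay farther from its own group than any other array did at the probe sets that *mdx* left unchanged. The median absolute deviation of T2 there, scaled to stand for a standard deviation, was 0.430 against at most 0.252.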

Two clusters of mRNAs were restored following treatment (Fig. 4B, labelled † and ‡). These clusters contained 60.5% (302 of 499) of the significantly differentially expressed mRNAs. 

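Restoration was measured for each changed probe set as the fall from the *mdx* mean to the treated mean in percent of the difference between the *mdx* and C57 means. A fixed rule, at least 25% of that difference, stood in for clusters picked from the heatmap. By it, 549 of the 1094 probe sets were restored, or 50.2% ± 14.5 (SD over the shares of the 4 treated mice). The median restoration was 25.3%, with quartiles of -0.63 and 48.2%, and 74.5% of the probe sets moved towards C57. Of the probe sets higher in *mdx*, 382 of 744 (51.3%) were restored, and of those lower, 167 of 350 (47.7%). Taken alone, T1 had a median restoration of 38.2%, T2 of 4.46%, T3 of 25.7% and T4 of 26.0%. The *mdx* mice enter both the choice of probe sets and the measure, so data with treated mice drawn as unchanged *mdx* mice were simulated 100 times; these gave a restored share of 14.7% on average (12.5 to 16.8%), a median of 4.69% and 60.9% of the probe sets moving towards C57 (57.7 to 63.6%). When 2 of the *mdx* mice chose the probe sets and the other two measured them, the restored share over the 6 choices was 45.0% on average (41.8 to 49.6%) and the median restoration 20.3% (15.7 to 24.5%). Measured from the *mdx* mice that chose the probe sets, the treated mice had a restored share of 44.7 to 59.0% and a median of 20.1 to 37.1%, and the held-out *mdx* mice put in their place 17.4 to 39.6% and -0.60 to 18.1%. Requiring at least 50% moved the share most among stricter rules, to 23.2%. In treated against *mdx* mice, 724 probe sets passed the paper's threshold. Of these, 150 were changed in *mdx* and moved back, and 12 were changed in *mdx* and moved further away. The other 562 did not pass it in *mdx* against C57, which does not show that *mdx* left them unchanged. Of the 562, 312 passed it in treated against C57 mice. The simulation, with 1387 probe sets changed in *mdx* on average, gave 19.9 probe sets past the threshold in treated against *mdx* mice, 6.42 of them moving back. Other divisions of the real treated and *mdx* mice into groups of 4 gave up to 582, with a median of 14.5. Without T2, 1378 probe sets passed, and without *mdx* replicate 4, 480.

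**Figure D1:**
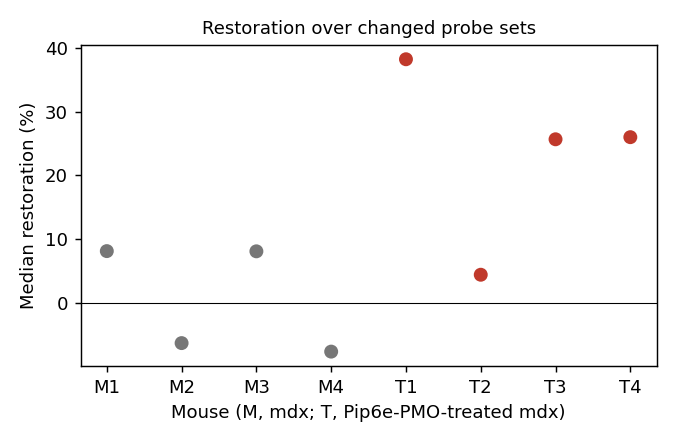
Median restoration over the changed probe sets, in percent of the difference between the *mdx* and C57 means, for each *mdx* mouse (grey) and each treated mouse (red). The *mdx* mice lie between -7.57 and 8.16%, and T2, at 4.46%, lies among them; each *mdx* mouse is measured against a mean that includes it, which holds these mice near 0.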

Genes that were restored towards wild-type levels were enriched for gene ontology terms associated with the extracellular matrix, cell surface, plasma membrane and integrin-mediated signalling, suggesting that specific cellular pathways respond to the restoration of dystrophin (Supplementary Material, Fig. S9A). In contrast, fewer gene ontology terms were enriched (and with lower significance) in the list of non-restored mRNAs (Supplementary Material, Fig. S9B). 

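Gene ontology terms come from the annotation of the arrays, and each term with 10 to 500 genes among the 11538 genes tested was compared by a one-sided Fisher's exact test with adjustment over 1120 terms. The 433 genes of the restored probe sets were enriched for 40 terms. The strongest was immune response, with 21 of its 63 genes (8.88-fold, adjusted p = 5.2e-12), followed by antigen presentation via MHC class II with 10 of 11 genes (24.2-fold, adjusted p = 3e-11). Extracellular space held 37 of 256 genes (3.85-fold, adjusted p = 4.7e-10) and external side of plasma membrane 17 of 81 (5.59-fold, adjusted p = 9.6e-07). Cell surface (14 of 110 genes, adjusted p = 0.0034), extracellular matrix (10 of 81, adjusted p = 0.0285) and integrin complex (5 of 22, adjusted p = 0.0351) passed as well. Restoration of at least 50%, the alternative that moved the count most, left 14 terms. When the restored genes were compared with the other changed genes alone, 920 in all, immune response (21 of 25 genes, adjusted p = 0.019) and antigen presentation via MHC class II (10 of 10, adjusted p = 0.0366) were the strongest terms. From the terms among its restored genes, the paper proposes that particular pathways in the cell answer to dystrophin coming back.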

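The 492 genes of the changed probe sets that were not restored were enriched for 14 terms by the same test. Proteinaceous extracellular matrix led, with 34 of its 159 genes (5.01-fold, adjusted p = 3.6e-12), and this term was not among the 40 of the restored genes. Basement membrane (13 of 55 genes, 5.54-fold, adjusted p = 1.4e-04), cell adhesion (30 of 263, adjusted p = 2.3e-04) and extracellular matrix organization (11 of 61, adjusted p = 0.0064) followed. Extracellular matrix and cell surface passed among these genes too, with 16 genes each (adjusted p = 1.4e-04 and 0.0030). When at least 50% was required of a restored probe set, the genes that fell short of it, a larger set of 722, were enriched for 57 terms. Against the other changed genes alone, no term passed by Fisher's exact test, and the lowest adjusted p was 0.467.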

Of the 11 835 protein-coding genes detected by microarray (defined as those with UniProt identifiers), 3003 (∼25%) were quantified in at least one of the proteomics experiments (Fig. 4D).

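Of the 28350 probe sets, 22128 carry a UniProt identifier, 19158 different ones. Among the probe sets that passed the minimum signal, 13089 carry one, and these hold 11322 different identifiers for 11352 gene symbols. With the minimum raised to 100, 7211 identifiers were left. The proteomics values were not analysed here.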

**Figure 4.**
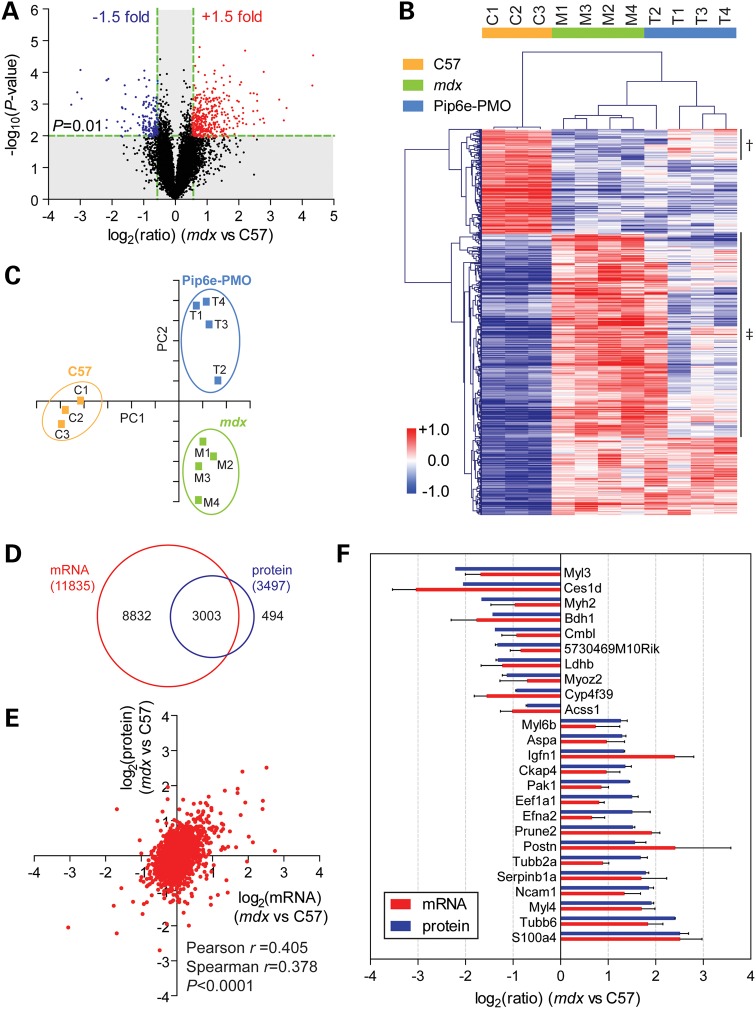
Matched mRNA transcriptomics and proteomics data analysis. RNA extracted from C57, *mdx* and Pip6e-PMO-treated *mdx* TA muscles was analysed by microarray. (**A**) Differentially expressed genes were visualized by volcano plot and filtered so as to include only statistically significantly changed genes (*P* < 0.01, *t*-test) that were changed by more than 1.5-fold in *mdx* muscle. (**B**) Heatmap showing the results of hierarchical clustering analysis of filtered data. Two clusters of mRNAs that were restored towards wild-type levels following treatment with Pip6e-PMO are labelled ‘†’ and ‘‡’, respectively. Red indicates up-regulated proteins and blue indicates down-regulated proteins. The scale bar represents row *Z*-scores. (**C**) PCA of filtered data (the first two components represent 80.5% of the data). (**D**) Venn diagram showing overlap between detected mRNAs and proteins. (**E**) Scatter plot showing the correlation between protein and mRNA expression ratios (2456 mRNA–protein pairs). (**F**) mRNA and protein expression ratios for genes that were concordantly differentially expressed in *mdx* muscle. Genes shown were statistically significant at the *P* < 0.01 level and were differentially expressed by at least 2-fold by either microarray or LC-MS/MS. Values are mean + SEM.

Protein and mRNA expression ratios showed a highly significant but weak positive correlation (Pearson's *r* = 0.405, Spearman's *r* = 0.378, both *P* < 0.0001) based on 2456 mRNA–protein pairs (Fig. 4E). 

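Of the 25 genes of Figure 4F, 15 had higher and 10 had lower mRNA in *mdx* than in C57 muscle, with differences from -3.09 to 2.57. In limma, 21 were called at an adjusted p under 0.05 over all probe sets, and all 25 when adjusted over the list alone. The list was chosen in the study on these mice, so the count over the list is not independent evidence. The genes not called over all probe sets were 5730469M10Rik (-0.84, adjusted p = 0.094), Myh2 (adjusted p = 0.0574), Myl6b (0.67, adjusted p = 0.0695) and Myoz2 (-0.76, adjusted p = 0.102). Of these, Myh2 and Myl6b did pass the paper's threshold, which uses an unadjusted p. Igfn1 (probe set 10358140, chromosome 1, 137850155 to 137863442) rose by 2.37 (adjusted p = 2.8e-04) and Serpinb1a by 1.63, while Cmbl had a difference of -0.93. The C57 means of Igfn1, Serpinb1a, Aspa and Efna2 lie under the minimum signal, so background limits the size of their differences. Aspa, Efna2, Pak1 and Postn were called with all mice but not without some of them, and the adjusted p of Aspa then reached 0.0703 (C57 replicate 3 left out). Eef1a1 had 1 treated mouse, T1, at 11.31 against 11.50 to 11.53 in the others. The unequal-variance test moved the count most and called 5 of the 25. In treated mice, 21 of the 25 moved towards C57, with a median restoration of 23.1%, and 6 differed from *mdx* at an adjusted p under 0.05, or 9 when adjusted over the list alone.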

Highly differentially expressed genes that were concordantly changed at both protein and mRNA levels are shown in Figure 4F. 

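In the mRNA data, 4 genes of the dystrophin-associated protein complex were read: Dmd, Sgcd, Dtna and Dag1. The log2 signal of Dmd (probe set 10600604, chromosome X, 80194242 to 82450380) was 5.82 ± 0.05 (SD, n = 3) in C57, 5.28 ± 0.50 (SD, n = 4) in *mdx* and 5.80 ± 0.37 (SD, n = 4) in treated mice. Its difference between *mdx* and C57 was -0.55 (standard error 0.25), with an adjusted p of 0.198 in limma, and stayed between -0.73 and -0.32 with each mouse left out in turn. Sgcd (-0.03, adjusted p = 0.96), Dtna (0.29, adjusted p = 0.346) and Dag1 (0.06, adjusted p = 0.783) differed by less than Dmd. None of the 4 was called by limma over all probe sets or when adjusted over the list alone, 1 of them, Dmd, had an unadjusted p under 0.05, and the count in *mdx* against C57 was 0 under every other test and filter tried. Among 10 further members, Sntb2 (difference 0.43, adjusted p = 0.0129) and Lama2 (0.69, adjusted p = 0.0291) were called, 2 also when adjusted over the list alone. Neither call held without C57 replicate 3, with an adjusted p of 0.0586 for Sntb2, and that of Lama2 was also lost without C57 replicate 2 or *mdx* replicates 1, 2 or 3 (up to 0.141). In treated against *mdx* mice, 0 of the 4 were called, with Dmd at 0.53 (adjusted p = 0.142). In treated against C57 mice, Dtna was called (0.69, adjusted p = 0.0158). Without T2, Sgcd and Dtna were called against *mdx* (adjusted p = 0.0096 and 0.0244).

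**Figure D2:**
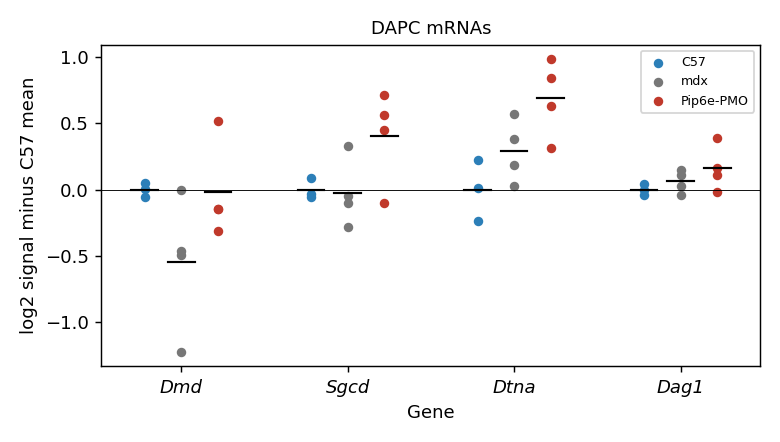
Log2 signal of each mouse minus the C57 mean for the 4 genes, by group, with group means as black bars. The *mdx* mean of Dmd lies at -0.55 and the treated mean at -0.02.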

Notably, DAPC mRNAs were not found to be significantly altered in contrast to the proteomics data (Supplementary Material, Fig. S10).

### Pathway analysis of proteomics and transcriptomics datasets

To extract biological meaning from the proteomics/transcriptomics datasets, *mdx* versus C57 expression ratios from each experiment were analysed using Ingenuity Pathway Analysis (IPA). Multiple canonical pathways were identified as being significantly perturbed in *mdx* muscle (Supplementary Material, Fig. S11). Notably, metabolic pathways were highly perturbed, especially in the 8-week-old *mdx* muscle. Mitochondrial dysfunction was identified as highly significance, with multiple components of the electron transport Complexes I, II, III and V being down-regulated (Supplementary Material, Fig. S12). Pathways linked with the TCA cycle, amino acid degradation, gluconeogenesis and fatty acid metabolism were similarly affected. These findings are consistent with previous reports of metabolic abnormalities in dystrophic muscle (45).

Well-established secondary pathological features of DMD were also identified including those associated with nNOS Signalling in Skeletal Muscle, Calcium Signalling and (Hepatic) Fibrosis. Interestingly, the most significantly dysregulated pathway in the transcriptomics dataset was Axonal Guidance Signalling. Five pathways were commonly differentially regulated in all three omics datasets: Actin Cytoskeleton Signalling, Calcium Signalling, Epithelial Adherens Junction Signalling, ILK Signalling and Tight Junction Signalling (Supplementary Material, Fig. S13).

IPA was used to identify predicted up-stream regulators based on the expression of known down-stream regulated genes (Supplementary Material, Fig. S14). Six up-stream regulators were predicted to be activated or inhibited in both protein and mRNA datasets: Insr, Klf15, Ppargc1a, Prl, Tfam and Tgfb1. Up-regulation of TGFB1 (Transforming Growth Factor-β1) signalling is a known feature of dystrophic muscle (46,47). Tgfb1 is a pro-inflammatory cytokine that coordinates fibrogenesis, in part through suppression of the dystromiR miR-29c (48). Conversely, Klf15 (Krüppel-like Factor 15) signalling was predicted to be down-regulated at both mRNA and protein levels. Klf15 and Tgfb1 act as reciprocal negative regulators of one another. As a result, down-regulation of Klf15 signalling would be expected to have a pro-inflammatory/pro-fibrotic effect via promoting Tgfb1 activation. Equally, Klf15 down-regulation could be a consequence of enhanced Tgfb1 signalling (49).

Conversely, Ppargc1a (Peroxisome proliferator-activated receptor gamma coactivator 1-alpha, PGC1α) signalling was predicted to be down-regulated (signalling by the related proteins Ppara and Pparg was similarly predicted to be down-regulated in the *mdx* muscle proteome). Although PPARGC1A protein was not detected in our study, it has been previously shown to be down-regulated in the vastus lateralis of dystrophic GRMD dogs (50). The primary role of Ppargc1a appears to be the regulation of fatty acid metabolism/storage and glucose utilization, although it also executes a multitude of other functions (51). For example, Ppargc1a regulates mitochondrial biogenesis (52) and so a reduction in its signalling may explain the down-regulation of mitochondrial electron transport proteins observed in dystrophic muscle. Transgenic expression of Ppargc1a in *mdx* muscle reduced dystrophic pathology, underlining the importance of this signalling pathway in dystrophic pathology (53).

Despite the commonalities discussed earlier, substantial differences in pathway dysregulation were observed between the omics datasets underlining the limitations of analyses which focus on a single level of gene expression. However, limited proteome coverage may account for some differentially affected pathways identified at the transcript level but not at the protein level. For example, NF-κB signalling was predicted to be up-regulated (a well described pathological feature of DMD (54)) based on the transcriptomics data only.

### Analysis of the dystrophic miRNome

To investigate relationships between miRNA levels and expression of their target genes, we performed miRNA microarray analysis on RNA samples taken from the same mice used in the proteomics and mRNA transcriptomics experiments described earlier. miRNAs that were highly differentially expressed in *mdx* muscle were identified by volcano plot (Fig. 5A). Analysis of these miRNAs by hierarchical clustering (Fig. 5B) and PCA (Fig. 5C) showed that *mdx* and Pip6e-PMO-treated muscles were poorly differentiated, indicating a lack of restoration towards wild-type levels. Focusing on a subset of DMD-associated miRNAs (dystromiRs), miR-21, miR-29c and miR-146b were found to be partially restored towards wild-type expression levels in the treated mice. However, somewhat surprisingly, three of the most highly up-regulated dystromiRs, miR-31, miR-34c and miR-206, showed no significant restoration in response to exon skipping therapy (Fig. 5D).

**Figure 5.**
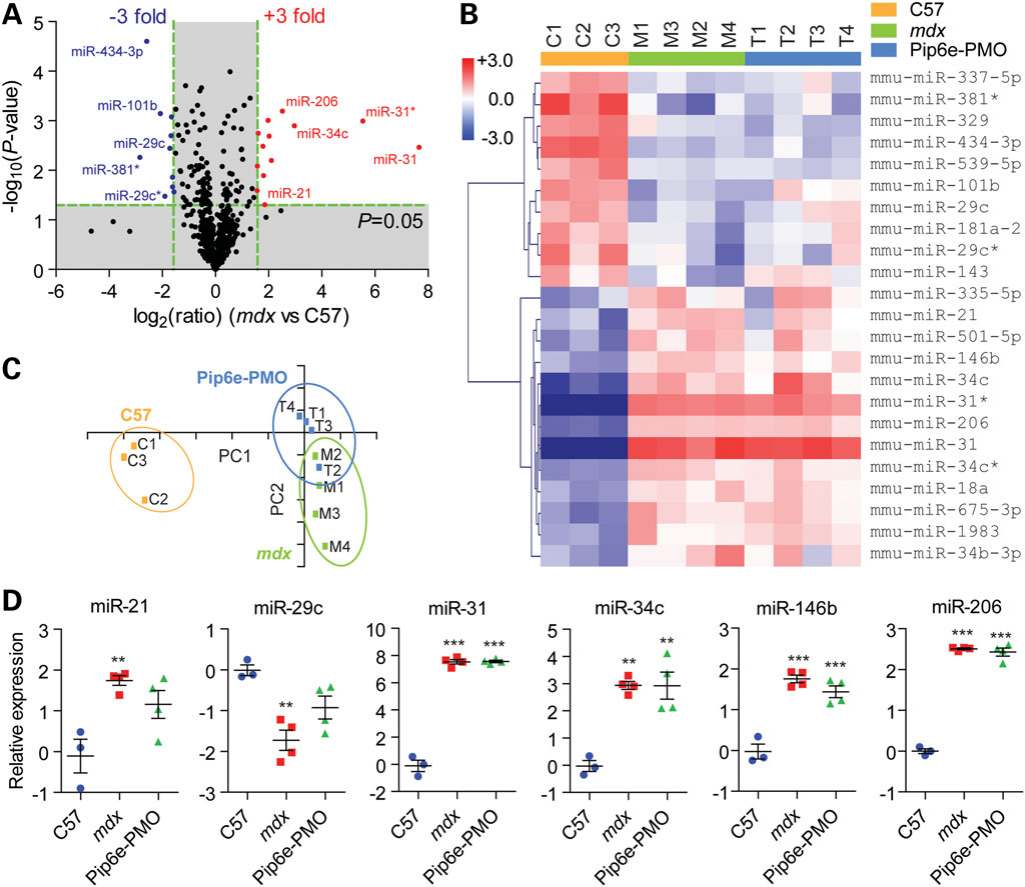
Analysis of the dystrophic microRNA transcriptome. RNA extracted from C57, *mdx* and Pip6e-PMO-treated *mdx* TA muscles was analysed by miRNA microarray. (**A**) Differentially expressed genes were visualized by volcano plot and filtered so as to include only statistically significantly changed genes (*P* < 0.05, *t*-test) that were changed by more than 3-fold in *mdx* muscle. (**B**) Heatmap showing the results of hierarchical clustering (gene-clustered) analysis of filtered data. Red indicates up-regulated miRNAs and blue indicates down-regulated miRNAs. The scale bar represents the row *Z*-score. (**C**) PCA of filtered data (the first two components represent 92.6% of the data). (**D**) miRNA microarray data for specific miRNAs-of-interest. Individual log_2_ expression ratios for each replicate are shown. Mean +/− SEM values are indicated, **P < 0.01, ***P < 0.001, one-way ANOVA and Bonferroni *post hoc* test.

### miRNA–target interaction networks

To identify possible functions for differentially expressed miRNAs in dystrophic muscle, we used the MicroRNA-Target Filter function in IPA to integrate the miRNomics and gene expression datasets. Analysis was limited to the six dystromiRs discussed earlier in order to focus on the interactions likely to be most relevant to dystrophic pathology (details of data filtering are given in Supplementary Materials and Methods). The resulting miRNA–mRNA interaction schemas with expression data overlaid are shown in Figure 6. When the same analysis was applied to the proteomics datasets, only four miRNA–target interactions were identified as a consequence of the narrower range of expression values for proteins relative to mRNAs, and due to incomplete proteome coverage. Two of these interactions, regulation of *Dmd* by miR-31 and *Dag1* (α/β-dystroglycan) by miR-21, can be excluded as in these cases, the cause of protein down-regulation is known to not be miRNA-mediated. The remaining interactions; regulation of *Tubb2a* by miR-29c and *Mpz* (myelin protein zero) by miR-206 were in agreement with the miRNA–mRNA target analysis. 

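The mRNA of Tubb2a (probe set 10408610, chromosome 13, 34166147 to 34169857) measured 6.79 ± 0.12 (SD, n = 3) in C57, 7.69 ± 0.12 (SD, n = 4) in *mdx* and 6.92 ± 0.41 (SD, n = 4) in treated mice. It was higher in *mdx* than in C57 by 0.89 (standard error 0.18, adjusted p = 0.00715 in limma). In treated mice it was lower than in *mdx*, with a difference of -0.76 (adjusted p = 0.0213), and this call was lost without *mdx* replicates 3 or 4 or Pip6e-PMO replicates 3 or 4 (adjusted p up to 0.0654). The miRNA arrays were not analysed here.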

Taken together, these analyses have identified a set of likely miRNA–target interactions associated with the dystrophic phenotype.

**Figure 6.**
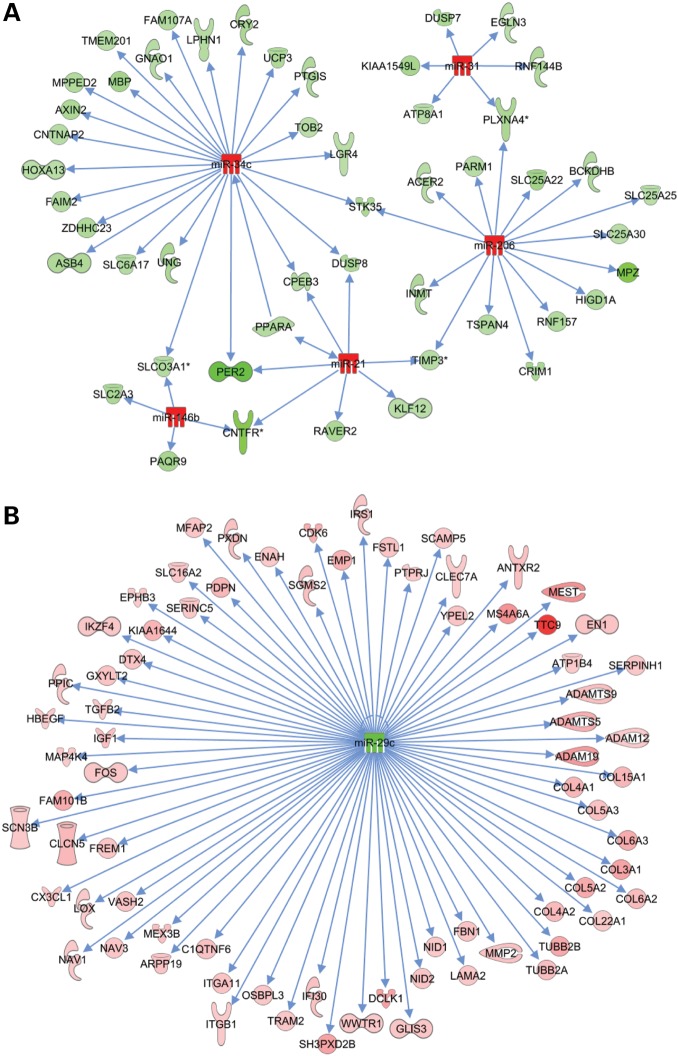
Identification of miRNA–mRNA target interactions. Network of miRNA–mRNA interactions identified by IPA for (**A**) dystromiRs up-regulated in *mdx* muscle (miR-21, miR-31, miR-34c, miR-146b and miR-206), and (**B**) the dystromiR miR-29c, which is down-regulated in *mdx* muscle. Red indicates increased expression in dystrophic muscle and green indicates reduced expression.

## Discussion

Loss of functional dystrophin protein results in widespread proteomic, transcriptomic and miRNomic changes consistent with multiple secondary pathologies downstream of the primary genetic insult. Antisense oligonucleotide-mediated exon skipping restores dystrophin protein expression with concomitant shifts in the dystrophic proteome and transcriptome towards more wild-type-like expression profiles. In this study, we have utilized HiRIEF–LC-MS/MS proteomics to undertake the highest resolution analysis of differential protein expression in a DMD model reported to date (3272 proteins were quantified across two proteomics experiments). A major technical advantage of our study is the use of HiRIEF fractionation of peptides that simplifies the peptide mixture and attenuates the masking effect of peptides from highly-abundant proteins. Despite the depth achieved in our analysis, it is likely that we are still far from complete proteome coverage with many proteins remaining invisible to our analysis. Further methodological optimization will likely enable higher resolution analyses.

This study provides further evidence of the efficacy of exon skipping activity by P-PMO conjugates by demonstrating partial restoration of dystrophin protein and the dystrophic proteome/transcriptome consistent with the partial correction of DMD-associated secondary pathologies. In this study, we chose to investigate the effect of only a single dose of P-PMO as we have previously shown that this was sufficient to induce moderate dystrophin expression and restoration of circulating miRNA biomarkers to wild-type levels (13,36). We have subsequently shown that repeat administration of P-PMO conjugates induces a greater restoration in dystrophin expression (55,56) and so would also be expected to induce more complete correction of dystrophy-associated gene expression changes. Importantly, the level of dystrophin rescue possible in murine models is likely to be much higher than that achievable in patients with the current generation antisense oligonucleotide drugs. As a result, the more modest dystrophin correction observed after a single administration is likely to more accurately model the expected clinical situation.

A previous microarray study of antisense oligonucleotide-treated *mdx* muscle showed negligible restoration of dystrophic gene expression changes (57). In contrast, exon skipping mediated by the U7-snRNA system after viral delivery achieved higher levels of dystrophin rescue and a dose-dependent restoration of the dystrophic transcriptome. 

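The mRNAs of Bgn, Lgmn, Tyrobp, Timp1, Cd52, Lgals3, Itgb2, Tuba1c and Cd68 were all higher in *mdx* than in C57 muscle and lower in treated than in *mdx* mice. All 9 were called in *mdx*, with differences from 0.59 for Tuba1c to that of Timp1, both over all probe sets and when adjusted over the list alone. The fall in treated mice was called for 5 over all probe sets and for 9 when adjusted over the list alone; the study named these genes from the same mice, so the second count is not independent evidence. Lgals3 (probe set 10414360, chromosome 14, 47993593 to 48005835) measured 6.71 ± 0.27 (SD, n = 3) in C57, 9.28 ± 0.39 (SD, n = 4) in *mdx* and 8.08 ± 0.53 (SD, n = 4) in treated mice, and treated mice differed from *mdx* mice with an adjusted p of 0.0187 in limma. The others called were Tyrobp (-1.12, adjusted p = 0.022), Cd68 (-1.04, adjusted p = 0.0245), Tuba1c (-0.42, adjusted p = 0.0272) and Timp1 (-1.54, adjusted p = 0.0295). Each of these 5 calls was lost without some of the mice, *mdx* replicate 4 among them for all, and the adjusted p then reached 0.0847 for Timp1, 0.0816 for Tuba1c, 0.0717 for Cd68, 0.0655 for Tyrobp and 0.0575 for Lgals3. T2 stood above the other treated mice at Tyrobp (8.68 against 7.52 to 7.63) and at Tuba1c (11.67 against 11.32 to 11.35), whose probes match more than 1 transcript. Restoration of the 9 ranged from 30.8 to 71.5%, with a median of 46.7%, and 7 still differed from C57 after treatment.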

Notably, for methodological reasons this study defined restoration according to changes in a pre-defined set of genes known to be differentially expressed in young *mdx* muscle (57), whereas the present study treats the detectable proteome and transcriptome in an unbiased manner. mRNAs that were restored towards wild-type levels in our dataset consistent with the findings of 't Hoen *et al*. include: *Bgn*, *Lgmn*, *Tyrobp*, *Timp1*, *Cd52*, *Lgals3*, *Itgb2*, *Tuba1c* and *Cd68* (57). Conversely, there was little similarity between our gene expression data and that reported in a separate study which profiled gene expression changes in *mdx* muscle after prednisolone treatment (58). This is unsurprising given that these two therapeutic approaches (exon skipping and corticosteroid treatment) are assumed to have different mechanisms of action.

The investigation of differential mRNA and protein expression revealed that, in general, more genes were up-regulated than down-regulated in *mdx* TA (Figs. 1 and 4). Similarly, experimental groups were easily distinguished based on their gene expression patterns, which underlines the biomarker potential of specific gene expression signatures. Some of the most promising tissue biomarkers (based on differential expression and concordant protein/mRNA levels) are summarized in Supplementary Material, Table S2.

We observed that multiple DAPC proteins were down-regulated in *mdx* tissue, whereas expression of their corresponding mRNAs was unaffected, consistent with the notion that mislocalization of these proteins leads to a reduction in their stability. Although these proteins have been previously identified as down-regulated in dystrophic muscle (59–62), no single unbiased proteomics study has been able to detect and quantify these proteins until now.

Consistent with previous studies, we have observed up-regulation of dystromiRs (e.g. miR-31, miR-34c and miR-206) in *mdx* TA (36,63). Interestingly, P-PMO treatment did not restore the pattern of dystromiR expression in dystrophic muscle towards wild-type levels suggesting that the contribution of miRNA-regulation to dystrophy-associated changes in protein output is limited, or alternatively, that failure to restore wild-type patterns of miRNA expression serves to limit proteomic restoration.

Multiple studies have reported poor correlations between proteomic and transcriptomic data (23–26). There are a number of possible biological explanations for these observations including (i) differential rates of mRNA/protein degradation, (ii) differential rates of transcription/translation, (iii) *trans*-acting regulatory factors (e.g. miRNAs and RNA binding proteins) and (iv) transcriptional ‘bursting’ which serves to ‘top up’ a relatively stable pool of cellular proteins (64). Conversely, technical issues may account for the differences in protein and mRNA expression analyses. Many integrated omics analyses have been performed in cell cultures (often from experiments performed at different times or on publicly available gene expression datasets generated by separate groups) (26). In these cases, slight differences between implementation of the experiment will likely reduce the correlation between transcriptome and proteome. In the present *in vivo* study, all analyses were performed on serial muscle cryosections taken from the same set of animals, thereby eliminating this source of ambiguity. Here, we observed a statistically significant but weak positive correlation between mRNA and protein levels consistent with previous reports (23–26). The notion of a one-to-one relationship between transcription and translation is clearly too simplistic, and exemplifies the value of integrated proteomics/transcriptomics studies.

Top candidate genes for further study were identified which exhibited concordant differential expression at both the protein and mRNA level (Fig. 4F, Supplementary Material, Table S2). Relatively little, or in some cases nothing, is currently known about the role of these genes in the generation of the DMD phenotype (examples discussed later). Several of these genes have been previously identified as differentially expressed in *mdx* muscle by DNA microarray (65) but until now, no protein level information has been available.

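At the mRNA level, Myl3 (probe set 10589602, chromosome 9, 110666182 to 110672301) measured 9.61 ± 0.43 (SD, n = 3) in C57, 7.94 ± 0.32 (SD, n = 4) in *mdx* and 8.75 ± 0.25 (SD, n = 4) in treated mice, a difference of -1.67 between *mdx* and C57 (adjusted p = 5.1e-04 in limma). Myl4 (probe set 10381798, chromosome 11, 104411977 to 104448533) measured 10.08 ± 0.33 (SD, n = 3) in C57, 11.80 ± 0.28 (SD, n = 4) in *mdx* and 10.91 ± 0.50 (SD, n = 4) in treated mice and was higher in *mdx* by 1.71 (adjusted p = 0.00114). The difference was not called for Myh2, with a log2 signal of 9.25 ± 0.34 (SD, n = 3) in C57, 8.25 ± 0.50 (SD, n = 4) in *mdx* and 9.71 ± 0.55 (SD, n = 4) in treated mice, or for Myl6b, with 6.50 ± 0.11 (SD, n = 3) in C57, 7.17 ± 0.51 (SD, n = 4) in *mdx* and 6.55 ± 0.16 (SD, n = 4) in treated mice. In *mdx*, Myl6b was raised by 1 mouse, replicate 3, at 7.92 against 6.82 to 6.99 in the others. Without *mdx* replicate 3 or Pip6e-PMO replicates 1 or 2, Myh2 was called (adjusted p as low as 0.0295), and without *mdx* replicate 1, Myl6b was (0.0497). In treated mice, Myl3 (0.81, adjusted p = 0.0297) and Myh2 (1.45, adjusted p = 0.0158) were higher than in *mdx* and Myl4 (-0.88, adjusted p = 0.0356) was lower. These calls were lost without *mdx* replicates 1, 2 or 4 or Pip6e-PMO replicates 1 or 4 for Myl3 (up to 0.0859), without *mdx* replicate 4 for Myh2 (0.05) and without C57 replicate 2, *mdx* replicates 1, 2, 3 or 4 or Pip6e-PMO replicates 1, 3 or 4 for Myl4 (up to 0.102).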

Notably, multiple myosin proteins were differentially expressed in *mdx* muscle which likely reflects a shift in fibre composition associated with increased muscle regeneration in dystrophic tissue, i.e. down-regulation of Myh2 and Myl3 (associated with slow-twitch fibres) in *mdx* muscle and up-regulation of Myl4 (expressed in embryonic muscle) and Myl6b (slow-twitch Myosin light chain). 

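The mRNA of Myoz2 (probe set 10501895, chromosome 3, 122709124 to 122737868) measured 7.49 ± 0.28 (SD, n = 3) in C57, 6.73 ± 0.57 (SD, n = 4) in *mdx* and 7.67 ± 0.33 (SD, n = 4) in treated mice. The standard error of its difference between *mdx* and C57 was 0.28, and with each mouse left out in turn the adjusted p from limma stayed between 0.0808 and 0.326, so the fall was not called at 0.05. Treated mice were higher than *mdx* mice by 0.94 (adjusted p = 0.0385), a call that was lost without *mdx* replicates 3 or 4 or Pip6e-PMO replicates 1, 3 or 4 (up to 0.104).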

Another myofibrillar protein, myozenin 2 (Myoz2), was also down-regulated in *mdx* TA. This sarcomeric protein localizes to the Z-line and is believed to be involved in calcineurin signalling (66). The calcium binding protein S100a4 was the most up-regulated candidate gene at both the protein and transcript level. Furthermore, IPA revealed that all of the known down-stream targets of S100a4 were also up-regulated, consistent with increased S100a4 signalling activity (Supplementary Material, Fig. S15). 

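S100a4 (probe set 10493812, chromosome 3, 90407689 to 90409967) had a log2 signal of 5.82 ± 0.74 (SD, n = 3) in C57, 8.39 ± 0.46 (SD, n = 4) in *mdx* and 7.53 ± 0.80 (SD, n = 4) in treated mice. Its mRNA was higher in *mdx* than in C57 (standard error 0.43, adjusted p = 0.0024 in limma), the largest rise among the 25 genes of Figure 4F. With each mouse left out in turn, the rise stayed between 2.15 and 2.84. Treated mice differed from *mdx* mice by -0.86 (adjusted p = 0.159), and without T2 by -1.15 (adjusted p = 0.0427), a restoration of 33.4% with all mice.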

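The 6 targets of Figure S15, Mmp14, Clic4, Cdkn1a, Mmp2, Fn1 and Ccl5, had higher mRNA in *mdx* than in C57 muscle under every alternative. All 6 were called by limma, and all 6 when adjusted over the list alone. The largest rise was that of Cdkn1a (probe set 10443463, chromosome 17, 29230720 to 29237667), at 2.04 (adjusted p = 5.3e-05), with a log2 signal of 7.79 ± 0.19 (SD, n = 3) in C57, 9.82 ± 0.24 (SD, n = 4) in *mdx* and 8.90 ± 0.38 (SD, n = 4) in treated mice. Mmp14 rose by 1.53, Ccl5 by 1.73, Fn1 by 0.96, Mmp2 by 0.80 and Clic4 by 0.48, and the median of the 6 was 1.24. In treated mice, Cdkn1a (-0.93, adjusted p = 0.0149) and Ccl5 (-1.03, adjusted p = 0.0342) were lower than in *mdx*; when adjusted over the list alone, 4 were called, 3 of them lower and Clic4 higher (0.20). The call of Ccl5 was lost without *mdx* replicates 1, 2, 3 or 4 or Pip6e-PMO replicates 1, 3 or 4 (up to 0.0965), and at Cdkn1a T2 stood at 9.46 against 8.67 to 8.76 in the other treated mice.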

S100a4 has been implicated in a wide variety of processes including metastasis, cell migration/invasion, angiogenesis, epithelial-mesenchymal transition, fibrosis, inflammation and myocardial injury (67–70) although it has not previously been implicated in dystrophic pathology. 

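The mRNA of Postn (probe set 10492021, chromosome 3, 54165047 to 54194959) measured 4.91 ± 0.59 (SD, n = 3) in C57, 7.07 ± 1.17 (SD, n = 4) in *mdx* and 6.83 ± 0.42 (SD, n = 4) in treated mice. It was higher in *mdx* than in C57 by 2.16 (standard error 0.51, adjusted p = 0.0166 in limma), a call that was lost without C57 replicates 1 or 2 (up to 0.0843). The difference between treated and *mdx* mice was -0.24 (adjusted p = 0.767).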

A similarly up-regulated gene, *Postn* (periostin) is known to be positively regulated by Tgfb1 and is expressed in fibroblasts and extracellular matrix in muscle (71). *Postn* is dynamically regulated during cardiotoxin-induced muscle injury and during embryogenesis suggesting a possible role in dystrophic muscle regeneration (71).

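The mRNAs of Ces1d, Bdh1, Acss1, Cyp4f39 and Ldhb were all lower in *mdx* than in C57 muscle, and all 5 were called by limma, over all probe sets and when adjusted over the list alone. Ces1d (probe set 10580635, chromosome 8, 95689967 to 95721703) measured 8.90 ± 0.26 (SD, n = 3) in C57, 5.81 ± 0.49 (SD, n = 4) in *mdx* and 5.55 ± 0.35 (SD, n = 4) in treated mice (adjusted p = 2.4e-05). The difference was -1.57 for Cyp4f39 (adjusted p = 5.7e-05), -1.28 for Ldhb (0.00484) and -1.03 for Acss1 (0.00132), and the adjusted p of Bdh1 was 0.00137. The probes of Ldhb match more than 1 transcript. None of the 5 was called by limma in treated against *mdx* mice over all probe sets or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their differences there ranged from -0.26 for Ces1d to 0.29.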

Several of the top candidate genes encode metabolic proteins involved in lipolysis (*Ces1d*), fatty acid metabolism (*Bdh1*), acetyl CoA synthesis (*Acss1*), cytochome P450 (*Cyp4f39*) and lactate dehydrogenase (*Ldhb*). Furthermore, signalling by the mitochondrial transcription factor Tfam was identified as being down-regulated in both proteomic and transcriptomic datasets. These specific findings fit well with the identification of Mitochondrial Dysfunction as a highly significantly perturbed canonical pathway in dystrophic muscle (Supplementary Material, Fig. S12A) (72–74).

Consistent with the identification of Axonal Guidance Signalling as a differentially regulated canonical pathway (Supplementary Material, Fig. S12C), we also found that many genes (predominantly) expressed in neurons, or primarily associated with neuronal functions, were among those highly changed in dystrophic muscle. These include *Ncam1*, *Pak1*, *Prune2*, *Efna2* and the β-tubulins *Tubb2a* and *Tubb6* (75–78). 

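All 6 mRNAs were higher in *mdx* than in C57 muscle and called by limma, over all probe sets and when adjusted over the list alone, with a median difference of 1.11. Prune2 (probe set 10461869, chromosome 19, 17030757 to 17194023) measured 6.52 ± 0.49 (SD, n = 3) in C57, 8.49 ± 0.17 (SD, n = 4) in *mdx* and 8.63 ± 0.38 (SD, n = 4) in treated mice, the largest difference at 1.97 (adjusted p = 2.8e-04), with *mdx* replicate 3 at 8.74 against 8.38 to 8.41 in the others. Tubb6 rose by 1.81 (adjusted p = 4.8e-05), Pak1 by 0.88 (0.00914) and Efna2 by 0.65 (0.0301). Ncam1 rose by 1.32 (0.00235), with the same *mdx* mouse at 8.61 against 7.90 to 8.01. The call of Pak1 was lost without C57 replicate 2 (0.0515) and that of Efna2 without C57 replicates 2 or 3 or *mdx* replicates 2, 3 or 4 (up to 0.121). At Efna2, T2 stood at 5.79 against 5.22 to 5.25 in the other treated mice. In treated against *mdx* mice, 2 of the 6 were called, the β-tubulins, and 3 when adjusted over the list alone; Tubb6 differed by -1.07 (adjusted p = 0.00619).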

The increase in expression of these neuron-associated genes might follow as a consequence of the cycles of degeneration and regeneration observed in dystrophic muscle. Myofibres lacking neuronal control undergo atrophy (79), and so newly formed fibres would necessarily require innervation by a lower motor neuron, either by fusing with existing innervated fibres or by generating new neuromuscular junctions (NMJs) (requiring neuronal migration and neurite outgrowth). These gene expression changes may reflect the physiological process of new fibre innervation, or may represent dystrophin loss-associated NMJ defects as reported previously (80,81). However, we cannot currently exclude the alternative possibility that some of these so-called ‘neuronal-specific’ genes may also be expressed and have additional functions in skeletal muscle cells.

The integrated analysis of multiple omics experiments described here provides the most complete picture of gene expression in dystrophic muscle to date and provides fresh insights into the molecular biology of dystrophinopathy and the response to exon skipping therapy.

## Materials and Methods

### Animals

Male C57/Bl10 or C57/Bl10ScSn-*Dmd^mdx^*/J (*mdx*) mice were sacrifice at 8 or 14 weeks of age as appropriate and exsanguinated via the jugular vein. Treated animals were injected with a single 12.5 mg/kg dose of Pip6e-PMO in sterile saline via the tail vein at 12 weeks of age. TA muscles were macrodissected and snap frozen in liquid nitrogen-cooled isopentane. Cryosections (8 µm) were prepared from the mid-belly of the muscle and placed in separate tubes for each analysis.

### iTRAQ LC-MS/MS proteomics

Samples were reduced using dithiothreitol and alkylated with iodoacetamide followed by overnight trypsinization (Promega, Stockholm, Sweden). Peptides were iTRAQ labelled, pooled and separated by immobilized pH gradient—isoelectric focusing (IPG-IEF) on narrow range pH 3.7–4.9 and 4.00–4.25 strips, as described previously (21). Extracted fractions from the IPG-IEF were separated using an Agilent 1200 nano-LC system coupled to Thermo Scientific LTQ Orbitrap Velos. Proteome discoverer 1.3 with Sequest-percolator was used to search the UniProt mouse (120 524) database for protein identification, limited to a false discovery rate of <1%.

### Microarray analysis

Total RNA (500 ng or 100 ng) was hybridized to GeneChip miRNA 3.0 arrays or Gene ST 1.1 Array plates, respectively (both Affymetrix, Santa Clara, CA, USA). All microarray data are accessible through GEO Series accession number GSE64420.

### Bioinformatics

Proteomics and transcriptomics data were analysed by *t*-test (permutation setting, FDR correction), one-way ANOVA (Bonferroni correction), hierarchical clustering, PCA and volcano plot using TMeV (Institute for Genomic Research, Rockville, MD, USA) (82). Additional analyses were performed in GraphPad Prism 5 (GraphPad Software Inc., La Jolla, CA, USA). Pathway analysis was performed using IPA and gene list enrichment with ToppGene (83).

## Supplementary Material

Supplementary Material is available at *HMG* online.

## Funding

T.C.R. is supported by Medical Research Council UK Centenary Early Career Award. Work in the laboratory of M.J.G. was supported by the Medical Research Council (MRC programme number U105178803). Work in the laboratory of C.I.E.S. is supported by the Swedish Research Council. Funding to pay the Open Access publication charges for this article was provided by the Medical Research Council UK.

## Supplementary Material

Supplementary Data

# Supplementary material for: Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration
**Source:** Hum Mol Genet. 2015 Sep 18;24(23):6756–68. doi: 10.1093/hmg/ddv381
**Supplement:** Supplementary Data

Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration — Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration — Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration — Supplementary Data 

# Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration

## Supplementary Data

Supplementary Data

- Supplementary Data - Docx file

# Supplementary material for: Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration
**Source:** Hum Mol Genet. 2015 Sep 18;24(23):6756–68. doi: 10.1093/hmg/ddv381
**Supplement:** Supplementary Data

**Supplementary Figure Legends**

**
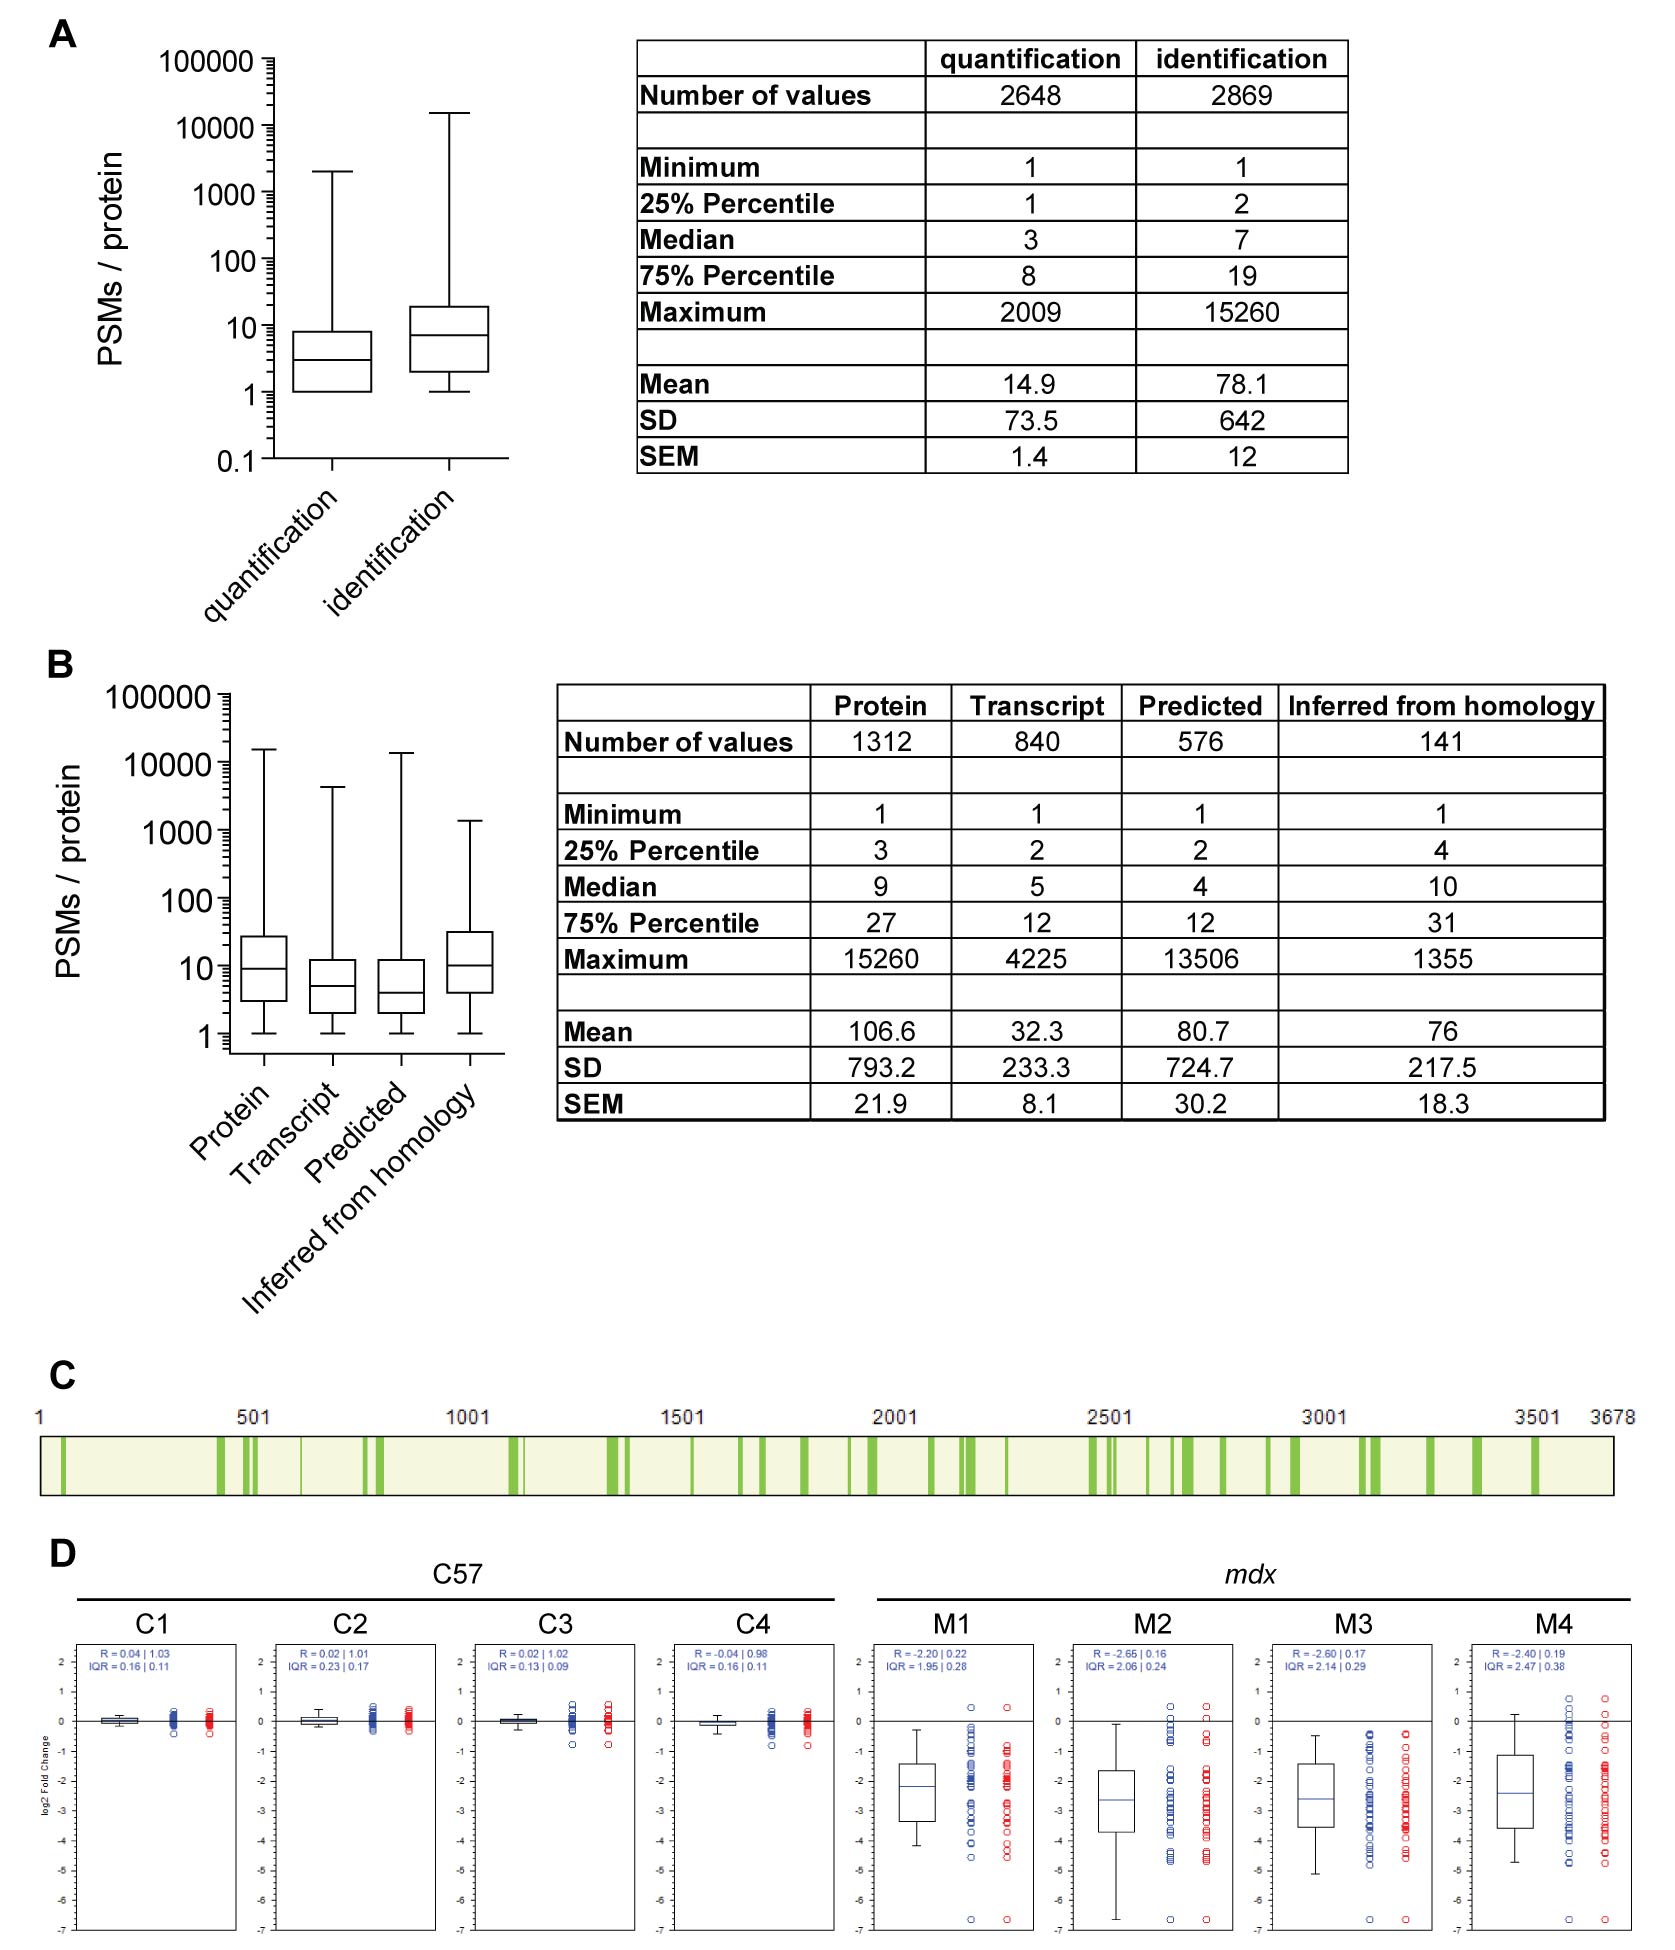
**

**Figure S1**

**Peptide statistics for 8 week old C57 vs *mdx* experiment.**

(a) Distribution of peptide spectrum matches (PSMs) per protein, used for protein quantification and identification. (b) PSM distribution for proteins sorted by levels of evidence. (c) Peptide sequence coverage for dystrophin. Green lines indicate identified peptides and their locations. Numbers indicate amino acid positions. (d) Distribution of dystrophin peptide ratios used for quantification. Box plot and blue circles show peptide ratio distribution of peptides used for quantification. Peptide ratios in red are not used for quantification (e.g. the peptide sequence was not unique for dystrophin).

**
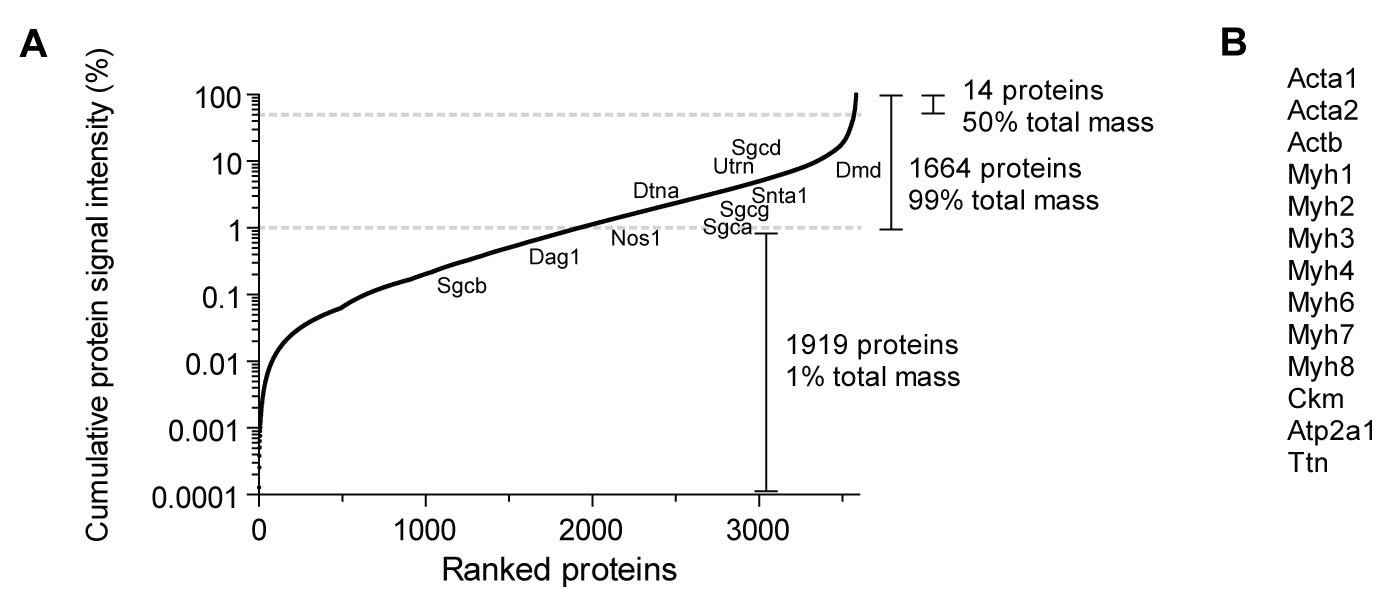
**

**Figure S2**

**Estimation of protein proportion and dynamic range in muscle tissue.**

PSM data for both the 8 week old and 14 week old proteomics experiments was pooled and proteins ranked by number PSMs/protein. The percentage of the total protein signal was estimated for each protein by dividing the number of PSMs/protein by the total number of PSMs. The resulting data are shown in the cumulative frequency plot (a). 14 proteins make up 50% of the total mass. The top 1,664 proteins comprised 99% of the total mass (including the majority of the DAPC components). The 1,919 least abundant proteins comprised only 1% of the total mass. (b) The identities of the most abundant proteins are listed. (Note: This list contains two isoforms of Ttn although the protein symbol is listed only once).

**
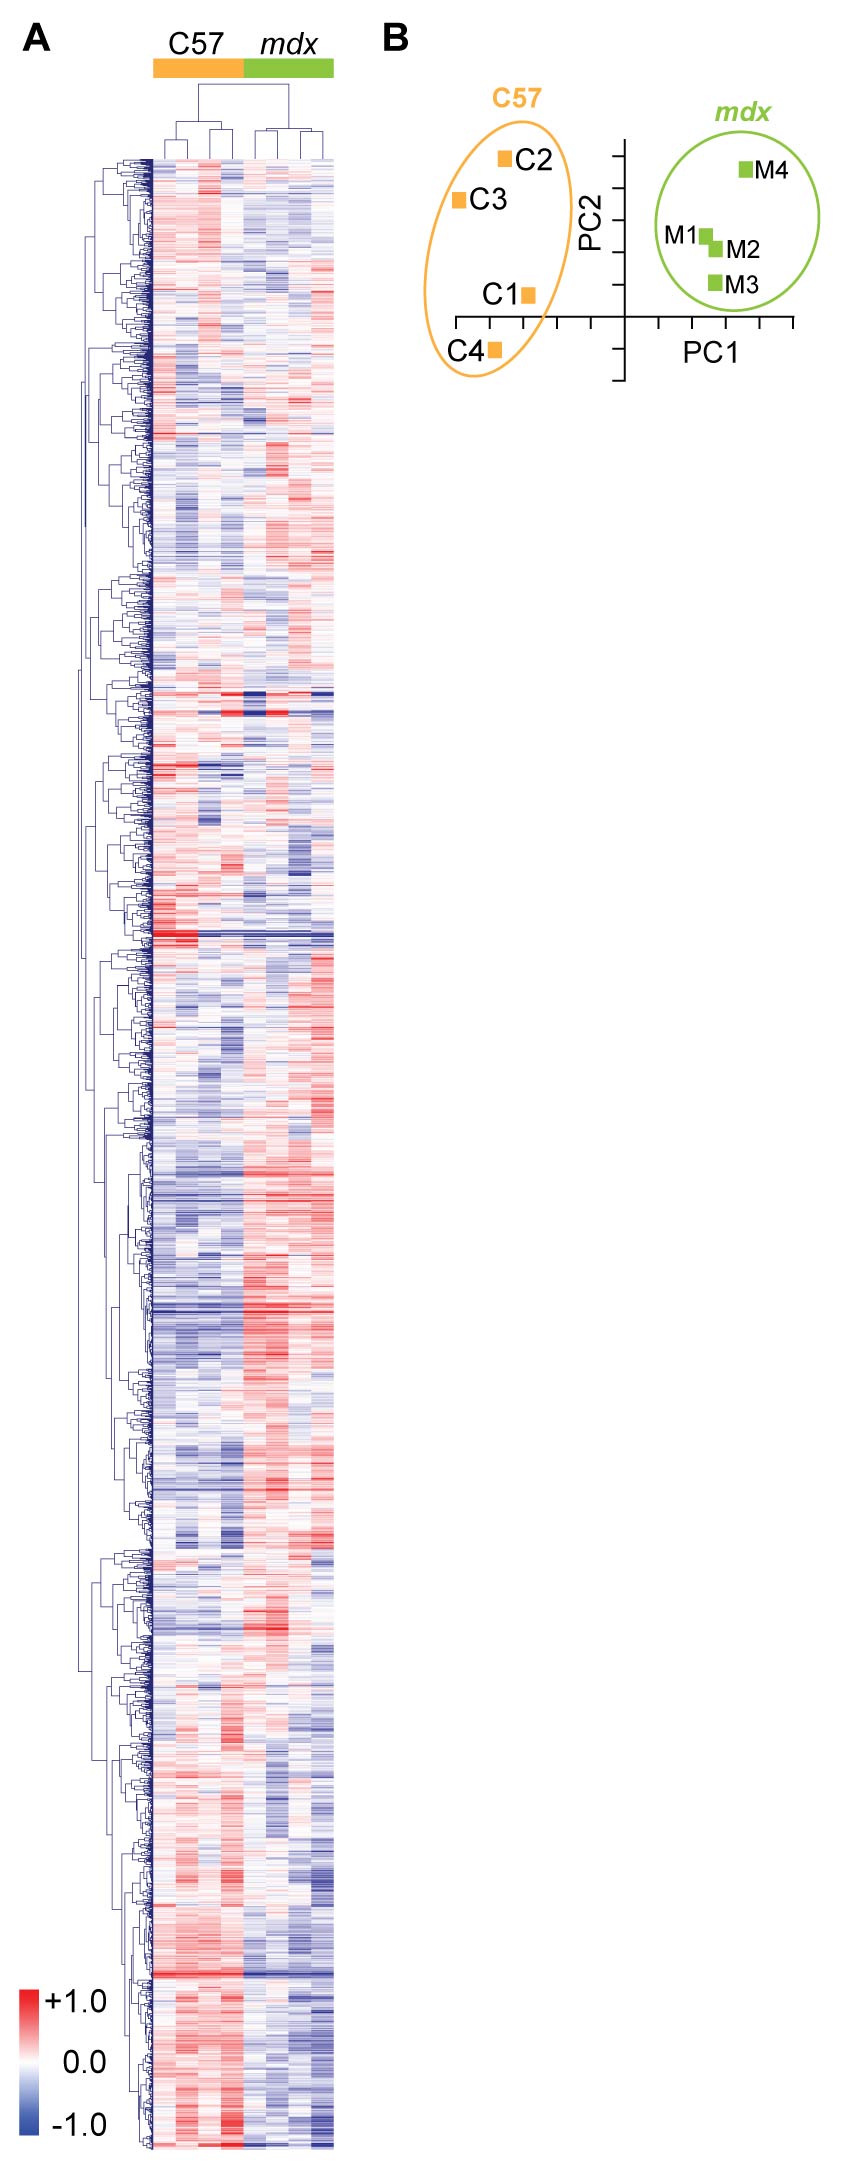
**

**Figure S3**

**Unsupervised analyses of protein expression ratios.**

Protein expression ratios from 8 week old C57 vs *mdx* tibialis anterior samples were analysed by (a) unsupervised hierarchical clustering and (b) principal component analysis (the first two components represent 63% of the data). Red indicates up-regulated proteins and blue indicates down-regulated proteins. The scale bar represents the row Z-score.

**
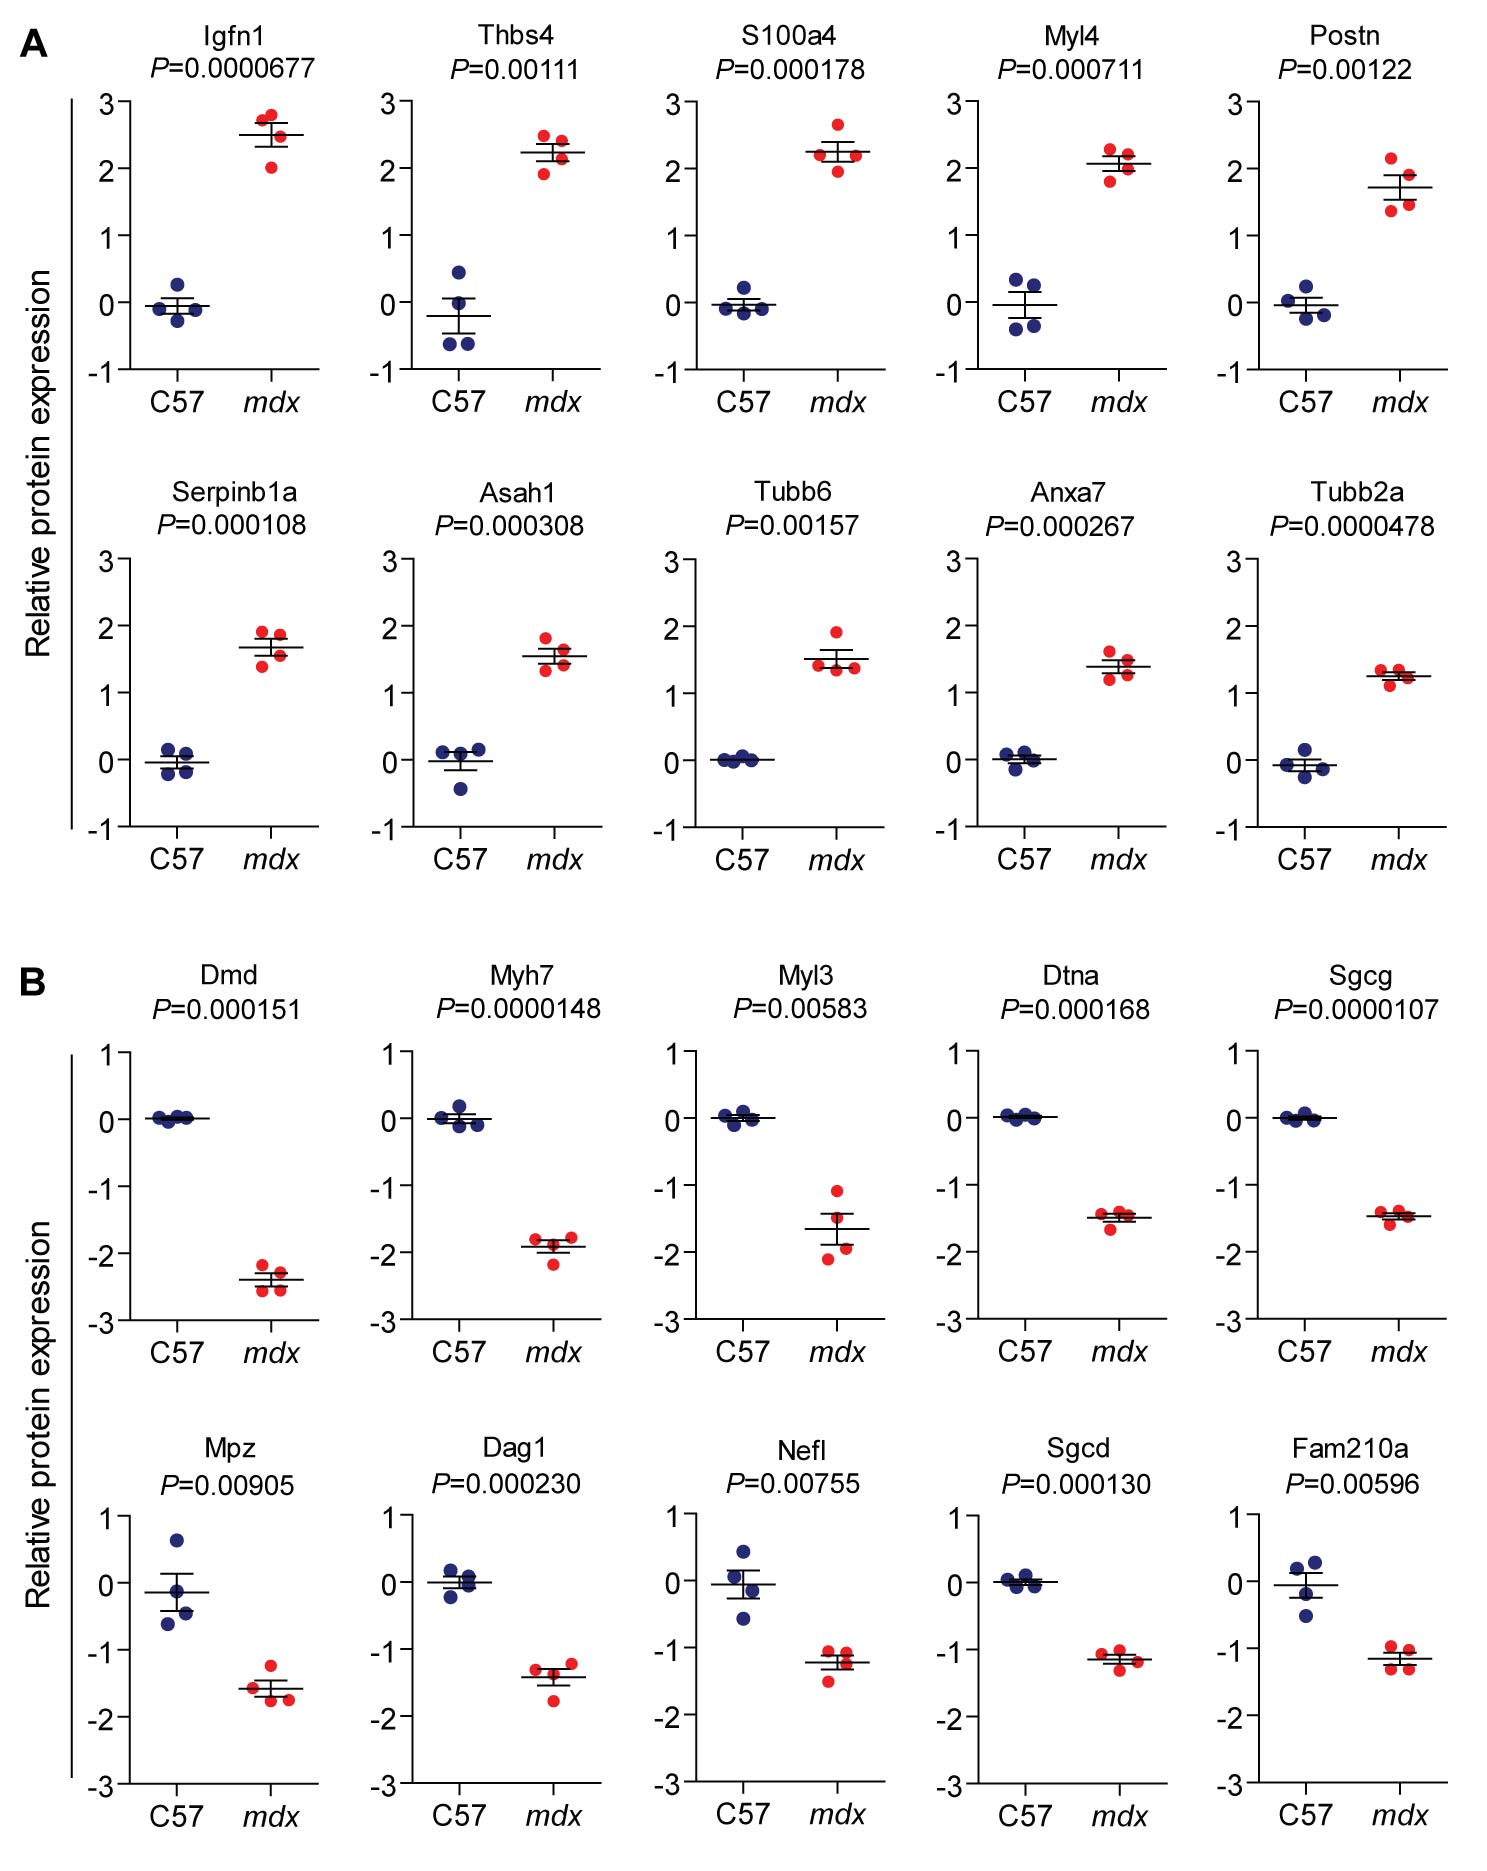
**

**Figure S4**

**Most differentially expressed proteins in 8 week old *mdx* tibialis anterior.**

The 10 most (a) up-regulated and (b) down-regulated proteins in 8 week old C57 vs *mdx* tibialis anterior muscles. Individual log_2_ expression ratios for each replicate are shown. The mean and SEM values are indicated. *P* values are shown for each protein.

**
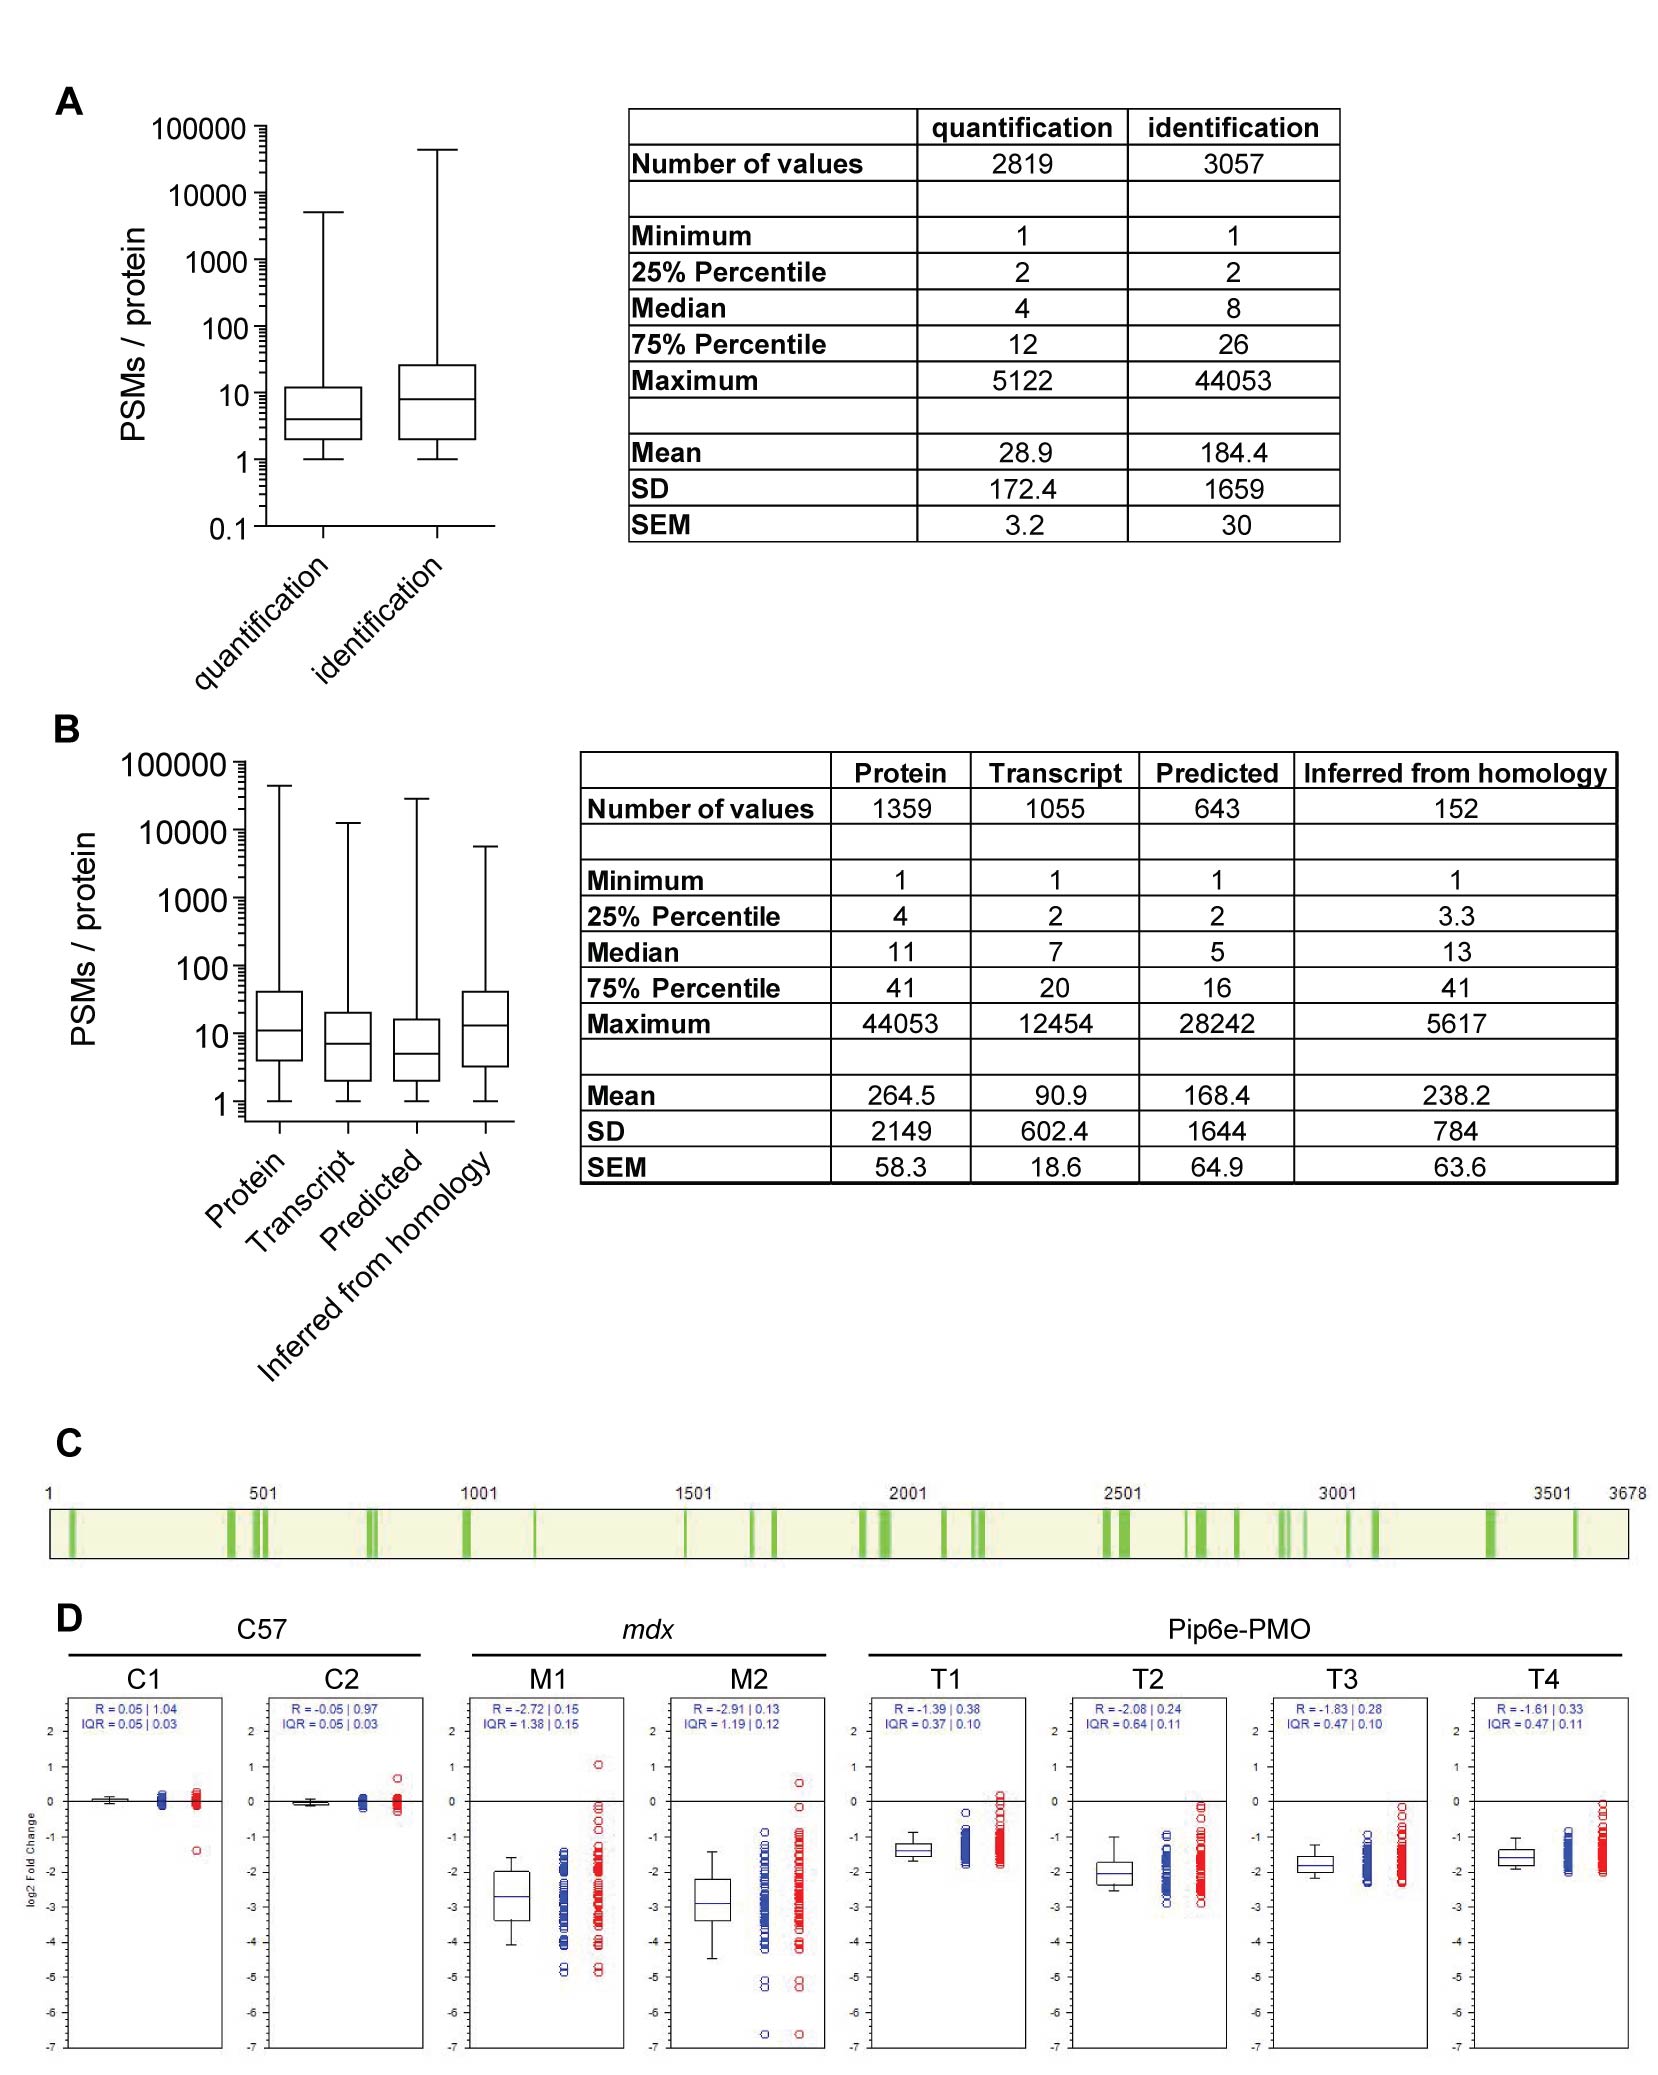
**

**Figure S5**

**Peptide statistics for 14 week old C57 vs *mdx* vs Pip6e-PMO-treated *mdx* experiment.**

(a) Distribution of peptide spectrum matches (PSMs) per protein for protein quantification and identification. (b) PSMs per protein for proteins sorted by levels of evidence. (c) Peptide sequence coverage for dystrophin protein. Green lines identified peptide locations. Numbers indicate amino acid positions. (d) Distribution of dystrophin peptides ratios used for quantification. Box plot and blue circles show peptide ratio distribution of peptides used for quantification. Red circles represent peptide ratios that were not used for quantification (e.g. the peptide sequence was not unique for dystrophin).

**
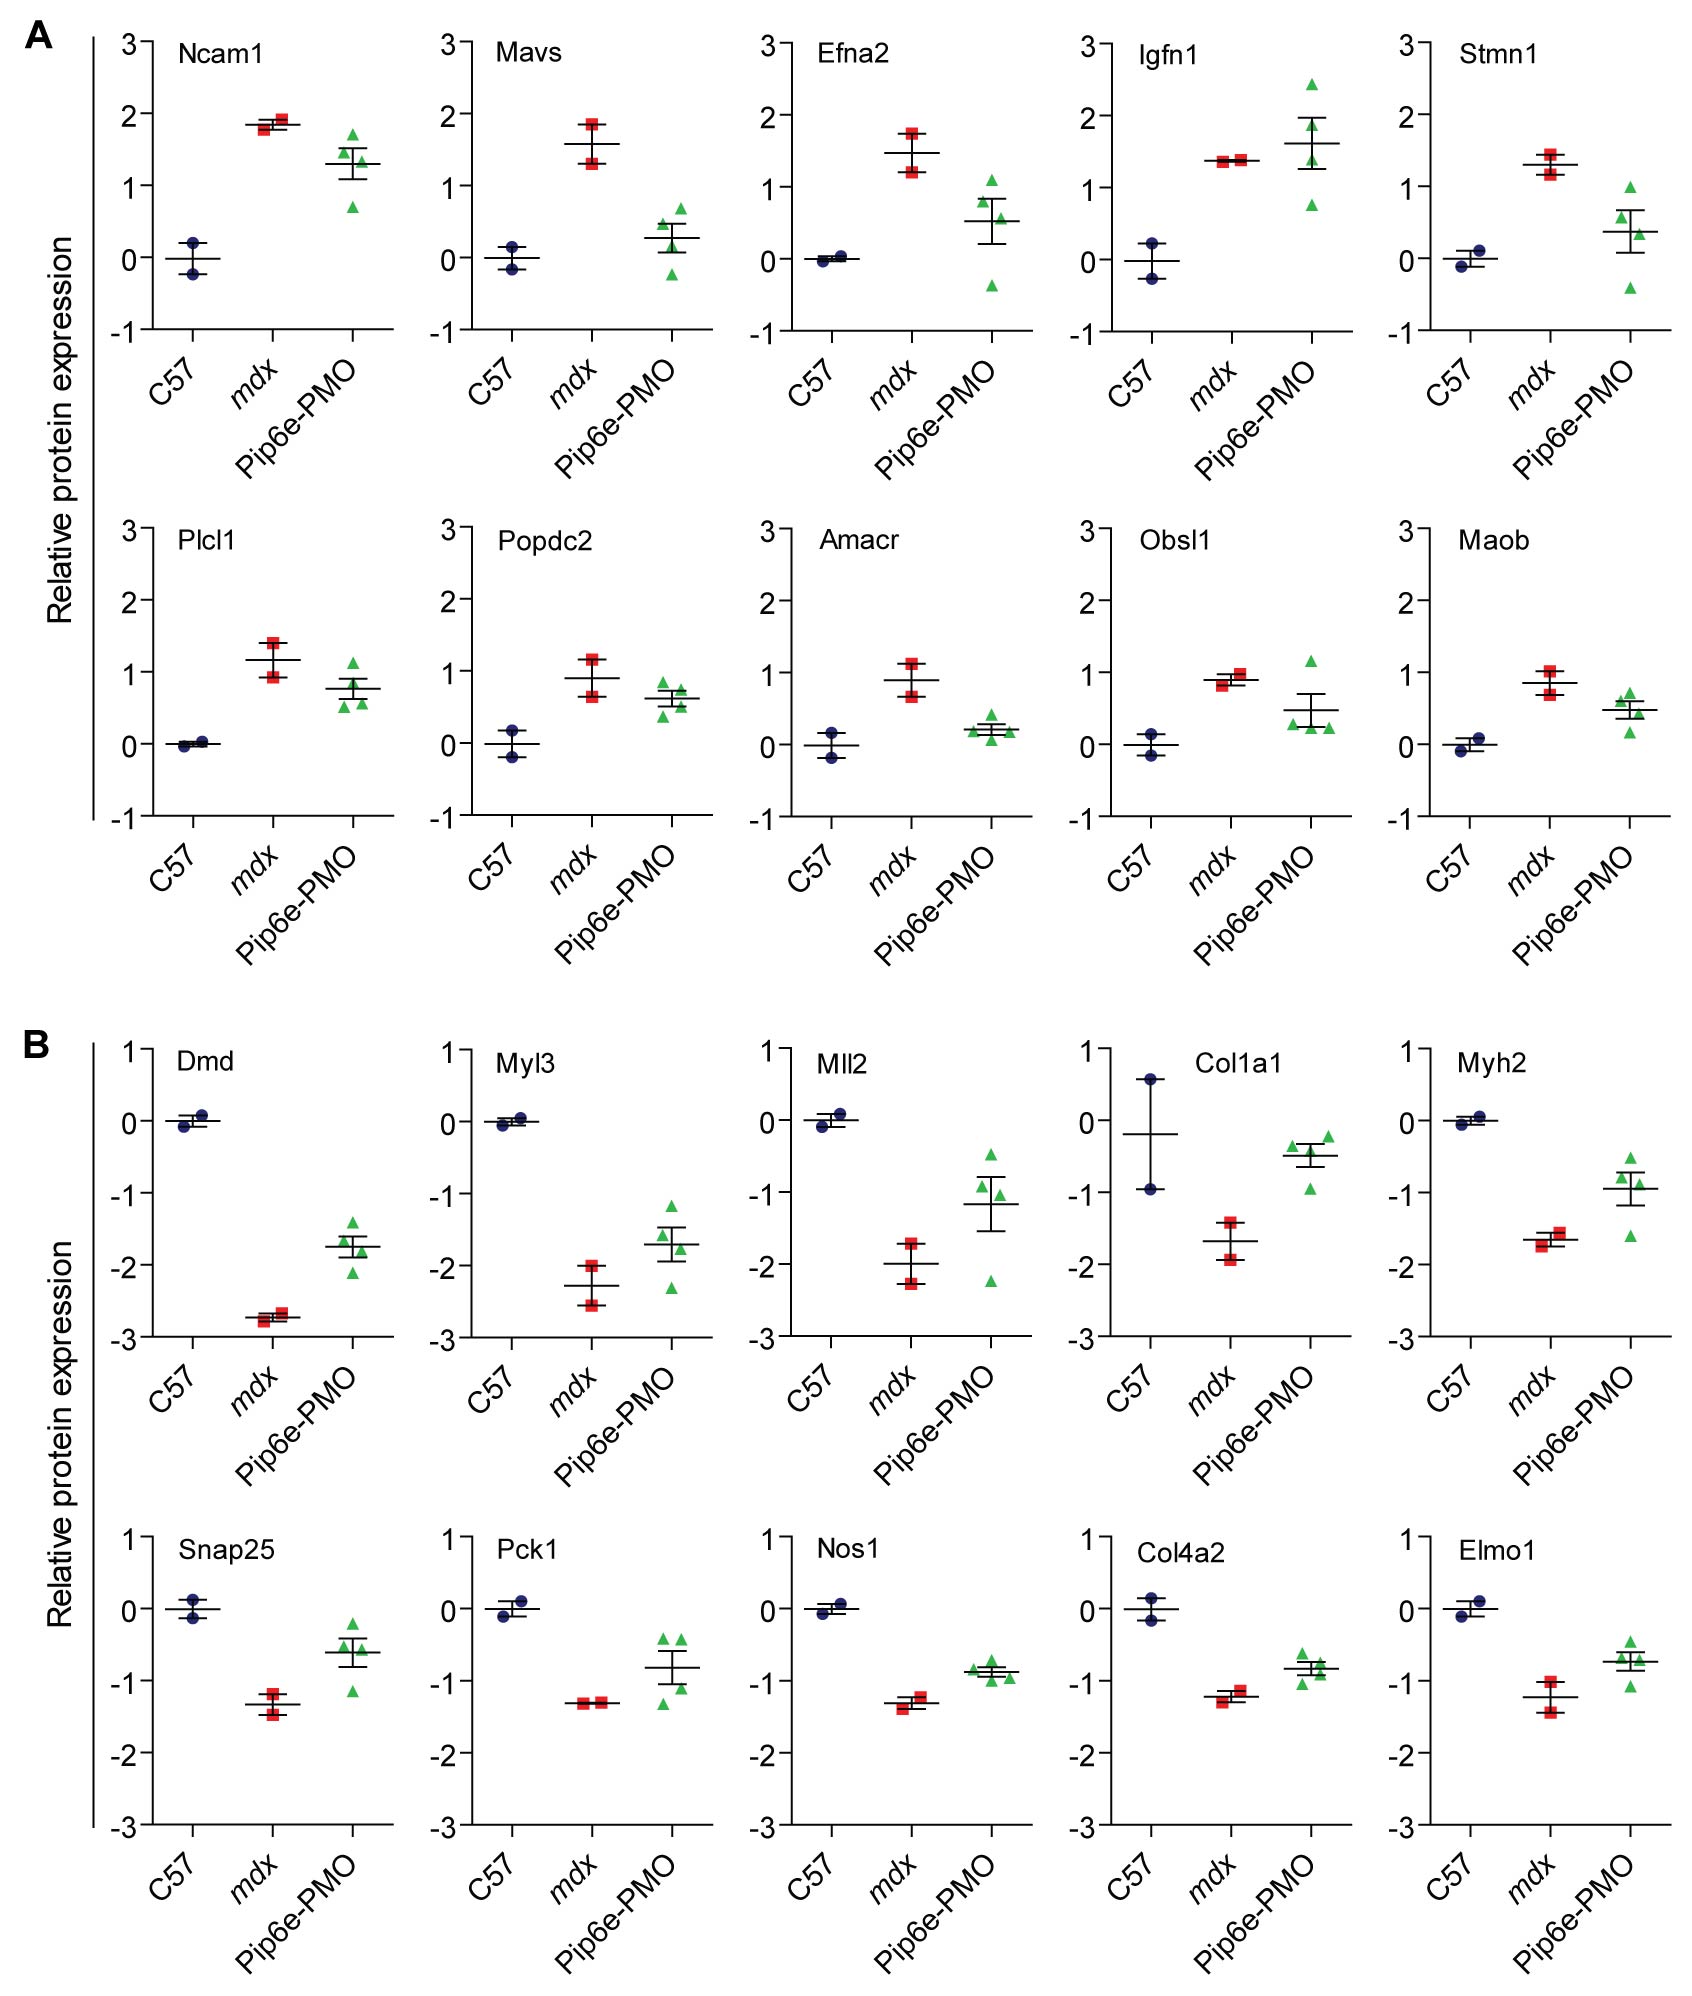
**

**Figure S6**

**Most differentially expressed proteins in 14 week old *mdx* tibialis anterior muscles.**

The 10 most (a) up-regulated and (b) down-regulated proteins in 14 week old C57, *mdx* and Pip6e-PMO-treated *mdx* tibialis anterior muscles. Individual log_2_ expression ratios for each replicate are shown. The mean and SEM values are indicated.

**
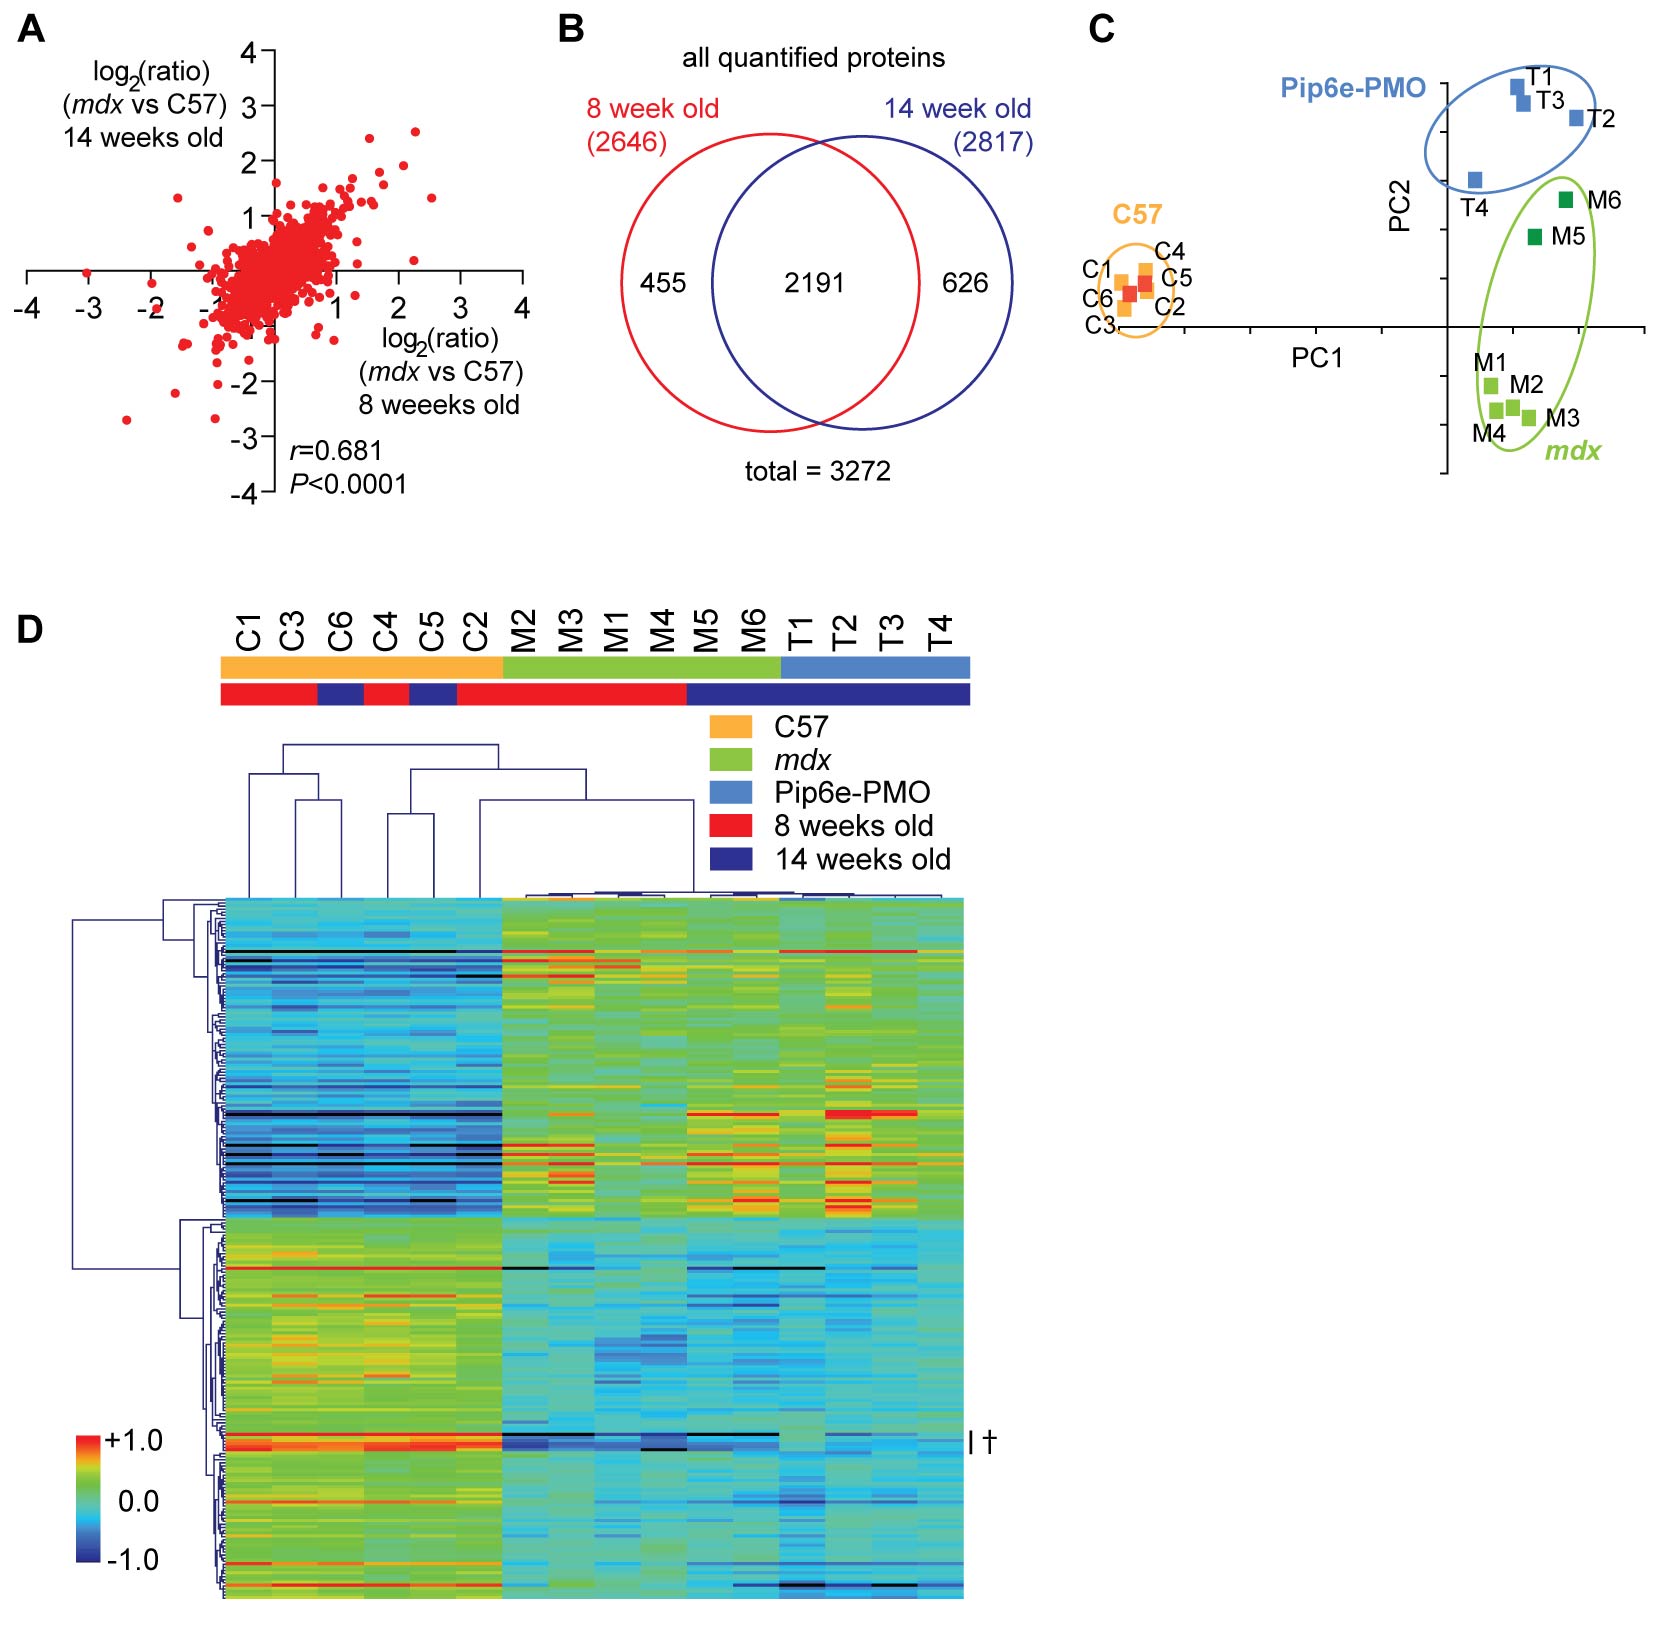
**

**Figure S7**

**Comparison of data from two iTRAQ LC-MS/MS proteomics experiments.**

(a) Similarities between proteomics datasets were assessed by plotting log_2_ expression ratios against one another. A highly significant positive correlation between datasets was observed. (b) Venn diagram showing overlap between all quantified proteins between both LC-MS/MS proteomics experiments (8 week old and 14 week old mice). Expression ratios from both experiments were combined and analysed by (c) principal component analysis (the first two components representing 92.4% of the data are shown), and (d) unsupervised hierarchical clustering. Red and blue indicate up- and down-regulated protein expression respectively. Green and light blue indicate intermediate protein expression levels. The scale bar represents the row Z-score. † indicates a cluster of genes-of-interest which showed restoration following treatment with Pip6e-PMO. Both analyses correctly clustered samples according to experimental group.

**
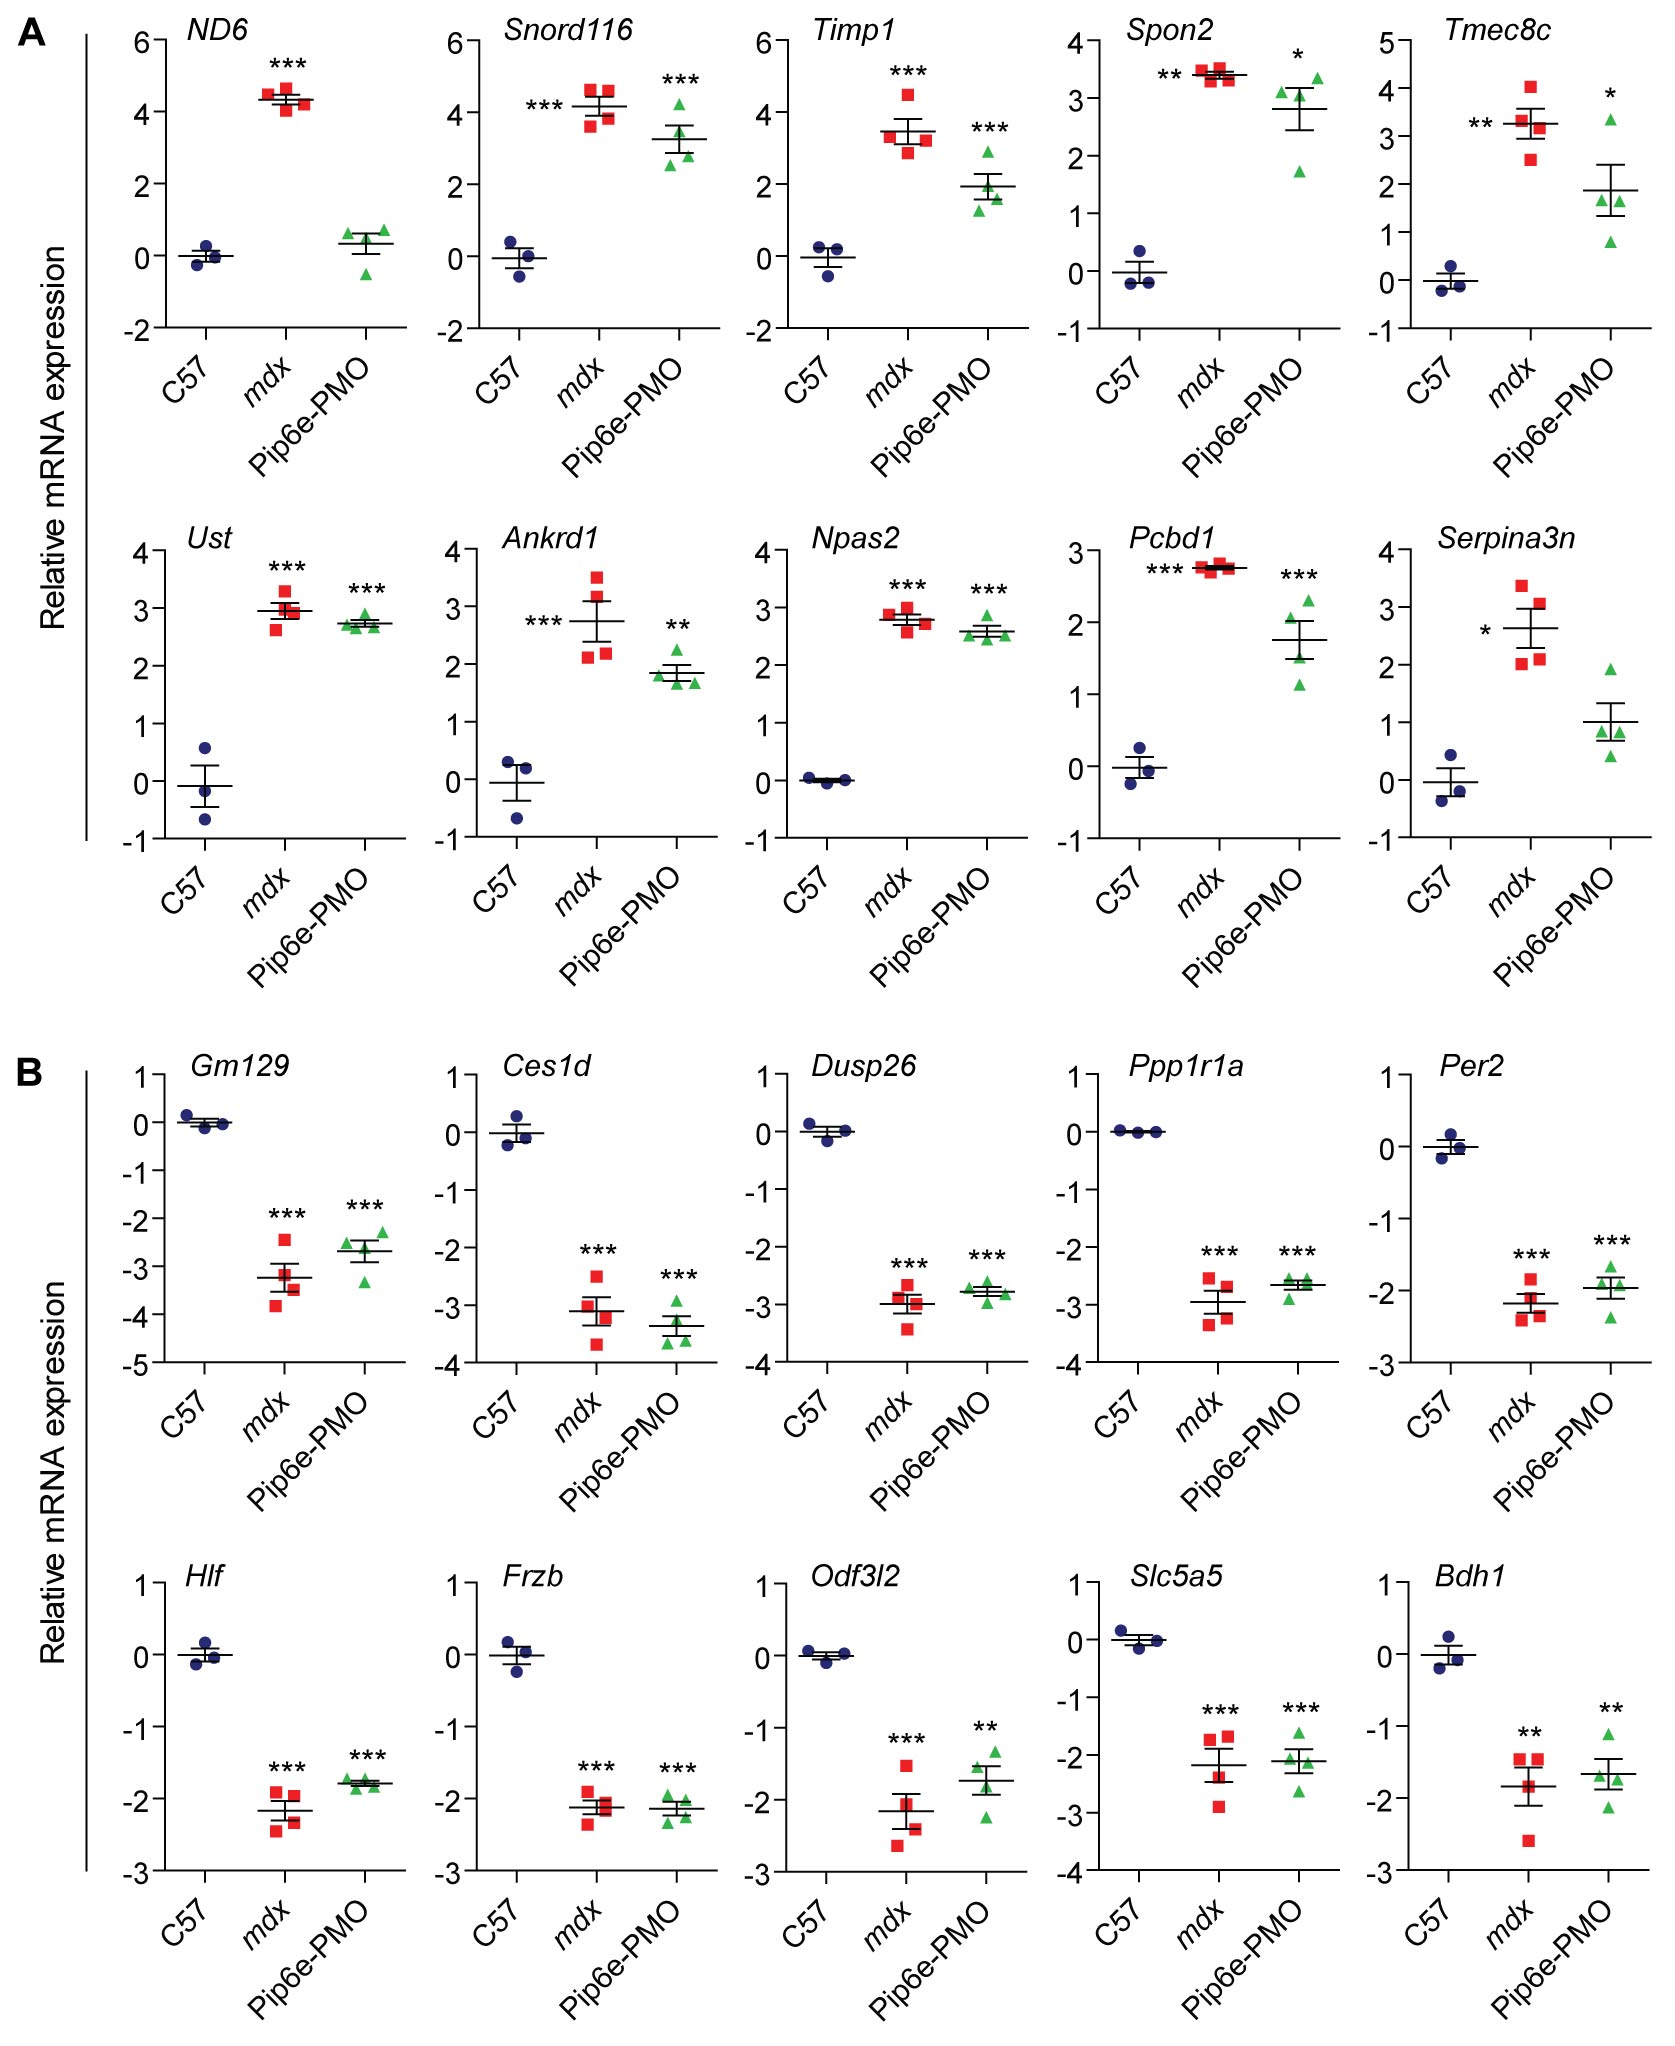
**

**Figure S8**

**Most differentially expressed mRNAs in 14 week old *mdx* tibialis anterior.**

The 10 most (a) up-regulated and (b) down-regulated mRNAs in 14 week old C57, *mdx* and Pip6e-PMO-treated *mdx* tibialis anterior muscles. Individual log_2_ expression ratios for each replicate are shown. The mean and SEM values are indicated. Statistical comparisons are relative to C57 control group. **P*<0.05, ***P*<0.01, *** *P*<0.001, One way ANOVA with Bonferroni *post hoc* test.

**
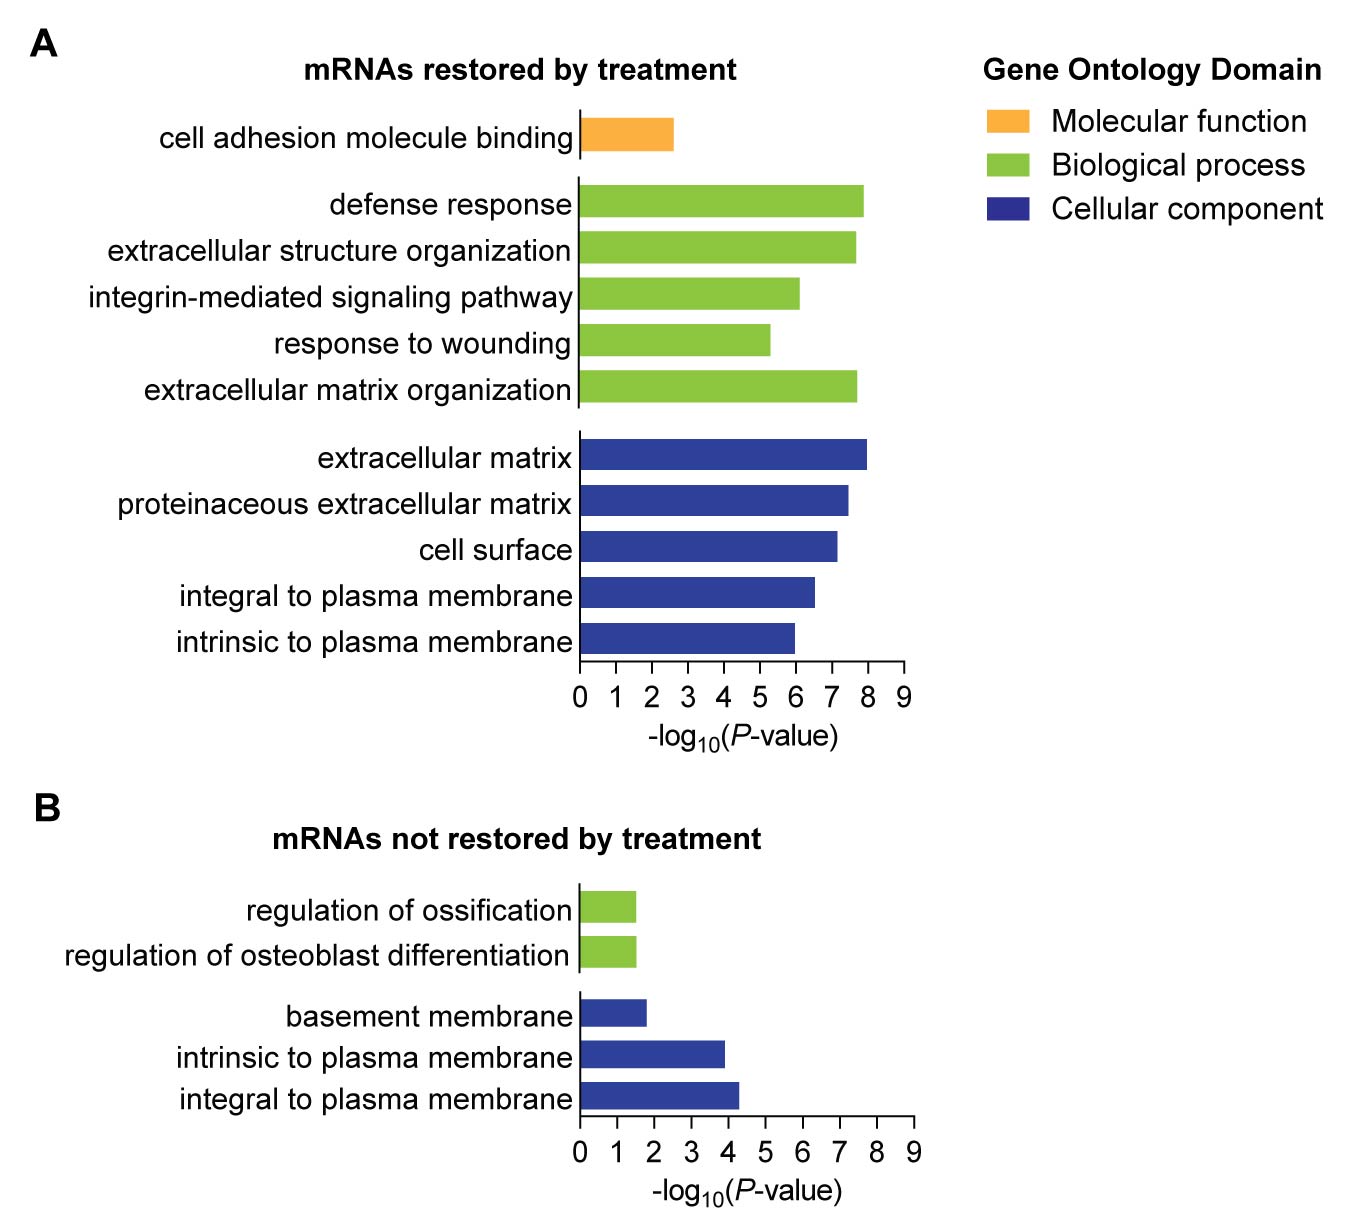
**

**Figure S9**

**Gene ontology analysis of mRNA expression in response to exon skipping therapy.**

(a) Gene ontology terms enriched in the set of mRNAs that were (a) restored, or (b) not restored towards wild-type levels in *mdx* mice following treatment with Pip6e-PMO.

**
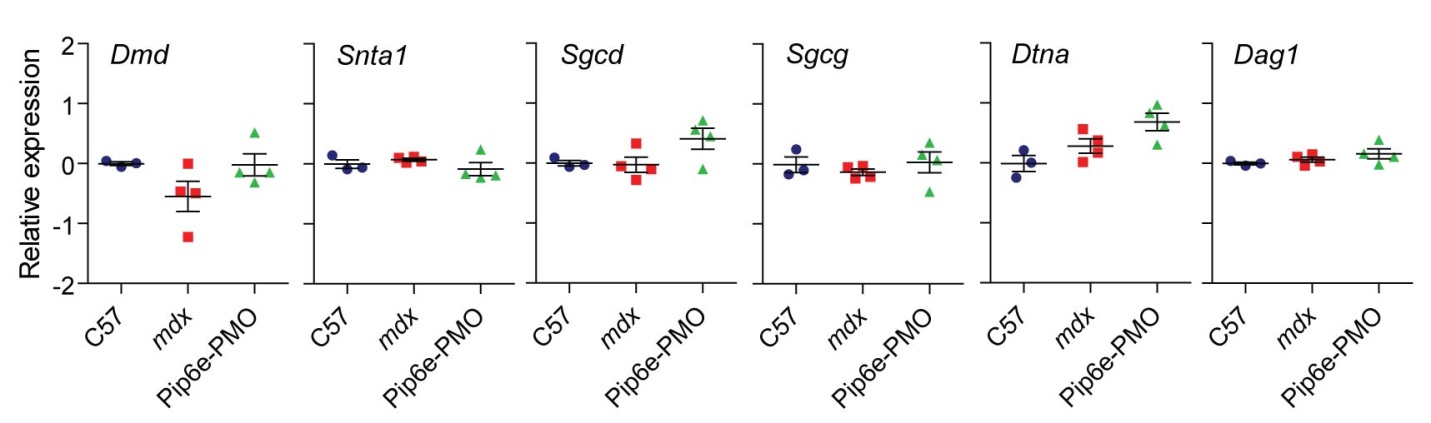
**

**Figure S10**

**mRNA expression for members of the DAPC.**

Individual log_2_ expression ratios for each replicate are shown. The mean and SEM values are indicated.

**
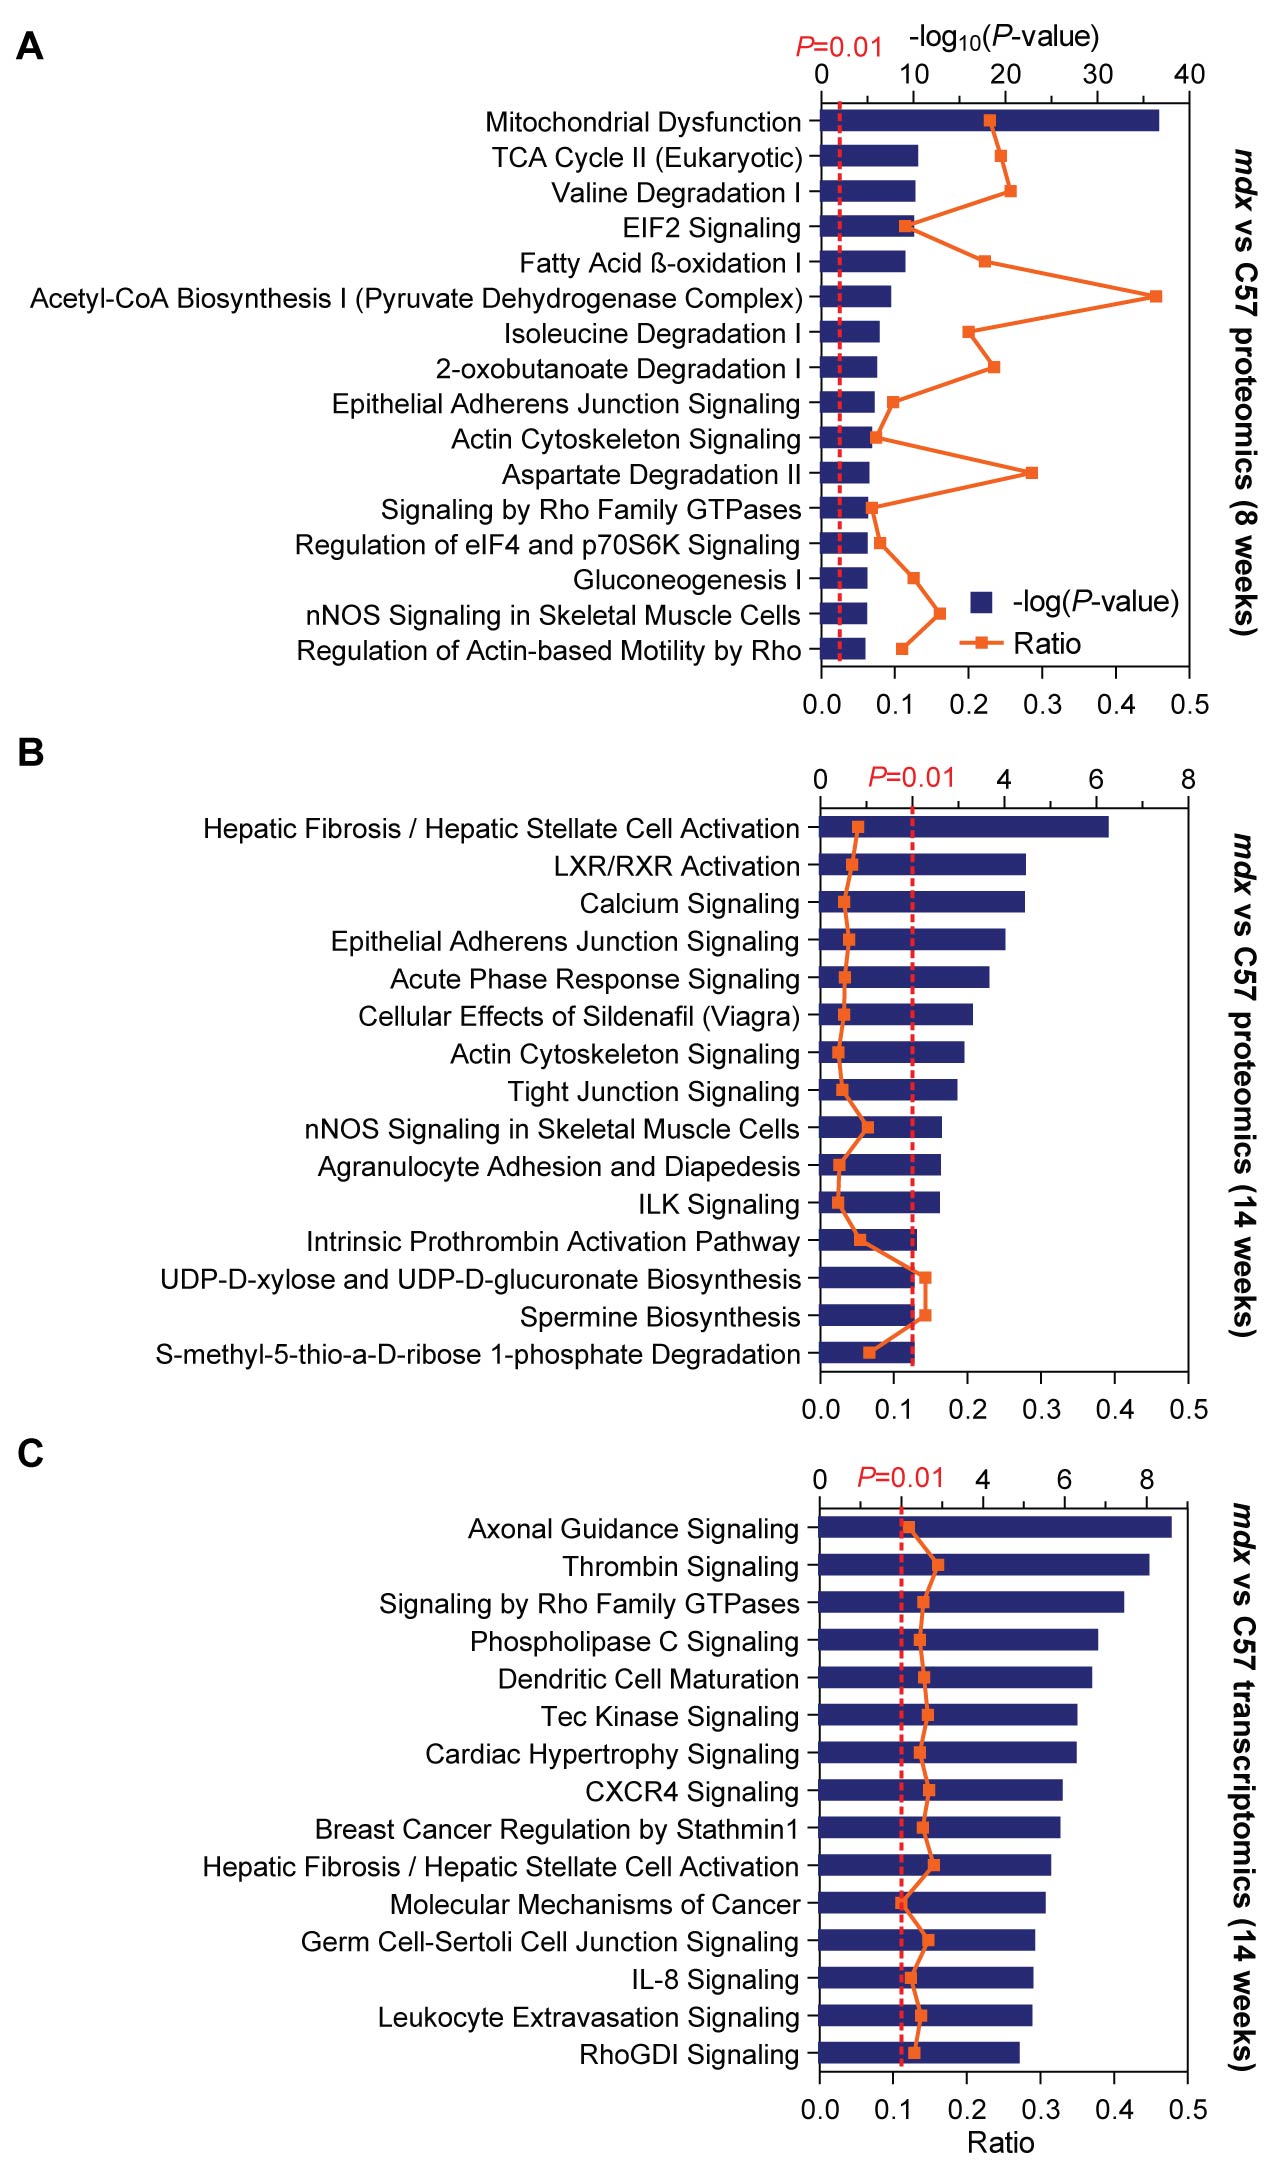
**

**Figure S11**

**Differentially regulated canonical pathways in dystrophic muscle.**

Canonical pathways that were differentially regulated in *mdx* muscle were identified by Ingenuity pathway analysis for (a) the 8 week old proteomics, (b) the 14 week proteomics, and (c) the 14 week transcriptomics datasets. The top scoring pathways were ranked by descending -log_10_*P* value. The ratio of number of genes affected to the total number of genes in a given gene set is indicated by orange lines. The dotted red line indicates the *P*<0.01 significance threshold.

(Fewer pathways were identified, and with lower significance, for the 14 week old proteomics experiment on account of replicate variability based-filtering leading to a reduced number of proteins analysed).

**
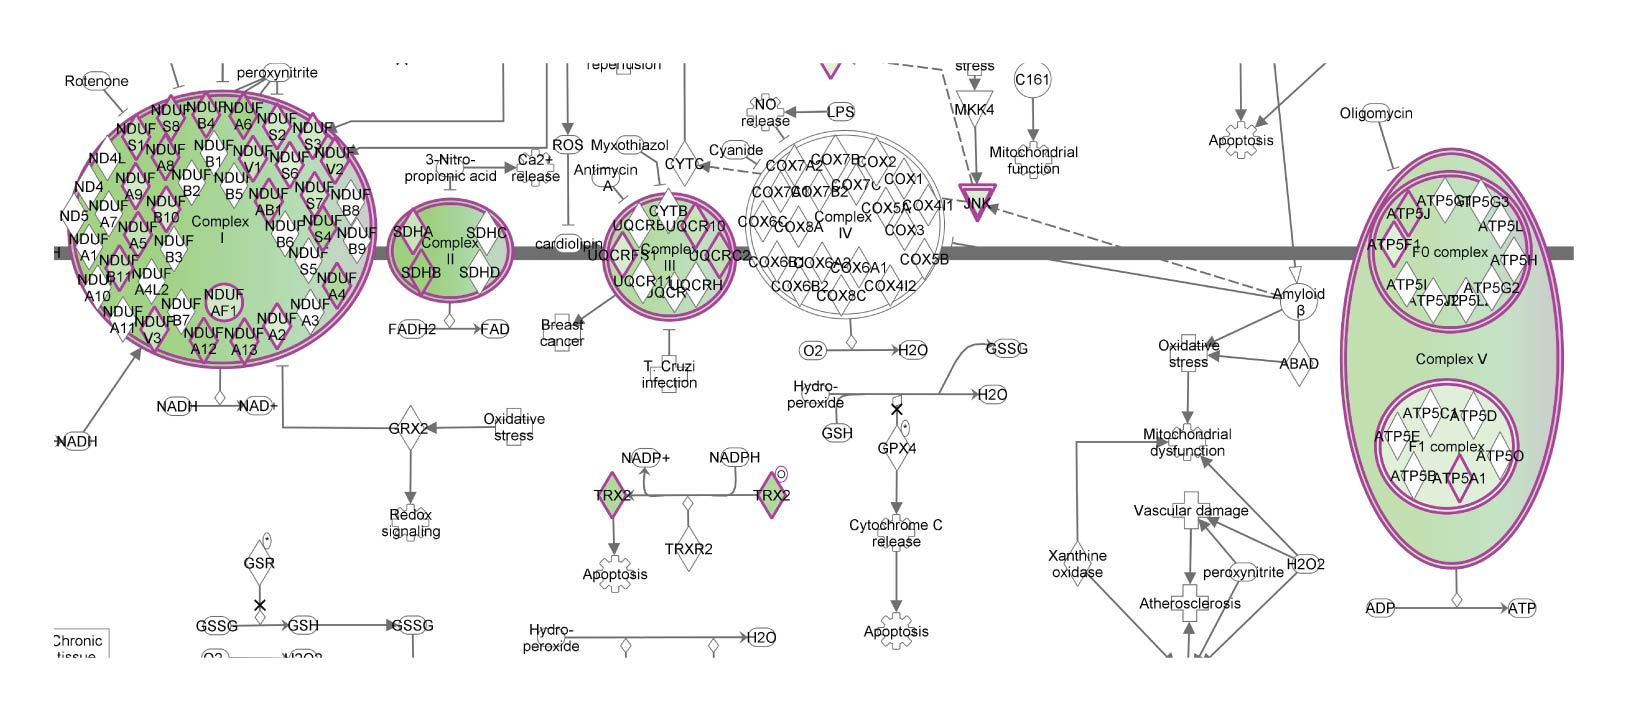
**

**Figure S12**

**Disruption of electron transport complexes in dystrophic muscle.**

Mitochondrial dysfunction was identified as a perturbed canonical pathway in *mdx* muscle. A section of the pathway is shown which includes the five electron transport complexes. Green indicates down-regulated protein expression

**
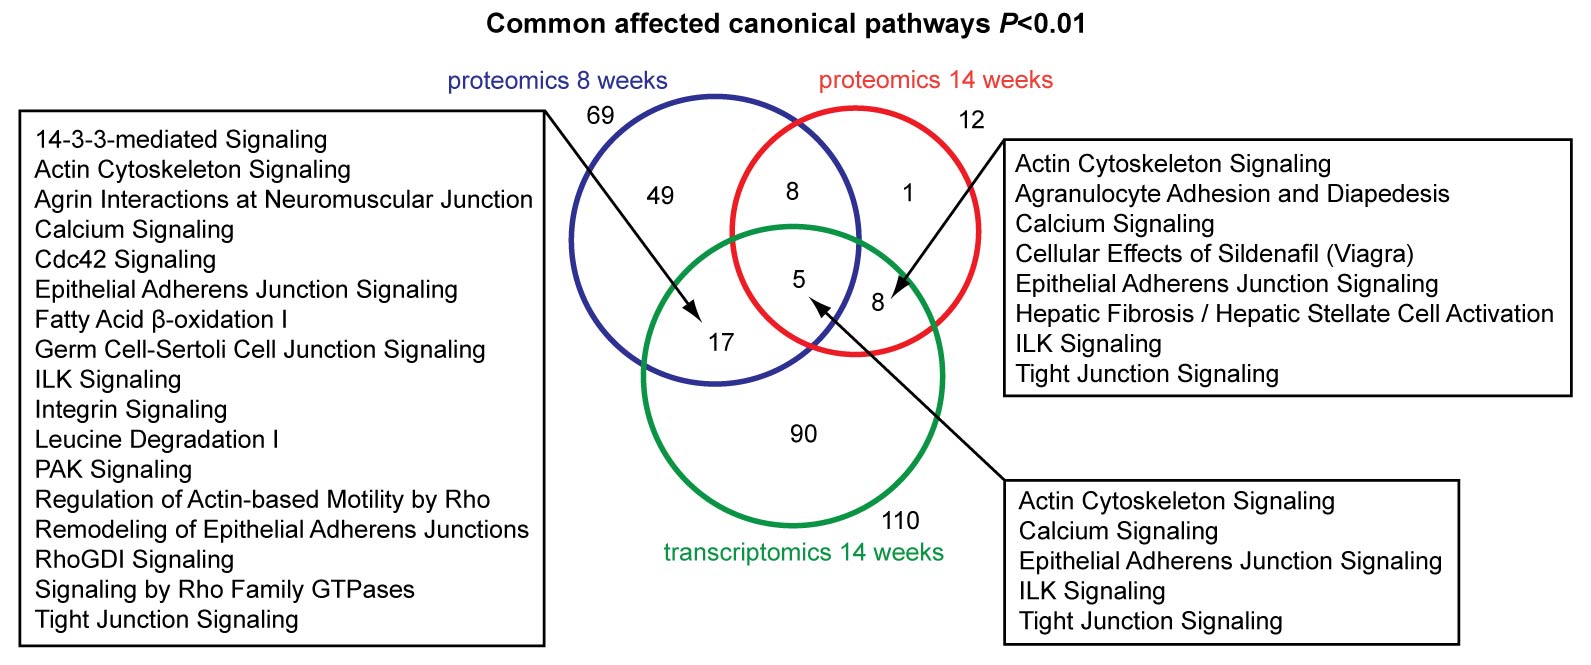
**

**Figure S13**

**Commonly affected canonical pathways in dystrophic muscle.**

Venn diagram indicating differentially regulated (*P*<0.01) canonical pathways between proteomics and transcriptomics datasets. 5 differentially regulated canonical pathways were common between all datasets: Actin Cytoskeleton Signalling, Calcium Signalling, Epithelial Adherens Junction Signalling, ILK Signalling, and Tight Junction Signalling.

**
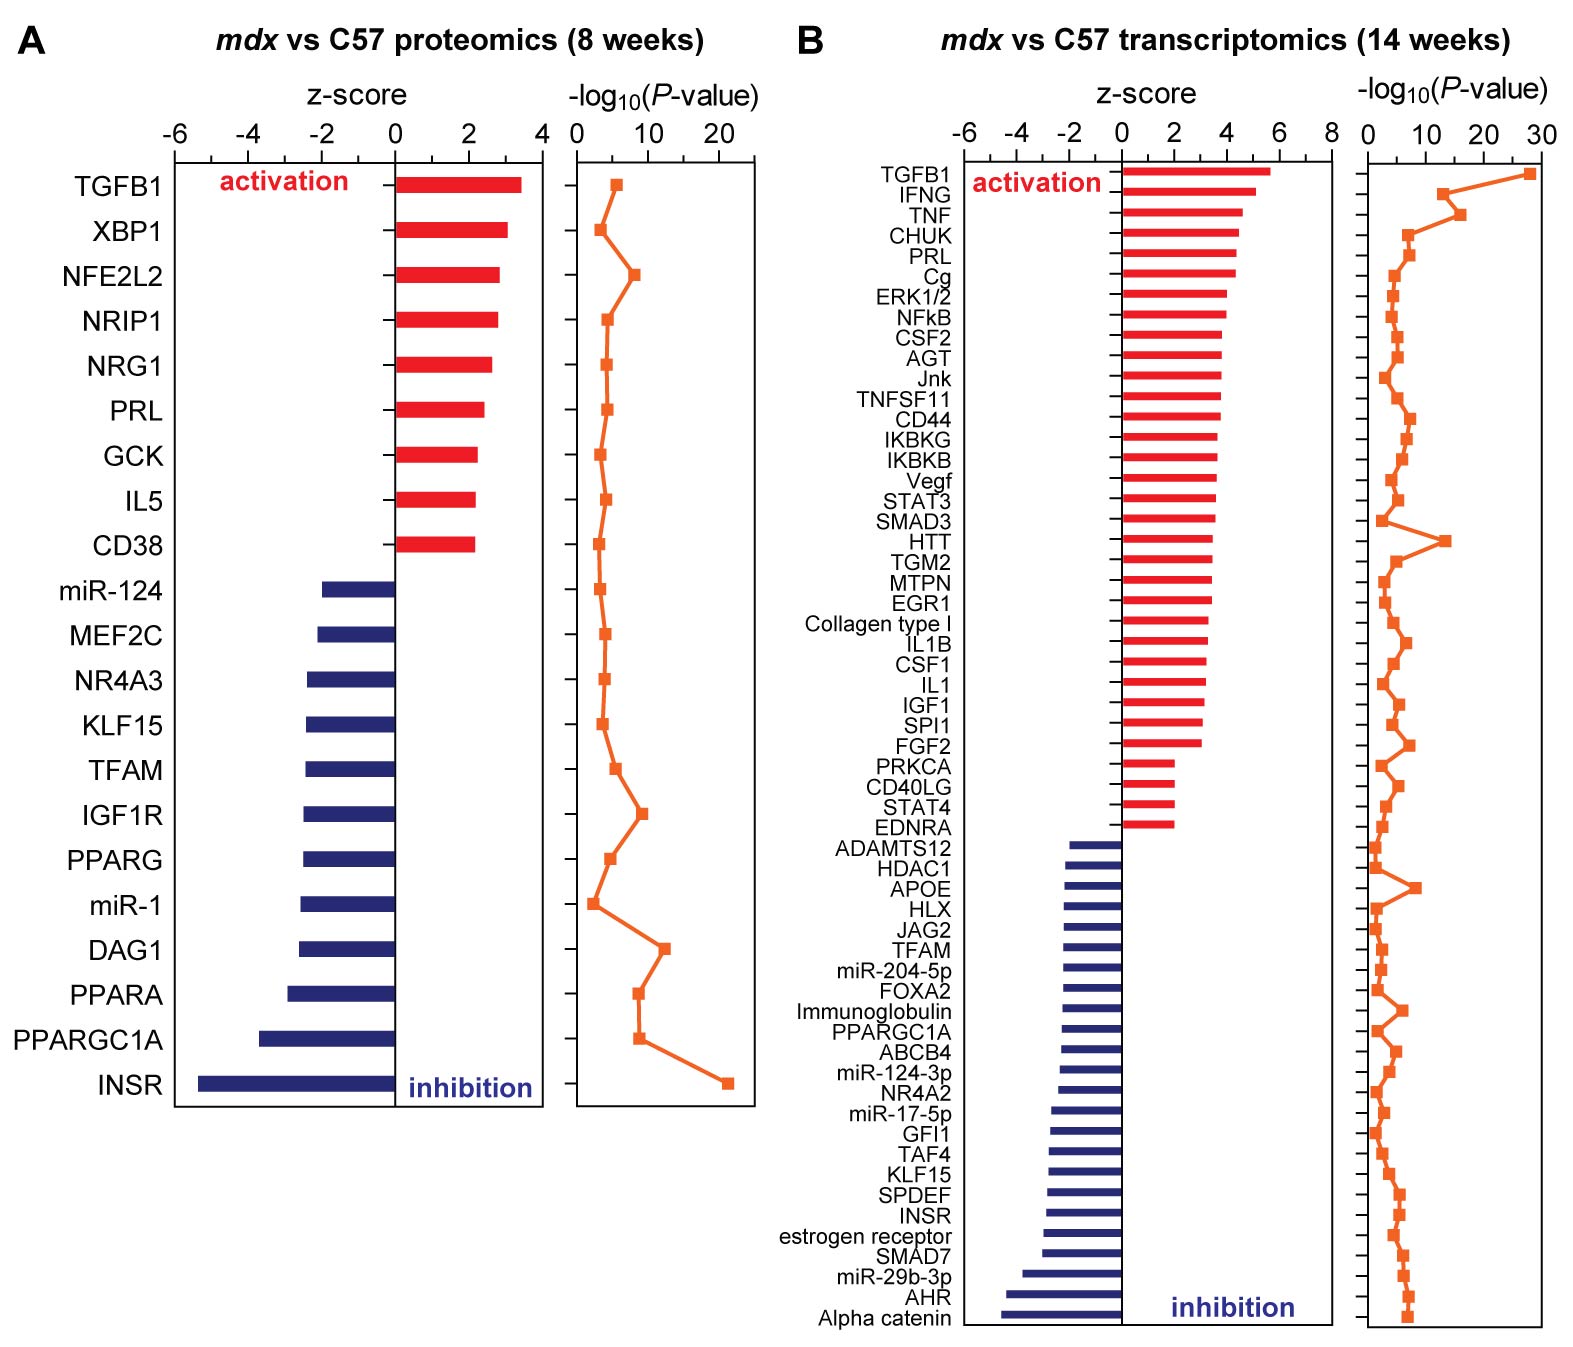
**

**Figure S14**

**Upstream regulator analysis in dystrophic muscle.**

Ingenuity pathway analysis was used to identify predicted upstream regulators that were differentially affected in *mdx* muscle based on the expression ratios of their known downstream targets for (a) the 8 week old proteomics and (b) 14 week transcriptomics datasets. Upstream regulators are ranked by z-score (positive values indicate activation and negative values indicate inhibition of the predicted regulator). Statistical significance is indicated by orange lines. Six regulators were predicted to be differentially affected in both datasets: INSR, KLF15, PPARGC1A, PRL, TFAM and TGFB1. (Note: IPA produces output with human gene identifiers).

**
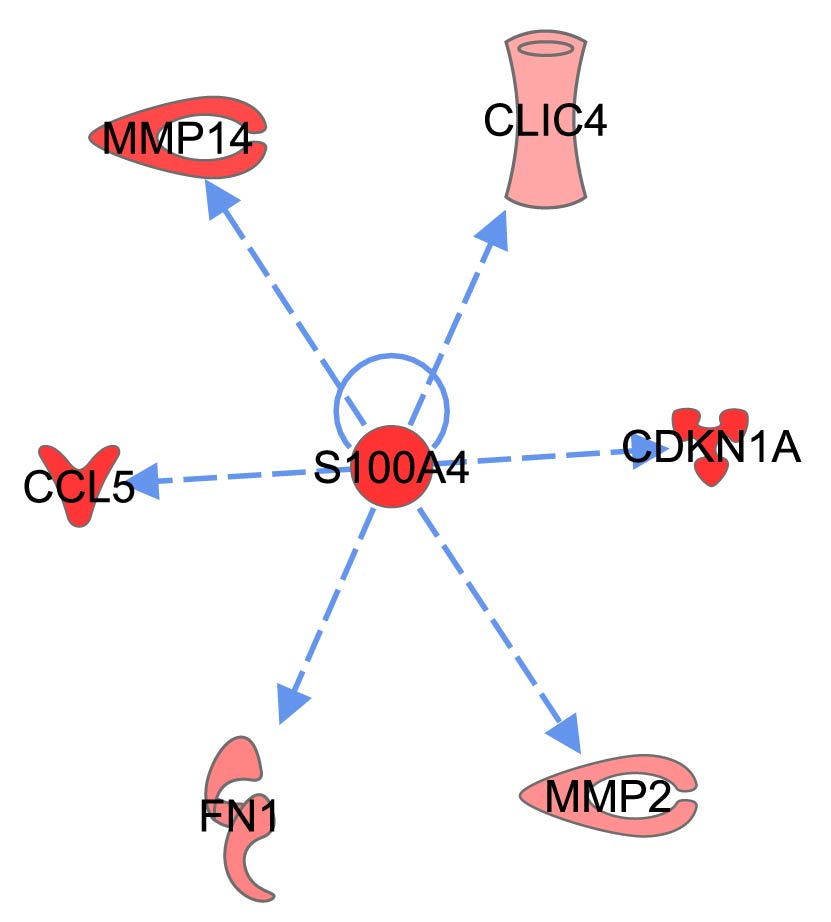
**

**Figure S15**

**Downstream targets of S100a4 are concordantly activated.**

S100a4 is up-regulated in dystrophic muscle at both the protein and mRNA level. IPA was used to identify downstream targets of S100a4 and mRNA expression ratios overlaid on the pathway. 6 target mRNAs that are known to be up-regulated by S100a4 were also found to be up-regulated in *mdx* muscle, consistent with S100a4 activation. Red indicates increased expression in dystrophic muscle.

**Supplementary Tables**

| **Methodology** | **Experimental Design** | **Number of changed proteins** | **Comments** | **Citation** |
| --- | --- | --- | --- | --- |
| 2DE | C57 vs *mdx*  3 months  Hindlimb | 60 | Reduced adenylate kinase 1 expression | (1) |
| 2DE | C57 vs *mdx*  9 weeks | 8 of 11 | Reduction Ca2+ buffering proteins (i.e. Calsequestrin, Sarcalumenin) | (2) |
| 2DE | C57 vs *mdx*  1,3 6 months  Hindlimb | 24 | Myosin light chain 2 up-regulated at all ages | (3) |
| 2DE | C57 vs *mdx*  diaphragm | 20 | Down-regulated regucalcin | (4) |
| 2D-DIGE | Normal vs *mdx*  Diaphragm | 35 | 35 changed  cvHSP up-regulated | (5) |
| 2D-DIGE | C57 vs *mdx*  1, 3, 5, 7, 9 months  Heart | 14 | Combined metabolomics and proteomics | (6) |
| 2D-DIGE | C57 vs *mdx* vs PMO | 20 | 20 changed  AK1 restoration | (7) |
| 2D-DIGE | C57 vs *mdx*  9 weeks  Extraocular muscles | 7 | 7 changed | (8) |
| 2D-DIGE | C57 vs *mdx*  9 months  Heart | 29 |  | (9) |
| 2D-DIGE | C57 vs *mdx*  6 weeks  Gastrocnemius | 61 | Acute phase | (10) |
| iCAT | GRMD vs healthy dogs  4 months  Vastus lateralis | 84 | PGC1α down  Cytosolic and phospho-enriched proteins | (11) |
| 2D-DIGE | C57 vs *mdx*  8 weeks, 12, 22 months  Diaphragm | 11 | Aging associated changes in extracellular matrix proteins | (12) |
| 2D-DIGE | C57 vs *mdx*  8 weeks, 12, 22 months | 8 | CA3 isoform of carbonic anhydrase increase and Hsp72 decreased | (13) |
| IP-LC-MS/MS | C57 vs *mdx* | NA | Immunoprecipitation of DAPC | (14) |
| SILAC mouse | C57Bl/6 vs *mdx*-52  3 weeks  Gastrocnemius | 73 | 789 quantified  ILK pathway and actin cytoskeleton perturbed | (15) |

**Table S1**

**Summary of Proteomics Studies in Dystrophic Muscle.**

2DE, Two-Dimensional gel Electrophoresis. 2D-DIGE, Two-Dimensional-Difference Gel Electrophoresis. iCAT, isotope-Coded Affinity Tag. SILAC mouse, Stable Isotope Labelling by Amino acids in Cell culture – adapted for *in vivo* mouse use. IP-LC-MS/MS, Immunoprecipitation followed by Liquid Chromatography-tandem Mass Spectrometry.

| ***mdx* vs C57**  **Proteomics**  **(8 weeks)** | ***mdx* vs C57**  **Proteomics**  **(14 weeks)** | ***mdx* vs C57**  **Transcriptomics**  **(14 weeks)** | ***mdx* vs C57**  **Concordant protein and mRNA** | ***mdx* vs C57**  **miRNomics**  **(14 week)** |
| --- | --- | --- | --- | --- |
| **Dmd** | **Dmd** | Gm129 | Cmbl | miR-551b* |
| Myh7 | Mll2 | **Ces1d** | **Ces1d** | miR-381* |
| **Myl3** | **Myl3** | Dusp26 | **Myl3** | miR-434-3p |
| Dtna | Col1a1 | Ppp1r1a | 5730469M10Rik | miR-101b |
| Sgcg | **Myh2** | Per2 | **Myh2** | miR-29c* |
| Mpz | Snap25 | Hlf | Ldhb | **miR-29c** |
| Dag1 | Pck1 | Frzb | Myoz2 | miR-539-5p |
| Nefl | Nos1 | Odf3l2 | Cyp4f39 | miR-337-5p |
| Sgcd | Col4a2 | Slc5a5 | Acss1 | miR-329 |
| Fam210a | Elmo1 | **Bdh1** | **Bdh1** | miR-181a-2* |
| **Igfn1** | **Igfn1** | ND6 | **Igfn1** | **miR-31** |
| Thbs4 | **Ncam1** | Snord116 | **Ncam1** | miR-31* |
| **S100a4** | Mavs | Timp1 | **S100a4** | **miR-34c** |
| **Myl4** | Efna2 | Spon2 | **Myl4** | **miR-206** |
| **Postn** | Stmn1 | Tmec8c | **Postn** | miR-501-3p |
| **Serpinb1a** | Plcl1 | Ust | **Serpinb1a** | miR-501-5p |
| Asah1 | Popdc2 | Ankrd1 | Ckap4 | miR-675-3p |
| **Tubb6** | Amacr | Npas2 | **Tubb6** | miR-34c* |
| Anxa7 | Obsl1 | Pcbd1 | Pak1 | miR-34b-3p |
| **Tubb2a** | Maob | Serpina3n | **Tubb2a** | **miR-146b** |
|  | | | Eef1a1 |  |
|  |  |  | Efna2 |  |
|  |  |  | Prune2 |  |
|  |  |  | Aspa |  |
|  |  |  | Myl6b |  |

**Table S2**

**Summary of most differentially expressed genes in *mdx* muscle.**

The top ten up- and down-regulated genes are shown for protein, mRNA and miRNA datasets. For the concordant protein and mRNA analysis all statistically significant genes (*P*<0.01) are shown that were differentially expressed by at least 2 fold as determined by one or both methods. Red indicates up-regulation and blue indicates down-regulation in *mdx* muscle. Proteins/mRNAs that are common between analyses are in bold and underlined. For miRNAs, dystromiRs that were identified as of key importance are highlighted in bold and underlined.

**Supplementary Materials and Methods**

**Animal Procedures**

All animal experiments were carried out in accordance to procedures authorised by the UK Home Office in accordance with UK law (i.e. Animals (Scientific Procedures) Act 1986). Pip6e peptide: Ac-RXRRBRRXYRFLIRXRBRXRB-OH (where X is aminohexanoyl and B is β-alanine) and PMO: 5′-GGCCAAACCTCGGCTTACCTGAAAT (Gene Tools LLC, Philomath, OR) were conjugated as described previously (16).

**Sample Preparation for Mass Spectrometry**

Serial sections of the tibialis anterior muscle were lysed in 4% SDS, 25 mM HEPES, 1 mM DTT, pH 7.6 and sonicated. Samples were mixed with 1 mM DTT, 8 M urea, 25 mM HEPES, pH 7.6 in a centrifugation filtering unit, 10 kDa cutoff (Nanosep Centrifugal Devices with Omega Membrane), and centrifuged for 15 minutes at 14,000 *g*, followed by another addition of the 8 M urea buffer and centrifugation. Proteins were alkylated by use of 55 mM iodoacetamide, in 8 M urea, 25 mM HEPES, pH 7.6 for 10 min, centrifuged, followed by 2 more additions and centrifugations with 8 M urea, 25 mM HEPES pH 7.6. Trypsin (Promega). 1:50, trypsin:protein, was added to the samples in 0.25 M urea, 25 mM HEPES and digested overnight at 37 °C. The filter units were centrifuged for 15 minutes at 14,000 *g*, followed by another centrifugation with Milli-Q water. Peptide flow-throughs were collected, iTRAQ labeled according to manufacturer’s instructions, pooled, and cleaned using a Strata-X-C-cartridge (Phenomenex).

**IPG-IEF of Peptides**

iTRAQ labelled peptides were separated by immobilized pH gradient - isoelectric focusing (IPG-IEF) on narrow range pH 3.7-4.9 and 4.00-4.25 strips as described by previously (17). Peptides were extracted from the IPG-IEF strips by a prototype liquid handling robot, kindly supplied by GE Healthcare Bio-Sciences AB. A plastic device with 72 wells was put onto each strip and 50 µl of Milli-Q water was added to each well. After 30 minutes incubation, the liquid was transferred to a 96 well plate and the extraction was repeated 2 more times. The extracted peptides were dried by speedvac and dissolved in 3% acetonitrile (ACN), 0.1% formic acid before analysis on MS.

**LC- LTQ-Orbitrap Analysis**

Before analysis on the LTQ Orbitrap Velos (Thermo Fischer Scientific, San Jose, CA, USA), peptides were separated using an Agilent 1200 nano-LC system. Samples were trapped on a Zorbax 300SB-C18, and separated on a NTCC-360/100-5-153 (Nikkyo Technos., Ltd) column using a gradient of A (3% acetonitrile (ACN), 0.1% formic acid (FA)) and B (95% ACN, 0.1% FA), ranging from 3% to 40% B in 50 minutes with a flow of 0.4 µl/min. The LTQ Orbitrap Velos was operated in a data dependent manner, selecting 5 precursors for sequential fragmentation by Collison-Induced Dissociation (CID) and Higher-energy Collisional Dissociation (HCD), and analyzed by the linear iontrap and orbitrap, respectively. The survey scan was performed in the Orbitrap at 30,000 resolution (profile mode) from 300-2000 *m/z,* using lock mass at *m/z* 445.120025, with a max injection time of 500 ms and Automatic Gain Control (AGC) set to 1 x 10^6^ ions. For generation of HCD fragmentation spectra, a max ion injection time of 500 ms and AGC of 5 x 10^4^ were used before fragmentation with 37.5% normalized collision energy. For Fourier Transform Mass Spectrometry (FTMS) MS2 spectra, normal mass range was used, centroiding the data at 7500 resolution. Peptides for CID were accumulated for a max ion injection time of 200 ms and AGC of 3x10^4^, fragmented with 35% collision energy, wideband activation on, activation q 0.25, activation time 10 ms before analysis at normal scan rate and mass range in the linear iontrap. Precursors were isolated with a width of 2 *m/z* and put on the exclusion list for 90 s. Single and unassigned charge states were rejected from precursor selection.

**Peptide and Protein Identification**

All Orbitrap data was searched by sequest-perculator under the software platform Proteome Discoverer 1.3 (Thermo) against UniProt mouse database (120524) and filtered to a 1% FDR. A precursor mass tolerance of 10 ppm, and product mass tolerances of 0.02 Da for HCD-FTMS and 0.4 Da for CID-ITMS were used. Further settings used were: trypsin with 1 missed cleavage; iodoacetamide on cysteine, iTRAQ on lysine and N-terminus as fixed modifications, and oxidation of methionine as variable modification. Quantization of iTRAQ8plex reporter ions was done by Proteome Discoverer on HCD-FTMS tandem mass spectra using an integration window tolerance of 20 ppm. Only unique peptides in the data set were used for quantification.

**Proteomics Analysis**

For the 8 week and combined analyses, protein expression ratios were filtered by *P* value and expression ratios were given relative to the C57 control. For the 14 week old proteomics dataset *n* numbers in *mdx* and C57 groups were too small to permit statistics based filtering. Instead, protein expression ratios were filtered based on replicate consistency for the denominator (*mdx*). First, potential outliers were removed by dividing the 2 *mdx* replicates by each other and excluding ratios larger than 1.5 and its reciprocal (i.e. 95% confidence interval). Secondly, proteins were considered regulated if they had a fold change greater than 1.35 or lower than 0.74 (i.e. 90% confidence interval).

## miRNA and mRNA Microarray Processing and Statistical Analysis

Each RNA sample was analysed using the Agilent 2100 Bioanalyzer (Agilent Technologies, USA) to assess RNA quality. 500 ng of total RNA was run for each of the 12 samples on Affymetrix GeneChip® miRNA 3.0 arrays (Affymetrix, Santa Clara, CA), and 100 ng of column-purified (RNeasy Mini kit, Qiagen) total RNA was run on Mouse Gene ST 1.1 Array plates. Labeling and hybridization were performed according to standard Affymetrix protocols at the Affymetrix Core facility BEA, Bioinformatics and Expression Analysis, at Novum, Huddinge, Sweden. The processing and data analyses were performed in Affymetrix Expression

Console Software.

The miRNA arrays were analyzed using Robust Multichip Analysis (RMA) and DABG (detected above background). Since the miRNA 3.0 array covers 153 organisms we sorted out *Mus musculus* transcripts only. Transcripts with Absent detection signals in at least three of the four replicates (or two out of the three replicates in the controls) were removed. The ST1.1 arrays were analysed using Median polish, RMA background correction and Sketch-Quantile normalization (RMA-Sketch in Expression Console Software). Only the signals from the probe sets in the main category were used. If a probe set signal was below 30 in all the groups, it was removed. The criterion for differentially expressed transcripts was set to *P*<0.05 (unpaired t-test, 2-sided). False Discovery Rate (FDR) estimations were done calculating *q* values (*qvalue* R package) from the *P*-value lists. The microarray data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus (3) and are accessible through GEO Series accession number GSE64420 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64420>).

**Exon Skipping RT-qPCR**

To assess levels of *Dmd* exon 23 skipping, quantitative real-time PCR was used. 1 µg of RNA was reverse transcribed using the High Capacity cDNA RT Kit (Applied Biosystems, Warrington, UK) according to manufacturer’s instructions. qPCR analysis was performed using 25 ng cDNA template and amplified with TaqMan Gene Expression Master Mix (Applied Biosystems, Warrington, UK) on a StepOne Plus Thermocycler (Applied Biosystems). Levels of *Dmd* exon 23 skipping was determined by multiplex qPCR of FAM-labelled primers spanning Exon 20-21 (Assay Mm.PT.47.9564450, Integrated DNA Technologies, Leuven, Belgium) and HEX-labelled primers spanning Exon 23-24 (Mm.PT.47.7668824, Integrated DNA Technologies, Leuven, Belgium). Exon skipping efficacy was expressed as the percentage of mature *Dmd* transcripts lacking exon 23 following normalisation of exon 23-24 expression levels to exon 20-21 levels.

**Western Blot**

To assess dystrophin restoration via western blot, 8 µm transverse sections of tissue were lysed in buffer (75 mM Tris–HCl (pH 6.5), 10 % sodium dodecyl sulphate, 5 % 2-mercaptoethanol and protease inhibitors). Proteins were resolved using the NuPAGE Tris-Acetate system (using 3-8% pre-cast gels) in conjunction with the XCell SureLock™ Mini-Cell system (Life Technologies) according to the manufacturer’s protocol. Proteins were transferred to an Immobilon-FL PVDF membrane (Millipore) using the NuPAGE XCell II™ blotting apparatus. Both membrane blocking and antibody incubations were performed in Odyssey Blocking Buffer (LiCOR). The membrane was probed with monoclonal anti-dystrophin (1:200, NCL-DYS1, Novocastra) and anti-vinculin (1:100,000, hVIN-1, Sigma, acting as a loading control) antibodies. Secondary antibody IRDye 800CW goat anti-mouse was used at a dilution of 1:20,000 (LiCOR). After washing fluorescence was detected and quantified using the Odyssey imaging system (LiCOR).

**MicroRNA Target Finder**

The IPA microRNA Target Filter was used to identify possible miRNA regulatory events associated with dystrophic pathology. Only well-established DMD-associated dystromiRs (miR-21, miR-29c, miR-31, miR-34c, miR-146b and miR-206) were considered. DystromiR expression was compared with the matched transcriptomics dataset and filtered to include only discordant expression pairings (i.e. miRNA up, mRNA down or miRNA down, mRNA up). This analysis identified 2,111 miRNA-mRNA interactions (**File S4**). To filter the data, the results were limited to targets with fold changes >1.5, and to only those interactions with experimental evidence or high confidence prediction. After filtering, miRNA-targets schemas were generated and mRNA expression data overlaid (>1.5 fold changes only). Predicted miRNA-protein interactions are listed in **File S5**.

**Supplementary References**

1. Ge,Y., Molloy,M.P., Chamberlain,J.S. and Andrews,P.C. (2003) Proteomic analysis of mdx skeletal muscle: Great reduction of adenylate kinase 1 expression and enzymatic activity. *Proteomics*, **3**, 1895–1903.

2. Doran,P., Dowling,P., Lohan,J., McDonnell,K., Poetsch,S. and Ohlendieck,K. (2004) Subproteomics analysis of Ca+-binding proteins demonstrates decreased calsequestrin expression in dystrophic mouse skeletal muscle. *Eur. J. Biochem.*, **271**, 3943–3952.

3. Ge,Y., Molloy,M.P., Chamberlain,J.S. and Andrews,P.C. (2004) Differential expression of the skeletal muscle proteome in mdx mice at different ages. *Electrophoresis*, **25**, 2576–2585.

4. Doran,P., Dowling,P., Donoghue,P., Buffini,M. and Ohlendieck,K. (2006) Reduced expression of regucalcin in young and aged mdx diaphragm indicates abnormal cytosolic calcium handling in dystrophin-deficient muscle. *Biochim. Biophys. Acta*, **1764**, 773–785.

5. Doran,P., Martin,G., Dowling,P., Jockusch,H. and Ohlendieck,K. (2006) Proteome analysis of the dystrophin-deficient MDX diaphragm reveals a drastic increase in the heat shock protein cvHSP. *Proteomics*, **6**, 4610–4621.

6. Gulston,M.K., Rubtsov,D.V., Atherton,H.J., Clarke,K., Davies,K.E., Lilley,K.S. and Griffin,J.L. (2008) A combined metabolomic and proteomic investigation of the effects of a failure to express dystrophin in the mouse heart. *J. Proteome Res.*, **7**, 2069–2077.

7. Doran,P., Wilton,S.D., Fletcher,S. and Ohlendieck,K. (2009) Proteomic profiling of antisense-induced exon skipping reveals reversal of pathobiochemical abnormalities in dystrophic mdx diaphragm. *Proteomics*, **9**, 671–685.

8. Lewis,C. and Ohlendieck,K. (2010) Proteomic profiling of naturally protected extraocular muscles from the dystrophin-deficient mdx mouse. *Biochem. Biophys. Res. Commun.*, **396**, 1024–1029.

9. Lewis,C., Jockusch,H. and Ohlendieck,K. (2010) Proteomic Profiling of the Dystrophin-Deficient MDX Heart Reveals Drastically Altered Levels of Key Metabolic and Contractile Proteins. *J. Biomed. Biotechnol.*, **2010**, 648501.

10. Gardan-Salmon,D., Dixon,J.M., Lonergan,S.M. and Selsby,J.T. (2011) Proteomic assessment of the acute phase of dystrophin deficiency in mdx mice. *Eur. J. Appl. Physiol.*, **111**, 2763–2773.

11. Guevel,L., Lavoie,J.R., Perez-Iratxeta,C., Rouger,K., Dubreil,L., Feron,M., Talon,S., Brand,M. and Megeney,L.A. (2011) Quantitative proteomic analysis of dystrophic dog muscle. *J. Proteome Res.*, **10**, 2465–2478.

12. Carberry,S., Zweyer,M., Swandulla,D. and Ohlendieck,K. (2012) Proteomics reveals drastic increase of extracellular matrix proteins collagen and dermatopontin in the aged mdx diaphragm model of Duchenne muscular dystrophy. *Int. J. Mol. Med.*, **30**, 229–234.

13. Carberry,S., Zweyer,M., Swandulla,D. and Ohlendieck,K. (2012) Profiling of age-related changes in the tibialis anterior muscle proteome of the mdx mouse model of dystrophinopathy. *J. Biomed. Biotechnol.*, **2012**, 691641.

14. Yoon,J.H., Johnson,E., Xu,R., Martin,L.T., Martin,P.T. and Montanaro,F. (2012) Comparative proteomic profiling of dystroglycan-associated proteins in wild type, mdx, and Galgt2 transgenic mouse skeletal muscle. *J. Proteome Res.*, **11**, 4413–4424.

15. Rayavarapu,S., Coley,W., Cakir,E., Jahnke,V., Takeda,S., Aoki,Y., Gordish-Dressman,H., Jaiswal,J.K., Hoffman,E.P., Brown,K.J., *et al.* (2013) Identification of disease specific pathways using in vivo SILAC proteomics in dystrophin deficient mdx mouse. *Mol. Cell Proteomics*, 10.1074/mcp.M112.023127.

16. Betts,C., Saleh,A.F., Arzumanov,A.A., Hammond,S.M., Godfrey,C., Coursindel,T., Gait,M.J. and Wood,M.J. (2012) Pip6-PMO, A New Generation of Peptide-oligonucleotide Conjugates With Improved Cardiac Exon Skipping Activity for DMD Treatment. *Molecular Therapy — Nucleic Acids*, **1**, e38.

17. Branca,R.M.M., Orre,L.M., Johansson,H.J., Granholm,V., Huss,M., Pérez-Bercoff,Å., Forshed,J., Käll,L. and Lehtiö,J. (2014) HiRIEF LC-MS enables deep proteome coverage and unbiased proteogenomics. *Nat. Methods*, **11**, 59–62.

How the deposited data were processed for this re-analysis (not part of the article)

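Messenger RNA was measured in the TA of 11 mice of 14 weeks of age: 3 C57 mice, 4 untreated *mdx* mice and 4 *mdx* mice injected with Pip6e-PMO at 12.5 mg/kg at 12 weeks of age. Each mouse had its own Affymetrix Mouse Gene ST array. The authors made the intensities with Affymetrix Expression Console by RMA background correction, sketch-quantile normalization and median polish, and deposited them on the linear scale for 28350 probe sets, per the supplementary methods and the values themselves. The log2 of 100% of the 311850 values lies on a whole hundredth, to within 0.0001 of a hundredth, so smaller differences are not resolved. All probe sets are of the main category, and the stated removal of probe sets below a signal of 30 in all groups had not been applied. Replicates were not pooled, and no column was left unused except the annotation that was not needed. The median intensity per array ranged from 27.5 to 28.6, and the number of arrays per group, 3 or 4, limits the precision.

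Of the probe sets, 25254 carry a gene symbol, for 21759 symbols, and 21004 of the 21759 Entrez identifiers were found in the table of mouse genes used for current names. The deposited positions name no genome build, and 12.5% of the 21693 probe sets with a single locus overlap the place of their gene in the annotation of GRCm38.p6, so the positions given in the passages hold only within the deposited table. In the deposited table, 674 probe sets share all 11 values with another probe set.

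Probe sets with a mean signal of at least 30 in at least 1 group were tested, 14494 in all, after the paper's supplementary methods. In R 4.3.3, limma 3.58.1 fitted the log2 intensities of all 11 mice with a mean for each of the 3 groups, and lmFit and eBayes gave two-sided moderated tests of *mdx* minus C57, treated minus *mdx* and treated minus C57. The paper's text gives an unadjusted p under 0.01 by t-test and 1.5-fold, and its supplementary methods give 0.05 and q-values; the threshold of the text was used for the changed probe sets, with the p from limma. A second threshold replaced the unadjusted p by a Benjamini-Hochberg adjusted p under 0.05. Single genes were called at an adjusted p under 0.05 with no minimum fold. Simulated data had the spread of these arrays and 200 changed probe sets among 14494. The planted differences were at least 1 on the log2 scale, beyond 1.5-fold, and the noise was independent between probe sets. Of those changed between *mdx* and C57, this fit recovered 99.5% at the paper's threshold, with 27 false calls, and 96.5% at the adjusted threshold, with 10 false calls. A simulated restoration of 40% was read as 39.0%, at planted probe sets only, so false calls could not enter it. These values do not measure accuracy near 1.5-fold or with variation shared between probe sets.

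Restoration is the difference between the *mdx* and treated means in percent of that between the *mdx* and C57 means, and a changed probe set counted as restored from 25%. It was also measured for each treated mouse alone. Principal components used row-centred log2 values of the changed probe sets, and hierarchical clustering used row Z-scores, Pearson distance and average linkage. Gene ontology terms were read from the deposited annotation and tested by one-sided Fisher's exact tests over terms with 10 to 500 genes, against all tested genes that have a term. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, with 1 probe set per gene and adjustment over 14 lists, and the mean log2 signal of each list was compared between groups by exact permutation tests, two-sided. These 14 lists were night-phase and day-phase clock genes, macrophage, fibroblast and matrix, regenerating fibre, slow fibre, adipocyte, peripheral nerve and blood markers, and complexes I to V of oxidative phosphorylation. Tables were read with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9.

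The genes named are those that the study names for the mRNA arrays (Fig. S8, Fig. 4F, Fig. S10, Fig. S15, Table S2 and the Discussion), the 10 with the largest rise and the 10 with the largest fall in *mdx* that pass an adjusted p under 0.05 with every *mdx* mouse on the same side of every C57 mouse, the 5 largest in each direction in treated against *mdx* mice by the same rule, and members of the lists above. For a gene with several probe sets, the one with the highest mean log2 signal over the 11 mice was used. The unnamed mitochondrial probe set falls outside this rule and was singled out after its values were seen.

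The alternatives were the t-test of the methods on log2 and on linear signals, an unequal-variance test, a fit of only the 2 groups compared, a trended and robust prior, array weights, no signal filter and one of 100, centring of each array on its median, repeated quantile normalization, 1 probe set per gene, the mean of a gene's probe sets, a replicate block, other definitions of restored, other sets, scalings, distances and linkages for the plots of the mice, fry and camera with an estimated correlation, a choice of changed probe sets with 2 of the *mdx* mice, and leaving out each mouse in turn. Counting probe sets with identical values once was chosen after the data were seen. Outlying mice were sought in groups of 4 with Dixon's test at a critical value of 0.829. The proteomics data and the miRNA arrays were not analysed here, and neither the Ingenuity pathway analysis nor the q-values of the methods were run. Some genes that the study names are not reported here.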

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

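Of the tests in this part, the deviation of T2's array, the comparison of clock genes outside Fig. S8 and the comparison of gene lists between groups were planned before their results were seen; repeated quantile normalization was planned for other results, and its use on the 562 probe sets, like the remaining tests here, was chosen only after the result was seen.

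Of 172 groups of 4 mice, 15 held a mouse far from the other 3 by Dixon's test, where chance gives about 1 in 20. Among treated mice, T2 stood apart at Efna2 (log2 signal 5.79, the others 5.22 to 5.25), Cdkn1a (9.46, the others 8.67 to 8.76), Tyrobp (8.68, the others 7.52 to 7.63), Tuba1c (11.67, the others 11.32 to 11.35) and Itga1 (6.74, the others 7.25 to 7.35). T4 stood apart at Npas2 (7.87, the others 7.45 to 7.52), Gm129 (5.95, the others 6.93 to 6.99), Slc5a5 (4.63, the others 4.75 to 4.76) and the mean of the day-phase clock list (7.63, the others 8.02 to 8.10), and T1 at Eef1a1 (11.31, the others 11.50 to 11.53). Among *mdx* mice, replicate 3 stood apart at Myl6b (7.92, the others 6.82 to 6.99), Prune2 (8.74, the others 8.38 to 8.41), Ncam1 (8.61, the others 7.90 to 8.01) and the mean of the peripheral nerve list (6.73, the others 6.46 to 6.50), and replicate 4 at Slc5a5 (4.45, the others 4.74 to 4.78), which lies near background. No explanation was tested for the mice other than T2.

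T2 was the least restored of the treated mice, with a median restoration of 4.46% against 25.7 to 38.2% in the others. It was the lowest both for probe sets raised in *mdx* (0.958%) and for those lowered (8.71%). The tables argue against a swap of T2 with an *mdx* mouse, since with each *mdx* mouse held out of the choice of probe sets and of the *mdx* mean, its median restoration was at most 14.1%, while T1, T3 and T4 measured on the same probe sets had at least 17.6%. Array quality stays open. The test planned before the result was seen asked for a deviation of T2 over all probe sets far above that of the other arrays, with low restoration in both directions; the deviation was 0.193 against at most 0.133. Over 4745 probe sets that *mdx* left unchanged, the median absolute deviation from the rest of the group was 0.430 for T2 and at most 0.252 for another array. This measure is scaled to stand for a standard deviation, so its values cannot be set beside 0.193 and 0.133. Over 821 probe sets that were stable without T2, it was 0.237 for T2 and at most 0.185 for another array. Poorer measurement would give such an excess. A mouse that answered less to the treatment would also lie apart from its group there. A wrong label, with T2 an untreated *mdx* mouse, stays open too. Some probe sets differed between treated and *mdx* mice but not between *mdx* and C57 mice. At these, T2 shifted by 28.1 to 36.9% of the shift of the other treated mice. The *mdx* mouse held out of the choice shifted by -29.5 to 29.7%, and less than T2 did in all 4 choices. At probe sets found without T2 where the *mdx* mice lie apart from all others by at least 0.5, T2 lies nearer the other treated mice at 13 of 49 (41 of 143 for a gap of 0.3, 4 of 5 for a gap of 1). The 13 include all 4 mitochondrial ones, and at ND6 T2 lies at 5.11, with the treated mice. These argue against a wrong label unless the mitochondrial probe sets follow a batch, which stays open. From these arrays alone, a weaker response of this mouse to Pip6e-PMO, a poorer array and a wrong label cannot be told apart. Each could give T2 its median position at these 49 probe sets, 30.8% of the way from the *mdx* to the other treated mice. Dystrophin in T2 was not analysed here. The paper reports T2 as lowest by RT-qPCR of exon skipping and by LC-MS/MS of dystrophin, while its western blot did not correlate with either. Array quality alone would not lower those measures, and a wrong label was not tested against them.

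A probe set with no gene symbol on the minus strand of the mitochondrial genome (probe set 10598085, chromosome M, 7843 to 8146), outside the genes that the paper discusses, was higher in *mdx* than in C57 mice by 4.77 (adjusted p = 6.2e-08 in limma) and lower in treated than in *mdx* mice, with a difference of -4.45. Its C57 mean of 4.62 lies under the minimum signal and its treated mean of 4.93 close to it, so background limits the size of both differences. ND6, on the same strand, did the same, and at ND6 a gap of 3.31 separates the lowest *mdx* mouse from the highest of all other mice. Of 31 mitochondrial probe sets tested, 4 differ by more than 1 between *mdx* and C57 mice; probe sets 10598032 (-3.92) and 10598053 (-1.47) moved the other way. More mitochondrial RNA in the *mdx* samples is argued against by the other probe sets: the highest difference among 15 of them with a C57 mean under 12 is 0.87. The 10 coding probe sets of the plus strand have a median of 0.02 (-0.21 to 0.10). Their C57 means of 11.86 to 13.19 lie near the highest signals of the arrays, so these 10 say less about a rise. A batch of RNA preparation or labelling that held the *mdx* samples alone cannot be told apart from an effect of missing dystrophin that treatment undoes, because the table gives no batch and every *mdx* array lies on the same side. T2, the least restored mouse elsewhere, lies with the other treated mice at ND6, so what sets these probe sets may differ from what sets the rest of the changed ones.

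Clock genes outside those of Fig. S8 changed together. In *mdx* against C57, all 8 of the day-phase genes were lower, 5 of them called by limma, and 3 of the 5 night-phase genes were higher, 1 of them called. The mean of the night-phase genes minus that of the day-phase genes was higher in *mdx* than in C57 mice by 1.26 (exact permutation test, two-sided, p = 0.0286, the smallest that 3 mice against 4 allow), and higher in treated than in C57 mice by 1.09 (exact p = 0.0286). Treated and *mdx* mice differed by -0.16 (exact p = 0.514). A difference in the time of day at which C57 and the other mice were collected could give this, and so could an effect of *mdx* muscle on the clock; they cannot be told apart, since the paper's text gives no time of collection and it would follow the strain.

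A total of 562 probe sets passed the paper's threshold between treated and *mdx* mice but not between *mdx* and C57 mice. Missing it there does not show that *mdx* left them unchanged. Of the 562, 312 passed it between treated and C57 mice. Against *mdx* mice, 450 of the 562 were higher in treated mice and 112 lower. The authors' normalization leaving unequal signal distributions is argued against as the whole cause, since 426 of the 562 still passed after repeated quantile normalization, which found 498 in all. Adding a gradient between mice, taken from the spread within the C57 and *mdx* groups, as a covariate left 156 of the 562. The gradient holds 30.9% of that spread, and the treated mice score higher on it than the *mdx* mice by 15.4, or 1.15 within-group SDs (exact permutation test, two-sided, p = 0.171), with T1 at 16.1, T2 at -8.29, T3 at 14.7 and T4 at 21.2. Whether the 562 follow from the treatment or from this gradient cannot be told apart, since 3 of the 4 treated mice share its high end. An effect of the conjugate itself stays open and was not tested, because no mice received a control oligonucleotide in these data.

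The fat cell marker list, which the paper does not discuss, was lower in treated than in *mdx* mice, with a mean difference of -1.03 over 9 genes (exact permutation test, two-sided, p = 0.0571, adjusted over the lists 0.16). Adipoq (-1.64), Cfd (-1.94), Plin1 (-1.56), Retn (-1.65) and Cidec (-1.38) were called lower by limma over all probe sets; when adjusted over the list alone, 8 were called, 7 of them lower and Fabp4 higher. Fabp4 (0.26) and Car3 (0.18), among the most abundant of the list, were not lower, and Lep was not tested. Fewer fat cells in the treated samples are a candidate explanation: across mice, within groups, the markers had a median pairwise correlation of 0.724, against a median of -0.01 and a 95th percentile of 0.196 in 1000 random lists of like signal, none of which was as high. Such a share can change with the dissection of the muscle as well as with the treatment, and these were not separated.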

How the results depend on the processing

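The tests by other splits of the mice in this part were chosen only after the result was seen. All alternatives except counting identical probe sets once were chosen before the data were examined.

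Of the 35 ways to divide the mice of a comparison into groups of the same sizes, 1, the real division, gave as many probe sets, for *mdx* against C57 at the paper's threshold (next largest 517) and the adjusted threshold (next 3), for treated against *mdx* mice at the adjusted (next 81) and the paper's threshold (next 582), and for treated against C57 mice at the paper's threshold (next 1228). At 1 in 35 splits, or 2.86%, the smallest share that so few mice allow, chance can be excluded at a level of 1 in 20 for each count taken alone, and no more strictly than that.

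Some results held under every alternative run for them: 0 of the 4 genes read from Fig. S10 were called in *mdx* against C57, all 6 targets of S100a4 were higher in *mdx*, and all 9 mRNAs of the earlier study moved back towards C57. T2 was the least restored treated mouse in all, at 3.28 to 8.22%. Apart from the choice of probe sets with 2 of the *mdx* mice, the median restoration stayed between 18.0% (without *mdx* replicate 4) and 32.3% (without T2). With that choice, measured from the other 2 *mdx* mice, it was 15.7 to 24.5%. With 3 clusters, T2 joined the *mdx* mice wherever it was included, and without it 0 treated mice did (range 0 to 1). With 4 clusters, T2 stood alone in 3 of the 4 combinations of distance and linkage. Other values that moved are given below by alternative, and unless a reason is named the cause was not tested.

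The t-test of the methods, which does not share the spread between groups, gave 552 probe sets in *mdx* against C57 and 37 in treated against *mdx* mice at the adjusted threshold, 338 in treated against *mdx* mice at the paper's threshold, 89.3% of variance in 2 principal components and 12 of the 25 genes of Fig. 4F. On linear signals these were 358, 31, 314, 90.1% and 8, with 918 in treated against C57 mice and 46 of the named genes. The unequal-variance test gave 263, 6, 264, 90.0% and 5, with 700 in *mdx* against C57 at the paper's threshold, 881 in treated against C57 mice and 31 of the named genes. In limma the counts at the adjusted threshold were 1045 and 639, and 96 of the 158 named genes were called.

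A signal filter of 100, which leaves fewer probe sets, gave 668 in *mdx* against C57 at the paper's threshold and 647 at the adjusted, 410 and 456 in treated against *mdx* mice at the adjusted and the paper's threshold, 959 in treated against C57 mice, 333 restored probe sets, 88.8% of variance and 26 gene ontology terms. Array weights gave 1135 and 1094 in treated against *mdx* mice at the adjusted and the paper's threshold, 83.2% of variance and 4 gene lists in *mdx* against C57. Fitting only the 2 groups compared gave 419 in treated against *mdx* mice at the adjusted threshold, with fewer mice in the fit. Taking 1 probe set per gene gave 84.6% of variance, and counting identical probe sets once, chosen after the data were seen, 85.1%. Row Z-scores gave 82.4% of variance, and all probe sets past the filter 66.0%. Under repeated quantile normalization, the share of probe sets higher in treated than in *mdx* mice at the adjusted threshold was 58.6% in place of 69.3%.

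Counting any movement towards C57 as restored gave a share of 74.5%, and requiring 50% gave 23.2%, 254 probe sets and 14 gene ontology terms; these follow from the definitions. Which genes had more terms turned round with this rule: 40 for the restored against 14 for the other changed genes at 25%, and 14 against 57 at 50%. The sets held 433 and 492 genes at 25% but 200 and 722 at 50%. The count of terms depends on the number of genes, so this turn does not by itself show a difference in kind. Camera with an estimated correlation called 1 list in *mdx* against C57, 0 in treated against *mdx* mice and 0 in treated against C57 mice.

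With each mouse left out in turn, which leaves fewer samples, the count at the paper's threshold ranged from 991 to 1163 in *mdx* against C57 (820 to 1105 at the adjusted threshold) and from 1388 to 2026 in treated against C57 mice. Between treated and *mdx* mice it ranged from 480 (without *mdx* replicate 4) to 1378 (without T2) at the paper's threshold and from 197 (without T4) to 1412 (without T2) at the adjusted threshold, which also gave 344 without *mdx* replicate 3, 214 without *mdx* replicate 4, 276 without T1 and 267 without T3. The restored share ranged from 41.7 to 57.4%, the variance of 2 principal components from 85.9 to 88.3%, the genes called of Fig. 4F from 18 to 23, and the gene ontology terms from 33 to 45. The gene lists called in *mdx* against C57 ranged from 4 (without C57 replicate 3) to 8.

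The replicate block, in which mice of the same number share a term, gave 355 probe sets in treated against *mdx* mice at the adjusted threshold and 85.3% of variance. The numbers do not pair the mice: the residuals of the 10 pairs with the same number had correlations of -0.30 to 0.15, within the -0.41 to 0.43 of the 30 other pairs.

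Of 158 named genes, 96 were called in *mdx* against C57; 22 of them kept the call in every alternative and 79 whichever mouse was left out. These numbers were 42, 1 and 9 in treated against *mdx* mice and 94, 17 and 65 in treated against C57 mice. The signal over background limits what can be seen: 13856 of the 28350 probe sets have a mean signal under 30 in every group and were not tested, so a change in them would not be seen.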

Differences from the paper's values

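The paper reports 499 mRNAs changed in *mdx* muscle at its threshold, and 1094 probe sets passed it here. Among the alternatives set before the data were examined, the unequal-variance test (700) and a signal filter of 100 (668) came within 1.5 times the paper's value. All others did not: the t-test of the methods (852), the same on linear signals (754), only the 2 groups compared (1103), a trended and robust prior (1103), array weights (1252), no signal filter (1220), array median centring (1083), repeated quantile normalization (1080), 1 probe set per gene (942), a replicate block (1046) and leaving out each mouse in turn (991 to 1163).

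The paper counts 302 restored mRNAs, the members of 2 clusters of its heatmap, and 549 probe sets were restored here by the rule of at least 25%. The t-test of the methods (435), the same on linear signals (368), the unequal-variance test (384), a signal filter of 100 (333), 1 probe set per gene (444), leaving out *mdx* replicate 4 (442), requiring at least 50% (254) and requiring an unadjusted p under 0.05 (441) came within the margin. Only the 2 groups compared (558), a trended and robust prior (554), array weights (625), no signal filter (651), array median centring (535), repeated quantile normalization (538), a replicate block (494), any movement towards C57 (815) and leaving out each of the other mice (487 to 644) did not.

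For Slc5a5, the paper shows log2 fold changes of about -2.2 in *mdx* and about -2.1 in treated mice in Fig. S8, read by eye; the values here were -0.09 and -0.0475, at signals below the minimum for testing, and no alternative was compared for this gene. Slc15a5, one of the 10 largest falls in *mdx* and set beside Slc5a5 after its values were seen, had -2.17 in *mdx* against C57 and differed by 0.07 between treated and *mdx* mice. Of 75 values compared, 71 were read from figures, and of these 2, both for Slc5a5, differed; of 4 from the text, 2 differed.

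The paper places the terms of the extracellular matrix with the restored genes and finds fewer and less significant terms among those not restored. Here 40 terms passed for the restored and 14 for the other genes, but the strongest term of the latter, proteinaceous extracellular matrix (adjusted p = 3.6e-12, Fisher's exact test), did not pass for the restored genes (adjusted p = 0.0640), whose strongest was immune response (adjusted p = 5.2e-12). Extracellular space (adjusted p = 4.7e-10, Fisher's exact test) and extracellular matrix (adjusted p = 0.0285) passed for the restored genes as well, and among the changed genes alone proteinaceous extracellular matrix did not pass for those not restored (34 of 48 genes, adjusted p = 0.467). Requiring at least 50% gave 14 and 57 terms, for sets of unlike size, 200 and 722 genes. The term sources are not the same, since the terms here come from the deposited annotation.

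Fig. 4F shows 25 mRNAs as changed at P under 0.01. By an unlike rule, an adjusted p under 0.05 over all probe sets in limma, 21 were called here. 5730469M10Rik (-0.84, adjusted p = 0.094), Myh2 (adjusted p = 0.0574), Myl6b (0.67, adjusted p = 0.0695) and Myoz2 (-0.76, adjusted p = 0.102) were not. Of these, Myh2 and Myl6b did pass the paper's threshold in limma, with an unadjusted p of 0.00741 and 0.00977. Array weights called all 25, as did adjustment over the list alone.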

Other observations

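The tests in this part that put held-out *mdx* mice in place of the treated mice and that ask about the share of muscle fibre RNA were chosen only after the result was seen; the gene lists were written before.

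In treated against C57 mice, 1627 probe sets passed the paper's threshold, 78.1% of them higher in treated mice. Of the 1094 changed in *mdx*, 614 were still changed in the same direction, and 478 were not past the threshold; both comparisons share the C57 mice.

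The *mdx* mice enter both the choice of the changed probe sets and the restoration measured on them, which could make treated mice look restored. When 2 *mdx* mice chose the probe sets and restoration was measured from them, the other two gave a restored share of at most 39.6% over the 6 choices and a median of at most 18.1%, and the treated mice a share of at least 44.7% and a median of at least 20.1%, higher in each choice. The tables argue against the shared *mdx* mice as the whole cause of the restoration. Part of it stays open to this explanation, since the median was 25.3% with all mice and 20.3% on average when measured from *mdx* mice that had no part in the choice, and the 6 choices share mice and are not independent.

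Gene lists were compared by camera, with medians as log2 differences and adjustment over 14 lists. In *mdx* against C57, 7 lists were called: day-phase clock genes (median -1.51, adjusted p = 9.8e-13), night-phase clock genes (0.34, adjusted p = 0.0464), macrophage (1.55, adjusted p = 8.7e-18), fibroblast and matrix (0.71, adjusted p = 3.2e-08), regenerating fibre (1.36, adjusted p = 1.1e-08), peripheral nerve (-0.45, adjusted p = 0.0283) and complex I (-0.11, adjusted p = 0.0159). Slow fibre (0.46), adipocyte (0.17), blood (0.01), complex II (-0.12), complex III (-0.08), complex IV (-0.02) and complex V (-0.10) were not. In treated against *mdx* mice, 6 were called: macrophage (-0.75, adjusted p = 1.1e-08), regenerating fibre (-0.71, adjusted p = 1.9e-05), adipocyte (-1.38, adjusted p = 0.0013), complex I (-0.12, adjusted p = 0.0030), complex IV (-0.11, adjusted p = 0.0034) and day-phase clock genes (0.33, adjusted p = 0.0096). Night-phase clock genes (0.21), fibroblast and matrix (-0.03), slow fibre (-0.10), peripheral nerve (-0.17), blood (-0.26), complex II (0.11), complex III (-0.02) and complex V (-0.06) were not. In treated against C57 mice, 10 were called. By fry, 6 of the 7, 4 of the 6 and 8 of the 10 calls held, with complex I lost in the first and second comparison, complex IV in the second, and adipocyte and complex V in the last, while fry added complex II in the first and second. With an estimated correlation, day-phase clock genes in *mdx* against C57 alone held (adjusted p = 0.0472). The median and mean of a list differ in sign for fibroblast and matrix in treated against *mdx* mice (mean 0.00), for blood in *mdx* against C57 (mean -0.02) and for slow fibre in treated against C57 mice (median -0.17, mean 0.09). By exact permutation tests on list means, two-sided, the smallest p was 0.0286 and the smallest after adjustment over the lists 0.0571.

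Single genes of these lists were called by limma over all probe sets, and when adjusted over the list alone, as follows in *mdx* against C57: 2 and 3 of 6 night-phase clock genes, 8 and 10 of 11 day-phase clock genes, 15 and 15 of 15 macrophage genes, 7 and 10 of 14 fibroblast and matrix genes, 10 and 10 of 12 regenerating fibre genes, 3 and 5 of 9 slow fibre genes, and 5 and 5 of 8 peripheral nerve genes. Between treated and *mdx* mice, the numbers were 0 and 0 night-phase, 3 and 4 day-phase, 7 and 9 macrophage, 0 and 0 fibroblast and matrix, 3 and 7 regenerating fibre, 5 and 7 slow fibre, and 1 and 2 peripheral nerve genes. Cd68, Tyrobp, Lgals3 and Cd52 of the macrophage list, Bgn, Fn1 and Postn of the matrix list, Ncam1, Myl4 and Tmem8c of the regenerating fibre list, and Myl3 and Myoz2 of the slow fibre list are also named by the study from these mice.

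The median restoration was 47.1% for the macrophage list and 6.18% for the fibroblast and matrix list. From *mdx* to treated mice, the mean of the macrophage list minus that of the matrix list changed by -0.72 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow). A lower share of muscle fibre RNA in *mdx* samples could raise the macrophage list by raising every other cell type alike. The tables argue against this as the whole cause, since the macrophage list rose over the peripheral nerve list by 2.07 (exact p = 0.0286); more macrophages, or more transcripts in each, stay open and were not separated.

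The mRNAs of the upstream regulators that the paper predicts by pathway analysis, which was not run here, were read as values. Tgfb1 (0.88, adjusted p = 0.00372), Klf15 (-0.69, adjusted p = 3.4e-04) and Ppara (-0.70, adjusted p = 0.0186) were called in *mdx* against C57, and Ppara was lost without C57 replicate 2 or *mdx* replicate 2 (up to 0.0956). Insr (-0.36), Ppargc1a (0.25), Tfam (-0.03) and Pparg (0.11) were not called, and Prl did not reach the minimum signal. The largest rises in treated against *mdx* mice by the rule for named genes were those of Myh2, Csrp3 (1.30), Itga1 (1.10), Sdpr (1.08) and Gm9938 (1.07), and the largest falls those of ND6 (-4.00), AY036118 (-1.95), Ccl21a (-1.82), Retnlg (-1.74) and Serpina3n (-1.63). The treated means of ND6 and Retnlg lie under the minimum signal, so background limits the size of these falls. Among members of the dystrophin-associated complex outside Fig. S10, Sntb2 (0.44, adjusted p = 0.0177) and Sspn (0.32, adjusted p = 0.0443) were higher in treated than in *mdx* mice, 2 of 10, or 6 when adjusted over the list alone. Both calls were lost without *mdx* replicate 4 or Pip6e-PMO replicate 3 for Sntb2 (up to 0.053) and without C57 replicates 2 or 3, *mdx* replicates 1, 2, 3 or 4 or Pip6e-PMO replicates 1, 3 or 4 for Sspn (up to 0.118).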
